# Transcriptional Profiling of *Saccharomyces cerevisiae* Reveals the Impact of Variation of a Single Transcription Factor on Differential Gene Expression in 4NQO, Fermentable, and Nonfermentable Carbon Sources

**DOI:** 10.1534/g3.117.300138

**Published:** 2017-12-05

**Authors:** Xiaoqing Rong-Mullins, Michael C. Ayers, Mahmoud Summers, Jennifer E. G. Gallagher

**Keywords:** Yrr1, 4NQO, RNA-Seq, ChIP-Seq, genetic variation, respiration, fermentation

## Abstract

Cellular metabolism can change the potency of a chemical’s tumorigenicity. 4-nitroquinoline-1-oxide (4NQO) is a tumorigenic drug widely used on animal models for cancer research. Polymorphisms of the transcription factor Yrr1 confer different levels of resistance to 4NQO in *Saccharomyces cerevisiae*. To study how different Yrr1 alleles regulate gene expression leading to resistance, transcriptomes of three isogenic *S*. *cerevisiae* strains carrying different Yrr1 alleles were profiled via RNA sequencing (RNA-Seq) and chromatin immunoprecipitation coupled with sequencing (ChIP-Seq) in the presence and absence of 4NQO. In response to 4NQO, all alleles of Yrr1 drove the expression of *SNQ2* (a multidrug transporter), which was highest in the presence of 4NQO resistance-conferring alleles, and overexpression of *SNQ2* alone was sufficient to overcome 4NQO-sensitive growth. Using shape metrics to refine the ChIP-Seq peaks, Yrr1 strongly associated with three loci including *SNQ2*. In addition to a known Yrr1 target *SNG1*, Yrr1 also bound upstream of *RPL35B*; however, overexpression of these genes did not confer 4NQO resistance. RNA-Seq data also implicated nucleotide synthesis pathways including the *de novo* purine pathway, and the ribonuclease reductase pathways were downregulated in response to 4NQO. Conversion of a 4NQO-sensitive allele to a 4NQO-resistant allele by a single point mutation mimicked the 4NQO-resistant allele in phenotype, and while the 4NQO resistant allele increased the expression of the *ADE* genes in the *de novo* purine biosynthetic pathway, the mutant Yrr1 increased expression of *ADE* genes even in the absence of 4NQO. These same *ADE* genes were only increased in the wild-type alleles in the presence of 4NQO, indicating that the point mutation activated Yrr1 to upregulate a pathway normally only activated in response to stress. The various Yrr1 alleles also influenced growth on different carbon sources by altering the function of the mitochondria. Hence, the complement to 4NQO resistance was poor growth on nonfermentable carbon sources, which in turn varied depending on the allele of Yrr1 expressed in the isogenic yeast. The oxidation state of the yeast affected the 4NQO toxicity by altering the reactive oxygen species (ROS) generated by cellular metabolism. The integration of RNA-Seq and ChIP-Seq elucidated how Yrr1 regulates global gene transcription in response to 4NQO and how various Yrr1 alleles confer differential resistance to 4NQO. This study provides guidance for further investigation into how Yrr1 regulates cellular responses to 4NQO, as well as transcriptomic resources for further analysis of transcription factor variation on carbon source utilization.

*Saccharomyces cerevisiae*, baker’s yeast, is a model organism that has been extensively studied to decipher the association between genotypes and phenotypes. In addition to the widely used laboratory strain S288c (Engel *et al.* 2014), the genomes of other yeast strains have been sequenced, which provides valuable resources to investigate how the genetic differences among strains contribute to phenotypic differences. The YJM789 yeast strain was derived from a clinical isolate from an AIDS patient with *S*. *cerevisiae* pneumonia, and its draft genome is available (Wei *et al.* 2007). Genome association comparison of YJM789 to S96, a strain derived from S288c, elucidated the genetic basis of strain-dependent responses to a toxic chemical, 4NQO (Gallagher *et al.* 2014).

4NQO is a quinoline-derived carcinogenic drug used for cancer research on animal models because it induces squamous cell carcinoma in oral cavities of mice (Hawkins *et al.* 1994). YJM789 shows higher resistance to 4NQO treatment than S96 does in Yeast Peptone Dextrose (YPD) medium (Gallagher *et al.* 2014). Mapping of quantitative trait loci shows that the difference in resistance to 4NQO between the two strains was correlated with variation in the *YRR1* gene, which encodes a zinc finger transcription factor. The Yrr1 protein from YJM789, Yrr1^Y^, possesses a threonine at the position of 775 (T775), while the Yrr1 protein from S96, Yrr1^S^, possesses an isoleucine at this position (I775). Threonine can be phosphorylated at its hydroxyl functional group, while isoleucine does not possess a hydroxyl group and thus cannot be phosphorylated. However, phosphorylation could not be confirmed, likely due to the technical limitations of detection using mass spectrometry. The peptide containing the potential phosphorylation is 4578 Da and the average weight of the peptides is 1700 Da, and therefore would be considered too large for detection (Rong-Mullins *et al.* 2017b). Combined with low abundance of transcription factors and the length of the peptide, this precludes the validation of this phosphorylation. Instead, a mutant protein was constructed, Yrr1^IE^, that mimics the strong negative charge of phosphorylation when I775 of the S96 allele is changed into a glutamate (I775E). The level of 4NQO resistance conferred by Yrr1^IE^ is comparable to that conferred by Yrr1^Y^ and is higher than that conferred by Yrr1^S^. Conversely, a single point mutation E673G in Yrr1^Y^ can convert the 4NQO-resistant allele to a 4NQO-sensitive allele. However, combining E673G with T775E retains 4NQO resistance conferred by Yrr1^Y^. This suggests that the potential phosphorylation at T775 of Yrr1^Y^ may play an important role in regulating cellular responses to 4NQO.

YJM789 was isolated from a patient with multiple viral infections being treated for pneumonia with ciprofloxacin, an antibacterial fluoroquinolone (Tawfik *et al.* 1989). *S. cerevisiae* is associated with the normal human microbiome and is typically not considered to be pathogenic. However, YJM789’s original heterozygous diploid parent adapted to unique conditions, including a suppressed immune system and a lack of bacterial competition. It is unknown if ciprofloxacin treatment directly contributed to the 4NQO tolerance seen in this strain, if the tolerance preexisted, or if the tolerance came about by adapting to another condition. Several mutations within Yrr1 that changed cellular growth in response to 4NQO also changed cellular growth when cells were forced to respire (Gallagher *et al.* 2014).

The mechanisms of transcription regulation by Yrr1 have been investigated in earlier studies regarding drug resistance. Yrr1 was shown previously to autoregulate by binding to its own promoter region (Zhang *et al.* 2001). In addition, Yrr1 is also known to induce higher expression of *SNQ2*, a gene encoding a multidrug transporter, in response to 4NQO (Cui *et al.* 1998; Le Crom *et al.* 2002). However, genome-wide changes of transcription and Yrr1-binding patterns have not been reported to provide a comprehensive view. In this study, we constructed three isogenic strains in the *yrr1*Δ S96 background carrying three different Yrr1 alleles: Yrr1^S^, Yrr1^Y^, and Yrr1^IE^. We then conducted deep RNA-Seq as well as ChIP-Seq in conditions where Yrr1 regulates the stress response in the presence of 4NQO and glycerol. Here, we discovered that overexpression of *SNQ2* bypassed the need for Yrr1 for 4NQO sensitivity conferred by expression of the Yrr1^S^ allele. While the expression of many genes changed when cells with different alleles of Yrr1 were grown in glycerol, differences in the purine salvage pathway and other antioxidant pathways may quench free radicals generated as yeast shift toward respiration. In the model presented here, 4NQO was actively reduced in the presence of functioning mitochondria to produce free radicals and 4HAQO. 4NQO in the form of 4HAQO interacts directly with DNA to induce DNA oxidation. Our data indicate that genetic variation in a single transcription factor altered the process of oxidative phosphorylation within the cell, which accounted for the aforementioned conversion of 4NQO into a toxic mixture of free radicals and 4HAQO. This study will not only broaden our knowledge of the yeast metabolic response to tumorigenic drugs, but also inform research on the drug resistance of cancer cells for other model organisms. Furthermore, the data presented here provide a resource for the further exploration of the effect of genetic variation in a transcription factor on the utilization of carbon sources.

## Materials and Methods

### S. cerevisiae strains and plasmids

The strains and plasmids used in this study were described in Gallagher *et al.* (2014) and grown in YPD (1% yeast extract, 2% peptone, and 2% dextrose). Plasmids encoding alleles of *YRR1* were under the control of endogenous promoters and terminators in pGS35, and were maintained by the addition of G418. The entire coding region of *YRR1* was replaced by the hygromycin-resistance gene in S96 (*MATa*, *lys5*) and in FY3, an isogenic yeast strain (*MATa*, *ura3*) (Winston *et al.* 1995; Goldstein and McCusker 1999; Gallagher *et al.* 2014). Petite strains were generated by treating parent stains (FY3 *yrr1*::*URA3*, YJM789, YJM789 *yrr1*::*HYG^R^*, S96, and S96 *yrr1*::*HYG^R^*) with 1 μg/ml of ethidium bromide for 6 hr in a liquid culture and plating on YPD. After 2 d, the colonies were replica-plated onto YP with 3% glycerol as the sole carbon source, and colonies that failed to grow were tested for loss of the mitochondrial-encoded *COX2* gene by PCR amplification. For serial dilution growth assays, saturated cultures were grown in YPD, serially diluted 10-fold, and spotted onto the indicated media (Rong-Mullins *et al.* 2017a). Because the S96 strain is an isogenic strain to S288c, the sequences and annotations of S288c genome release R64-1-1 (Engel *et al.* 2014) were used for RNA-Seq and ChIP-Seq analyses. *SNQ2* and *PDR5* overexpression plasmids were previously published (Tsujimoto *et al.* 2015). Overexpression plasmids were based on yEP24 with the *URA3* selectable marker and were transformed into FY3 *yrr1*Δ with pGS35. Plasmids were maintained on Yeast Minimal (YM) media with no amino acids and monosodium glutamate as the nitrogen source, so that 500 μg/ml G418 would select for pGS35 (Kan^R^ marker). Overexpression plasmids of all other strains were from the MORF collection (Gelperin *et al.* 2005). Plasmids were maintained in FY3 *yrr1*Δ by selecting for the *URA3* auxotrophy. Expression of the MORF collection is driven by the *GAL* promoter. Yeast were grown in YP with 2% galactose and 0.1% dextrose to prevent toxicity from overexpression. In YP glycerol (abbreviated as Glyc), 2% galactose and 3% ethanol were also added to the solid media.

### RNA-Seq experiment and data analysis

Each of the three untagged isogenic strains with different alleles—Yrr1^S^, Yrr1^Y^ and Yrr1^IE^—were grown as duplicated cultures in liquid YPD medium with G418 to midlog phase. Each culture was diluted to early log phase and divided into two subcultures. One subculture was incubated in liquid YPD medium with 0.25 µg/ml 4NQO, and the other subculture was incubated without 4NQO or washed and diluted into 3% glycerol. Subcultures for each replicate were further grown for 2.5 or 10 hr, respectively. Total RNA was extracted from each subculture (sample) and multiplexed. Unstranded paired-end cDNA libraries were prepared using an Illumina TruSeq RNA Sample Prep Kit v2. The libraries were sequenced on Illumina MiSeq to generate 1.30–1.99 million 76 bp read pairs for each sample. All the software parameters used in RNA-Seq analysis were set to default unless specified otherwise.

Tophat v2.0.12 (Trapnell *et al.* 2009; Kim *et al.* 2013) was used to map the RNA-Seq reads to the S288c genome and to generate .bam files for the mapped reads. The reads were first mapped to ribosomal RNA (rRNA) and transfer RNA genes (tRNA); 1.05–1.94 million read pairs per sample were not matched to those RNA genes, and 91.2–95.5% of those unmatched reads were then matched to the whole gene pool of S288c. The reads matched to rRNA and tRNA were excluded because these RNAs tend to be extracted at high and/or variable abundances across replicates, thus may bias the calculation of FPKM (fragments per kilobase gene per million mapped fragments). The R-package Rsubread v1.18.0 (Liao *et al.* 2013) was used to generate count tables based on the annotations of S288c genome release R64-1-1.

DESeq2 v1.8.1 (Anders *et al.* 2010) was used for differential expression calculation. A *q*-value (*p*-value adjusted for multi-testing) < 0.05 was considered significant for differential expression. In addition, noncoding RNA such as small nucleolar RNA genes were quantified but not considered in analyses of differential expression or statistical relevance (to ChIP-Seq data). This is because many of those genes showed low and/or variable FPKM values across replicates; hence, their quantification results may not accurately reflect their actual cellular abundance. Log_2_(fold change) of FPKM was calculated between all the pair-wise contrasts of conditions with a difference in only one of the following two factors: allele and growth medium [(YPD, YPD + 4NQO (abbreviated as 4NQO), and Glyc]. It was also calculated between the trial of Yrr1^IE^ in YPD and the trial of Yrr1^Y^ in 4NQO or Glyc to test whether the phosphomimic mutation of Yrr1^IE^ in an absence of 4NQO (or when cells are grown in Glyc) results in transcriptional states similar to that of Yrr1^Y^ in the presence of 4NQO.

### Gene ontology (GO) analysis

Significantly upregulated and downregulated genes were extracted from the Deseq2 output using MATLAB R2016a. Their significance was determined using a *p*-value cutoff of 0.05. Subsequently, the GO terms of the significant genes were determined using the Yeastmine database (Engel *et al.* 2014). In order to mitigate the issue of multiple comparisons and reduce the familywise error rate, the Holm–Bonferroni test correction (Hochberg 1988) was utilized with a *p*-value threshold of 0.05.

### ChIP-Seq data analysis

The ChIP-Seq data using the three allelic proteins of Yrr1 was previously generated (Gallagher *et al.* 2014). The three Myc-tagged isogenic strains with different alleles—Yrr1^S^, Yrr1^Y^ and Yrr1^IE^—were subjected to the same treatments as those in the RNA-Seq experiment. Three replicate cultures were prepared for each allele and treatment combination; immunoprecipitated DNA was sequenced for all three cultures in each combination, and input genomic DNA was sequenced for one culture per combination. The ChIP-enriched and input DNA samples were sequenced as multiplexed 101 bp paired-end libraries on an Illumina HiSequation 2000. From this, 2.08–4.21 million read pairs were generated per sample and mapped to the S288c genome using Bowtie v2.2.3 (Langmead and Salzberg 2012) with preset “–sensitive,” resulting in alignment rates of 96.1–99.3%. Reanalysis of the data is described below. ChIP-enriched regions (peaks) were identified using CisGenome v2.0 (Ji *et al.* 2008) and MACS2 v2.1.0 (Zhang *et al.* 2008), and their outputs were integrated for downstream analyses (see details in the supplemental material). Prediction of DNA motifs at potential Yrr1-binding sites was performed using the Gibbs Motif Sampler in CisGenome with some manual adjustment. Sequence logos of predicted motifs were generated using WebLogo v3.4 (Schneider and Stephens 1990; Crooks *et al.* 2004). The height of each nucleotide letter represented the posterior mean relative entropy, and the error bars represented Bayesian 95% C.I.s. Pearson’s correlation (*r*-value) test was performed on ChIP peak metrics of three consolidated peak regions and expression values of their downstream genes using the python scipy package.

### Microscopy

Cells were grown to midlog in YM and stained live using Mitotracker Green and Rhodamine B hexyl ester (Y7530; Life Technologies) per the manufacturer’s instructions. Cells were imaged for differential interference contrast and fluorescence microscopy using an Eclipse 600-FN Nikon microscope with an Apochromat 100×/1.40 NA oil immersion objective, and a cooled charge-coupled device camera (ORCA-2; Hamamatsu Photonics). Images were processed with MetaMorph v7.0 software (Molecular Devices) and further processed using Image J.

### Data availability

The *S. cerevisiae* strains used in this study are available upon request. Supplemental Material, File S1 describes the process of determining confidence in ChIP-Seq peaks based on peak shape metrics, as well as all the supporting figure legends and tables. The RNA-Seq and ChIP-Seq data used in this study are available at NCBI GEO with accession numbers GSE74642 and GSE74700, respectively. The links for the two data sets are: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE74642 and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74700.

## Results and Discussion

### A global view of RNA-Seq transcriptomic profiles for different YRR1 alleles in the presence or absence of 4NQO

To determine the global transcriptional change due to the presence of different alleles of Yrr1, a transcription factor, the alleles were expressed in the same genetic background and treated with 4NQO. 

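The assay was RNA-Seq of S96 yeast with *YRR1* deleted and carrying on a plasmid the S96 allele (Yrr1 S), the YJM789 allele (Yrr1 Y) or the S96 allele with the I775E change (Yrr1 IE). Cells were grown in YPD, or in YPD with 0.25 µg/ml 4NQO for 2.5 h, and 2 libraries were sequenced from each of the 6 combinations of allele and medium. Libraries are named by the numbers S1 to S18 that the depositors gave them. The total counts in genes were 2062445 and 2826771 for Yrr1 S in YPD (libraries S3 and S4) and 2264040 and 2764981 in 4NQO (S9 and S10). They were 1851373 and 1863963 for Yrr1 Y in YPD (S1 and S2) and 2126408 and 2331458 in 4NQO (S7 and S8), and 2294807 and 2711267 for Yrr1 IE in YPD (S5 and S6) and 1481617 and 1872857 in 4NQO (S11 and S12). The authors aligned the reads to the S288c genome with TopHat 2.0.12 after setting aside reads of ribosomal and transfer RNA, and counted them per gene of R64-1-1 with Rsubread. Some totals exceed the read pairs that the paper gives per sample, so the counts cannot all be separate read pairs. The kit does not mark strand, so overlapping genes on opposite strands cannot be fully told apart, and genes with near-identical copies can share reads. From these counts, edgeR's quasi-likelihood test was run on the 5766 of 6713 loci that passed its expression filter, with TMM normalization, 1 coefficient per condition over all 18 libraries, and Benjamini-Hochberg adjustment within each comparison at an adjusted p threshold of 0.05. Levels are given as CPM, mean ± SD of 2 libraries. Between the libraries of a condition, Pearson's r of log2 CPM across genes was 0.982, 0.979 and 0.984 in YPD and 0.984, 0.979 and 0.971 in 4NQO for Yrr1 S, Yrr1 Y and Yrr1 IE. For Yrr1 Y and Yrr1 IE in 4NQO this was below the highest r of either library with one of another condition (0.983 and 0.973). In data simulated on the comparison of Yrr1 S in 4NQO with YPD, the test found 32.8% of the genes changed 1.5-fold, 67.2% of those changed 2-fold and 95.5% of those changed 4-fold. *YRR1* itself (YOR162C, chromosome XV from 639560 to 641992 of R64-1-1) was at 119 ± 3.26, 88.4 ± 11.8 and 45.7 ± 5.97 CPM in YPD with Yrr1 S, Yrr1 Y and Yrr1 IE (SD, n = 2), and at 138 ± 4.88, 103 ± 0.197 and 58.2 ± 6.30 CPM in 4NQO.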

A total of 6717 open reading frames (ORFs) were quantified for FPKM in RNA-Seq. 

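In the deposited tables 6713 ORFs, named by their systematic names, had a count and an FPKM value for every library. Each library had at least 1 count in 6020 to 6149 of these ORFs. *SNQ2*, the drug transporter, had 635 to 2306 counts per library in YPD and 4NQO, and *RNR3*, the damage-inducible ribonucleotide reductase subunit, rose from 13.7 ± 5.25 CPM in YPD to 233 ± 23.4 CPM in 4NQO with Yrr1 S (SD, n = 2). The 5766 ORFs tested held nearly all counts, such as 2763673 of the 2764981 counts of library S10.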

Ten comparisons of conditions were performed to identify differentially expressed ORFs (Table 1, Table S1, and Table S2). 

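Across the 10 comparisons the number of differentially expressed genes ran from 3 to 1800 of the 5766 tested. The *RNR* genes rose from YPD to 4NQO with all 3 alleles, most *ADE* genes fell with Yrr1 S and Yrr1 Y, and a comparison of Yrr1 Y with Yrr1 S in either medium called few genes. In YPD, 42 genes were higher and 9 lower with Yrr1 Y than with Yrr1 S. Among them were *TSL1*, a subunit of the trehalose synthase complex (log2 fold change 1.36 (standard error 0.17, adjusted p = 1.87e-05) from edgeR's quasi-likelihood test), *HXK1*, a hexokinase (1.25), and the glucose transporter gene *HXT1* (-1.12). This count of 51 genes was 7 without S4, 24 without S1 and 5 without S2, *HXK1* stood at 0.69 (adjusted p = 0.358) without S4 and 0.97 (adjusted p = 0.209) without S2, and *HXT1* at -0.66 (adjusted p = 0.386) without S4 and -1.09 (adjusted p = 0.151) without S2 by edgeR. With Yrr1 IE, 420 genes were higher and 254 lower than with Yrr1 S in YPD, and 428 were higher and 388 lower than with Yrr1 Y. Higher in both were the sulfate assimilation genes *MET3* and *MET14*: *MET3*, ATP sulfurylase, had log2 fold changes of 3.73 and 3.59, and *MET14*, adenylylsulfate kinase, 3.89 and 3.68. In every Yrr1 IE library *SNF1*, the gene of the glucose-repression protein kinase, had 2 counts or fewer, against 179 to 297 in the libraries of the other alleles. The 674 genes called against Yrr1 S became 411 without S4 and 375 without S5, and the 816 called against Yrr1 Y became 473 without S5, 521 without S6, 485 without S1 and 482 without S2.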

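*HUG1*, which answers to the DNA damage checkpoint, was with every allele among the 10 genes of at least 20 CPM that rose most in 4NQO, and *RNR3* was among them with Yrr1 Y and Yrr1 IE. *HUG1* (YML058W-A, chromosome XIII from 158760 to 158966) rose from 4.66 ± 2.36 to 570.0 ± 45.6 CPM with Yrr1 S (SD, n = 2), a log2 fold change of 6.86 (standard error 0.30, adjusted p = 8.64e-17) by edgeR's quasi-likelihood test. Its log2 fold change was 6.27 with Yrr1 Y and 5.48 with Yrr1 IE. In all, 915 genes rose and 885 fell with Yrr1 S, 595 rose and 568 fell with Yrr1 Y, and 746 rose and 748 fell with Yrr1 IE. Which direction had more genes was not the same in every setting: with DESeq2's size factors in edgeR, 819 and 963 rose and fell with Yrr1 S and 554 and 640 with Yrr1 Y, and with DESeq2 755 and 907, and 520 and 604. With all 3 alleles together, 300 genes rose and 272 fell, against 12.2 and 11.3 if the lists were independent of each other. The 1163 genes called with Yrr1 Y became 764 without S7 and 760 without S1, and the 1494 called with Yrr1 IE became 962 without S6.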

The within-allele comparisons between treatments of YPD (in the absence of 4NQO) and 4NQO for each Yrr1 allele were among those showing the largest numbers of significantly differentially expressed loci, with 510–909 loci significantly up- or downregulated (Table 1 and Table S2). 

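In 4NQO, 23 of 23 genes of the environmental stress response and of trehalose and glycogen metabolism rose with Yrr1 S, 20 with Yrr1 Y and 18 with Yrr1 IE (23, 20 and 20 adjusted over the list alone), and 1 fell with Yrr1 Y. The median log2 fold change of these genes was 3.03, 2.16 and 1.45 (camera, adjusted p = 1.18e-54, and adjusted p = 0.00275 with an estimated correlation for Yrr1 S). For Yrr1 IE the values were adjusted p = 5.97e-27 by camera and adjusted p = 0.0146 with an estimated correlation. *HSP12*, a membrane-protecting stress protein, had log2 fold changes of 6.64, 5.82 and 1.05 with Yrr1 S, Yrr1 Y and Yrr1 IE, and *DDR2* 6.72, 5.64 and 1.52. The small heat shock protein gene *HSP26* rose with Yrr1 S (6.07) and Yrr1 Y (5.15), and its log2 fold change with Yrr1 IE was 0.37 (adjusted p = 0.154) from edgeR's quasi-likelihood test. The 4NQO responses of *HSP26* differed by -5.70 between Yrr1 IE and Yrr1 S (adjusted p = 6.78e-13 from the edgeR interaction contrast). In YPD, before 4NQO, *HSP26* and *HSP12* were already higher with Yrr1 IE than with Yrr1 S, by 5.22 and 4.31. Of the 23 genes, 10 were higher and 2 lower in that comparison. A smaller rise therefore does not by itself show a lower level in 4NQO. *DSE2*, a daughter-cell glucanase, fell with all 3 alleles (-2.60, -2.78 and -2.89), as did the acid phosphatase gene *PHO5* (-2.28, -2.05 and -2.88). Of 116 ribosome biogenesis genes, 84 fell with Yrr1 S (adjusted p = 0.0975 by camera with an estimated correlation).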

Stress from 4NQO treatment induced the most dramatic transcriptomic changes. Interestingly, the comparison between Yrr1^S^ and Yrr1^Y^ in the presence of 4NQO showed the smallest number of significantly differentially expressed loci, with only six loci significantly up regulated and six downregulated (Table 1 and Table S2). In contrast, there were larger numbers of significantly differentially expressed loci when Yrr1^S^ or Yrr1^Y^ was compared to the phosphomimic allele Yrr1^IE^ in 4NQO, with 108–143 loci significantly up- or downregulated (Table 1). This suggests that the transcriptomic profile of Yrr1^IE^ was divergent from those of Yrr1^S^ or Yrr1^Y^ in 4NQO. 

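Of 5766 genes tested, 3 differed between Yrr1 Y and Yrr1 S in 4NQO: *ATO3* was higher, and *PIR3* and *ADE17* were lower. *ATO3*, a plasma membrane protein of the acetate and ammonium transporter family (YDR384C, chromosome IV from 1241204 to 1242031), was at 139 ± 2.24 CPM with Yrr1 Y and 64.1 ± 0.835 CPM with Yrr1 S (SD, n = 2). Its log2 fold change was 1.11 (standard error 0.16, adjusted p = 6.98e-04) by edgeR's quasi-likelihood test. *PIR3*, a cell wall protein (YKL163W, chromosome XI from 144401 to 145378), had a log2 fold change of -1.04 (standard error 0.19, adjusted p = 0.0151). *ADE17*, of purine synthesis (YMR120C, chromosome XIII from 507502 to 509280), had -1.04 (standard error 0.16, adjusted p = 0.00148). At an unadjusted p under 0.05 there were 368 genes, and DESeq2 called 12 at an adjusted p under 0.05. The count of 3 was 6 without S9 and 1 without S7, *PIR3* stood at -0.77 (adjusted p = 0.524) without S9, -1.03 (adjusted p = 0.353) without S7 and -1.02 (adjusted p = 0.245) without S8, and *ADE17* at -0.78 (adjusted p = 0.293) without S10, -1.01 (adjusted p = 0.182) without S7 and -1.03 (adjusted p = 0.0951) without S8. In data simulated on this comparison the test found 25.4% of genes changed 1.5-fold and 70.1% of those changed 2-fold.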

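With Yrr1 IE in 4NQO, *SNO1* and *IMD2* were higher than with either other allele, and *PHO89*, *HXT4* and *HXT7* were lower. *SNO1*, of vitamin B6 synthesis, had log2 fold changes of 2.13 against Yrr1 S and 2.02 against Yrr1 Y. For *IMD2*, an IMP dehydrogenase, they were 1.88 and 2.16. *PHO89*, a phosphate transporter, was lower (-2.43 and -2.60), as were *HXT4* (-1.93 and -1.77) and *HXT7* (-2.59 and -2.54). *HXT6*, a near-identical copy of *HXT7*, can share reads with it. In total 116 genes were higher and 144 lower than with Yrr1 S, and 117 were higher and 117 lower than with Yrr1 Y at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The 4NQO libraries of Yrr1 IE had 0 and 2 counts of *SNF1*, 164-fold below Yrr1 S (95% counting interval 45.3 to 1361, with each count taken as independent). Against Yrr1 S the 260 genes became 169 without S10, 135 without S9, 152 without S11 and 163 without S12, and against Yrr1 Y the 234 became 131 without S11, 118 without S12, 97 without S7 and 133 without S8.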

Cells carrying Yrr1^IE^ had similar 4NQO resistance to Yrr1^Y^ cells, both of which were higher than that of Yrr1^S^ cells (Gallagher *et al.* 2014). Because Yrr1^IE^ was predicted to mimic the charge of phosphorylation at T775 of Yrr1^Y^ in response to 4NQO, the transcriptomic profile of Yrr1^IE^ in YPD was compared to that of Yrr1^Y^ in 4NQO. 

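*SUL2*, *MET14* and the daughter-cell separation gene *DSE2* were higher with Yrr1 IE in YPD than with Yrr1 Y in 4NQO. Of 68 genes of DNA repair and the damage checkpoint, 14 were lower and 1 was higher (the same numbers adjusted over the list alone), with adjusted p = 0.00768 by camera with an estimated correlation. *SUL2*, a sulfate permease, had a log2 fold change of 3.46 (standard error 0.19, adjusted p = 1.37e-14) by edgeR's quasi-likelihood test, *MET14* 3.90 and *DSE2* 3.38. On the lower side, *HUG1* had a log2 fold change of -5.08, *RNR3* -3.70 and *SOL4*, of the pentose phosphate pathway, -3.78. *ADE17* was at 177 ± 24.0 CPM with Yrr1 IE in YPD and 227 ± 3.63 CPM with Yrr1 Y in 4NQO (SD, n = 2), a log2 fold change of -0.36 (adjusted p = 0.124) from edgeR. In all, 674 genes were higher and 728 lower (739 and 666 with DESeq2's size factors in edgeR), with *SNF1* at 0 counts in both Yrr1 IE libraries in YPD. The 1402 genes called became 923 without S6.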

There were substantial numbers of loci significantly upregulated (671) and downregulated (602) in this comparison. This suggests that despite I775E mimicking the 4NQO resistance of Yrr1^Y^, Yrr1^IE^ was not simply an activated form of Yrr1^Y^. Despite the I775E mutation having the same phenotype as Yrr1^Y^ on 4NQO and our prediction that it would behave as an irremovable phosphorylation, the transcriptomic profile of Yrr1^IE^ in YPD was not similar to that of Yrr1^Y^ in 4NQO. Therefore, the phosphomimic Yrr1^IE^ allele of Yrr1^Y^ in 4NQO could not recapitulate all cellular effects of the YJM789 allele for several possible reasons, such as variation in other proteins, differences in phosphorylation kinetics, or incomplete phosphorylation of the cellular pool of the wild-type allele.

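Some of the changes that 4NQO made in Yrr1 Y cells were present with Yrr1 IE in YPD before any 4NQO, and others were not. *SSA4*, an Hsp70 chaperone gene, was higher with Yrr1 IE than with Yrr1 S in YPD (log2 fold change 4.70) and rose in 4NQO with Yrr1 Y (3.62). *HUG1* had a log2 fold change of 1.91 (adjusted p = 0.00232) between Yrr1 IE and Yrr1 S in YPD from edgeR's quasi-likelihood test, and its value was 1.52 (adjusted p = 0.0542) without S3 and 1.41 (adjusted p = 0.115) without S6. Across genes, which are not independent replicates, the difference between Yrr1 IE and Yrr1 S in YPD and the change from YPD to 4NQO with Yrr1 Y share no library and had a Pearson's r of 0.374 and a Spearman's rho of 0.327. Of the genes called, 176 were higher in both, against 43.3 for independent lists, and 113 were lower in both, against 25.0. Another 47 genes went opposite ways, against 67.6 for independent lists. For the difference between Yrr1 IE and Yrr1 Y in YPD beside the 4NQO change with Yrr1 S, r was 0.191 and rho 0.072, with 135 genes higher in both (independent lists give 67.9), 99 lower in both (59.6) and 161 opposite (127). *SNF1* counts in the Yrr1 IE libraries in YPD were 0. From the number of genes that differ between Yrr1 IE in YPD and Yrr1 Y in 4NQO, the paper proposes that Yrr1 IE does not act simply as an activated Yrr1 Y. It names variation in other proteins, phosphorylation kinetics or incomplete phosphorylation as possible reasons.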

**Table 1:** The numbers of loci showing significant (*q*-value < 0.05) differential expression in RNA-Seq are shown as the total of each functional category and for each comparison of conditions (combination of *YRR1* allele and growth medium)

Functional Category*^a^*	Total Per Category	Expression Change	S96, 4NQO/YPD	YJM789, 4NQO/YPD	S96-I775E, 4NQO/YPD	YJM789/S96, 4NQO	S96-I775E/S96, 4NQO	S96-I775E/YJM789, 4NQO	YJM789/S96, YPD	S96-I775E/S96, YPD	S96-I775E/YJM789, YPD	S96-I775E YPD/YJM789 4NQO
All loci tested	6717	Up	750	510	609	6	116	108	55	390	385	671
		Down	909	605	760	6	143	118	10	252	354	602
DNA damage	328	Up	31	24	24	0	2	3	0	9	7	16
		Down	27	23	19	0	2	4	0	5	12	27
Oxidative stress	106	Up	44	35	32	0	2	2	4	24	18	7
		Down	12	7	11	0	11	10	0	5	7	33
Protein folding	116	Up	2	0	28	24	1	8	2	12	20	26
		Down	2	0	19	4	0	15	3	11	4	13
Purine biosynthesis and RNR genes	64	Up	14	8	7	0	3	1	0	1	1	13
		Down	24	20	15	1	6	4	0	16	17	12
Pyrimidine biosynthesis	19	Up	2	1	2	0	1	0	0	1	2	5
		Down	8	5	6	0	0	0	0	2	0	2
Nucleotide salvage	18	Up	1	1	1	0	0	0	0	1	2	4
		Down	9	3	6	0	0	1	0	2	1	1

The condition before “/” is the numerator and the one after is the denominator for differential expression. 4NQO, 4-nitroquinoline-1-oxide; YPD, Yeast Peptone Dextrose; RNR, ribonucleotide-diphosphate reductase.

a The genes in specific functional categories were found through Gene Ontology (GO) term search within *S. cerevisiae* on AmiGO2 (http://amigo2.geneontology.org/amigo): DNA damage: GO:0006974 representing “cellular response to DNA damage stimulus”; Oxidative stress: GO:0006979 representing “response to oxidative stress”; Protein folding: GO:0006457 representing “protein folding”; Purine biosynthesis and RNR genes: GO:0006164 representing “purine nucleotide biosynthetic process,” as well as *RNR1*, *RNR2*, *RNR3*, and *RNR4* genes; Pyrimidine biosynthesis: GO:0006221 representing “pyrimidine nucleotide biosynthetic process”; and Nucleotide salvage: union of GO:0043173 representing “nucleotide salvage,” GO:0043101 representing “purine-containing compound salvage,” and GO:0008655 representing “pyrimidine-containing compound salvage.”

### Genes involved in DNA damage and oxidative stress responses showcase remarkable patterns of differential expression in response to 4NQO

4NQO and its cellular metabolites are known to cause DNA damage in eukaryotes (Arima *et al.* 2006; Minca and Kowalski 2011). Among the 328 genes involved in the cellular response to a DNA damage stimulus, 19–31 of them were significantly up- or downregulated in response to 4NQO depending on the Yrr1 allele (Table 1). The upregulated genes encode endonucleases, helicases, and proteins involved in DNA mismatch repair. 

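Some checkpoint and repair genes rose in 4NQO with each allele. The checkpoint kinase gene *DUN1* (YDL101C, chromosome IV from 280307 to 281848) rose from 19.7 ± 6.65 to 64.9 ± 2.82 CPM with Yrr1 S (SD, n = 2), a log2 fold change of 1.74 (standard error 0.26, adjusted p = 5.22e-06) by edgeR's quasi-likelihood test. With Yrr1 Y and Yrr1 IE it had 1.76 and 1.72, and *PLM2*, a damage-induced transcription factor gene, had, with Yrr1 S, Yrr1 Y and Yrr1 IE, 2.67, 2.61 and 2.45. *DIN7*, a nuclease, had 2.04, 1.40 and 1.60, and the excision repair gene *RAD16* 1.83, 1.21 and 1.46. Of 68 genes of DNA repair and the damage checkpoint, 20 rose with Yrr1 S, 19 with Yrr1 Y and 15 with Yrr1 IE (20, 20 and 12 adjusted over the list alone), and the rest did not pass the test. By camera the adjusted p was 2.75e-04, 1.66e-04 and 1.41e-04 (with an estimated correlation, adjusted p = 0.0117, 0.00725 and 0.0146). The count for Yrr1 S was 11 without S10, 13 without S9, 11 without S3 and 10 without S4, that for Yrr1 Y 11 without S7, 12 without S1 and 12 without S2, and that for Yrr1 IE 9 without S5.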

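Histone genes fell in 4NQO, among them *HTA1*, *HTB2* and *HTZ1*, while *RFA1*, the large subunit of replication protein A, rose. *HTA1*, a histone H2A gene with a near-identical copy (YDR225W, chromosome IV from 915530 to 915928), went from 685 ± 40.9 to 303 ± 47.6 CPM with Yrr1 S (SD, n = 2), a log2 fold change of -1.18 (standard error 0.14, adjusted p = 9.51e-08) by edgeR's quasi-likelihood test. It had -0.98 with Yrr1 Y and -0.85 with Yrr1 IE. The H2B gene *HTB2* had -1.16, -0.97 and -1.09, and the variant histone gene *HTZ1* -1.0, -0.93 and -0.98. Of 10 histone genes, 8 fell with Yrr1 S, 3 with Yrr1 Y and 7 with Yrr1 IE (adjusted over the list alone, 1 higher and 9 lower with Yrr1 S and 1 higher and 8 lower with Yrr1 IE). For Yrr1 S the camera result was adjusted p = 1.97e-04, and adjusted p = 0.114 with an estimated correlation. *RFA1* had log2 fold changes of 0.87, 0.59 and 1.04 with the 3 alleles, and the value with Yrr1 Y was 0.38 (adjusted p = 0.292) without S8 and 0.27 (adjusted p = 0.465) without S1 by edgeR. Among 35 DNA replication genes, 4 were higher and 1 lower (2 higher adjusted over the list alone) with Yrr1 S, 4 higher and 1 lower (the same numbers adjusted over the list alone) with Yrr1 Y, and 8 higher (7 higher adjusted over the list alone) with Yrr1 IE. These totals became 2 without S9, 2 without S3 and 3 without S4 for Yrr1 S, 2 without S7, 3 without S8 and 2 without S1 for Yrr1 Y and 3 without S11, 4 without S12, 4 without S5 and 2 without S6 for Yrr1 IE.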

The downregulated genes encode proteins including histones, components of chromatin remodeling complexes, DNA replication proteins, RNA polymerase II subunits, and transcription initiation proteins. Changes in the gene expression of these pathways could compensate for 4NQO-induced damage to DNA.

Metabolic reduction of 4NQO in mammalian cells is known to generate ROS (Varnes and Biaglow 1979; Arima *et al.* 2006), and therefore imposes oxidative stress on cells. Among the 106 genes involved in the response to oxidative stress, 32–44 of them were significantly upregulated in response to 4NQO, depending on which Yrr1 allele was expressed (Table 1). These genes encode antioxidant proteins such as catalases, superoxide dismutases, peroxidases, peroxiredoxins, and thioredoxins. 

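Antioxidant genes rose as a group in 4NQO with Yrr1 S and Yrr1 Y: 25 of 36 with Yrr1 S and 22 with Yrr1 Y, while 1 fell with Yrr1 S. With Yrr1 IE, 17 were higher and 3 lower (19 higher and 3 lower adjusted over the list alone), and the rest did not pass the test. Adjusted over the list alone, 25 were higher with Yrr1 S and 22 with Yrr1 Y. Median log2 fold changes were 1.02, 0.77 and 0.52 with Yrr1 S, Yrr1 Y and Yrr1 IE. Camera gave adjusted p = 5.49e-16, 2.00e-14 and 1.63e-05 (with an estimated correlation, adjusted p = 0.0308, 0.032 and 0.188). Of the genes of this list, *GAD1*, a glutamate decarboxylase of the oxidative stress response, had the largest rise with Yrr1 S (4.17 (standard error 0.22, adjusted p = 2.84e-15) by edgeR's quasi-likelihood test), followed by *CTT1*. The total for Yrr1 IE was 12 without S6, and its libraries lacked *SNF1* counts apart from 2 in S12.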

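The cytosolic catalase gene *CTT1* and peroxiredoxin genes rose in 4NQO, and the peroxisomal catalase gene did not pass the test. *CTT1* (YGR088W, chromosome VII from 654634 to 656322) rose from 14.0 ± 4.16 to 116 ± 13.9 CPM with Yrr1 S and from 20.1 ± 2.78 to 113 ± 0.1 CPM with Yrr1 Y (SD, n = 2). Its log2 fold change was 3.07 (standard error 0.25, adjusted p = 2.93e-11) with Yrr1 S, 2.50 with Yrr1 Y and 1.58 with Yrr1 IE by edgeR's quasi-likelihood test. *AHP1*, a thiol peroxiredoxin, had 2.78, 2.61 and 1.46, *TSA2*, another cytosolic peroxiredoxin, 2.28, 2.60 and 1.0 (the last 0.70 (adjusted p = 0.139) without S12 and 0.92 (adjusted p = 0.0605) without S6), and the mitochondrial *PRX1* 2.31, 2.02 and 1.2. The peroxisomal catalase gene *CTA1* had a log2 fold change of -0.25 (adjusted p = 0.314) with Yrr1 S, and the mitochondrial superoxide dismutase gene *SOD2* had 1.45 (adjusted p = 5.72e-10) with Yrr1 S and 0.82 (adjusted p = 2.17e-05) with Yrr1 Y.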

The higher abundance of these transcripts likely led to more effective reduction of ROS and thus alleviation of 4NQO-induced oxidative stress.

### Several differentially expressed genes may contribute to differential 4NQO resistance conferred by different Yrr1 alleles

A tractable set of 12 genes were significantly differentially expressed between the S96 and YJM789 alleles of Yrr1 in the presence of 4NQO. It was hypothesized that these genes may be implicated in the differential resistance of the two alleles, prompting further examination (Figure 1). It is possible that subtle transcriptional differences of other genes between Yrr1^S^ and Yrr1^Y^ in the presence of 4NQO, despite being deemed not significant by our study, also contribute to the differential 4NQO resistance conferred by the two alleles.

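The 12 genes of Fig. 1A take in membrane transport, cell wall, purine and respiratory genes. All 12 had the direction shown in Fig. 1A, 6 toward Yrr1 Y and 6 toward Yrr1 S, and *ATO3*, *PIR3* and *ADE17* passed the test over all genes. For *PST1*, a cell wall protein, the log2 fold change of Yrr1 Y over Yrr1 S in 4NQO was -0.63 (adjusted p = 0.0995), and for *YHR033W*, of unknown function, -0.67 (adjusted p = 0.0995), each from edgeR's quasi-likelihood test. The cyclin gene *PCL5* had 0.54 (adjusted p = 0.354), the glycerol-3-phosphate dehydrogenase gene *GPD2* 0.43 (adjusted p = 0.473) and the plasmid recombinase gene *FLP1* 0.37 (adjusted p = 0.574). Adjusted over the list alone, 6 were higher and 6 lower, which is not independent evidence, since the study chose the list on these samples. Of the 12, the number that passed was 1 without S7 and 1 without S8, and the count of 3 over all genes was 1 without S7 and 6 without S9.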

**Figure 1:**
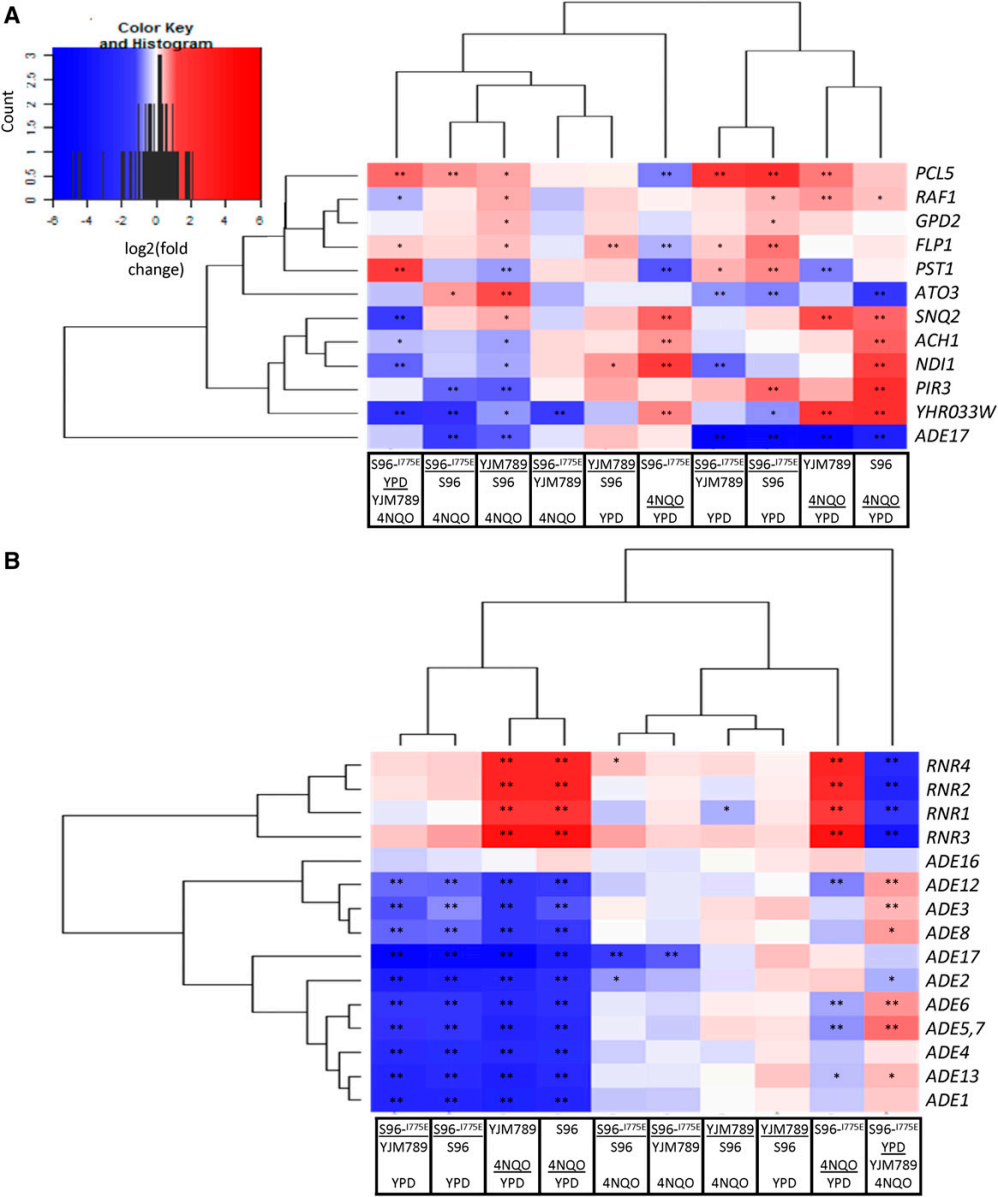
Heatmap of genes showing significant differential expression between alleles of Yrr1 in the presence of 4NQO. Log_2_(fold change of FPKM) values calculated by DESeq2 are represented in blue and red. Significant differential expression instances are highlighted based on *q*-values (*p*-values adjusted for multi-testing), where “*” represents a *q*-value between 0.005 and 0.05 and “**” represents < 0.005. (A) Levels of RNA that showed the strongest change in expression between Yrr1^S96^ and Yrr1^YJM789^. (B) Levels of RNA involved in nucleotide metabolism that changed between alleles of Yrr1. 4NQO, 4-nitroquinoline-1-oxide; FPKM, fragments per kilobase gene per million mapped fragments; YPD, Yeast Peptone Dextrose medium.

When considering the 12 genes with significant expression differences between S96 and YJM789 alleles of Yrr1 under 4NQO treatment, we examined their known functions and potential relationships to 4NQO or other chemical toxins. Several had roles consistent with the putative interplay of resistance and carbon metabolism. Snq2 is an ABC plasma membrane transporter that is required for resistance to many chemicals, including 4NQO (Servos *et al.* 1993) and ROS (Ververidis *et al.* 2001). It is also known to be regulated by Yrr1 (Cui *et al.* 1998; Le Crom *et al.* 2002), so its differential expression indicates the detection capability of the study. 

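*SNQ2*, the transporter that exports 4NQO (YDR011W, chromosome IV from 465919 to 470424 of R64-1-1), rose in 4NQO with each allele. It went from 313 ± 5.24 to 619.6 ± 28.8 CPM with Yrr1 S, from 400.3 ± 8.64 to 883 ± 126 CPM with Yrr1 Y and from 368 ± 28.6 to 735 ± 57.3 CPM with Yrr1 IE (SD, n = 2). The log2 fold changes were 0.99 (standard error 0.14, adjusted p = 1.76e-06), 1.14 (standard error 0.14, adjusted p = 2.21e-07) and 1.0 (standard error 0.14, adjusted p = 2.75e-06) by edgeR's quasi-likelihood test. Both 4NQO libraries lay above both YPD libraries for every allele. Of 17 genes of drug efflux and pleiotropic drug resistance, 9 were higher and 1 lower (the same numbers adjusted over the list alone) with Yrr1 S, 4 higher and 2 lower (5 higher and 2 lower adjusted over the list alone) with Yrr1 Y and 6 higher (the same numbers adjusted over the list alone) with Yrr1 IE. Among these, the transporter gene *PDR5* had log2 fold changes of 0.48 (adjusted p = 0.0024) with Yrr1 S, 0.40 (adjusted p = 0.0583) without S10, and 0.58 (adjusted p = 5.94e-04) with Yrr1 Y by edgeR. The list's totals were 6 without S10 and 6 without S4 for Yrr1 S. With Yrr1 Y the total was 3 without S2. With Yrr1 IE it was 1 without S11, 2 without S12, 2 without S5 and 2 without S6.

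**Figure D1:**
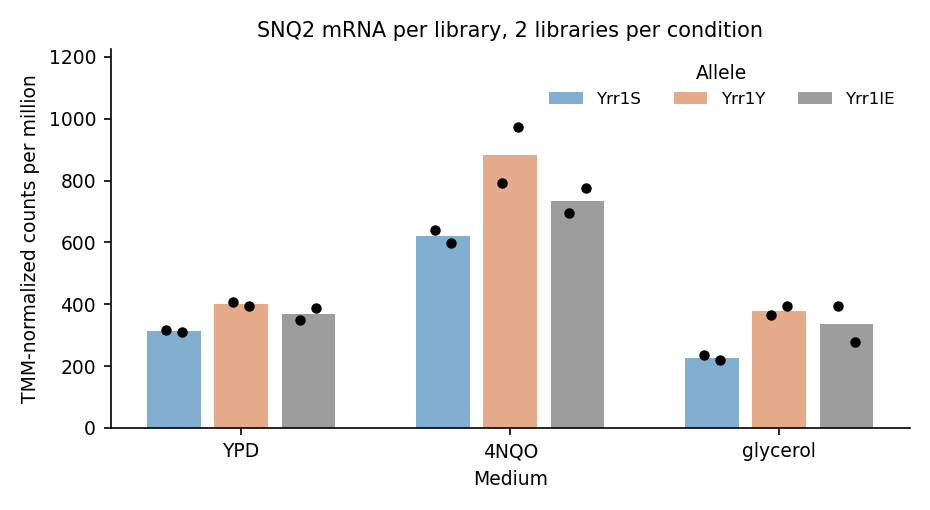
*SNQ2* RNA in CPM (vertical axis, from 0) for the 3 alleles of Yrr1 in YPD, 4NQO and glycerol, with a point for each library and a bar at the mean of 2. The means are higher in 4NQO than in YPD for every allele.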

*NDI1* encodes an NADH:ubiquinone oxidoreductase and is a component of the electron transport chain (ETC) in aerobic respiration. *ACH1* encodes a protein with CoA transferase and acetyl-CoA-hydrolase activities that appears in both the cytosol and mitochondria (Lee *et al.* 1990; Fleck and Brock 2009). 

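*NDI1*, the internal NADH dehydrogenase of mitochondria (YML120C, chromosome XIII from 28266 to 29807), rose in 4NQO with Yrr1 S and Yrr1 IE, and *ACH1*, the CoA transferase gene (YBL015W, chromosome II from 194122 to 195702), rose with the same 2 alleles. For *NDI1* the log2 fold change was 1.23 (standard error 0.15, adjusted p = 1.59e-07) with Yrr1 S and 1.23 with Yrr1 IE, and with Yrr1 Y it was 0.05 (adjusted p = 0.87), by edgeR's quasi-likelihood test. *ACH1* had 1.03 (adjusted p = 5.12e-07) with Yrr1 S, 0.69 (adjusted p = 4.55e-04) with Yrr1 IE and 0.24 (adjusted p = 0.259) with Yrr1 Y from edgeR. Levels in 4NQO were 132 ± 25.4 CPM with Yrr1 Y and 194 ± 18.5 CPM with Yrr1 S for *NDI1*, and 85.1 ± 1.73 and 129 ± 1.94 CPM for *ACH1* (SD, n = 2). In 4NQO the log2 fold change of Yrr1 Y over Yrr1 S was -0.55 (adjusted p = 0.354) for *NDI1* and -0.60 (adjusted p = 0.0995) for *ACH1*, so neither passed the test. DESeq2 gave *ACH1* -0.59 (adjusted p = 0.0106). The change itself differed between Yrr1 Y and Yrr1 S by -1.19 (adjusted p = 0.00481) for *NDI1* and -0.80 (adjusted p = 0.0467) for *ACH1* (edgeR interaction contrast), and the adjusted p was 0.0524 without S9, 0.137 without S4, 0.0825 without S7 and 0.0655 without S2 for *NDI1*. For *ACH1* the adjusted p was 0.222 without S10, 0.188 without S9, 0.147 without S3, 0.324 without S4, 0.257 without S7, 0.153 without S8, 0.125 without S1 and 0.246 without S2.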

Expression of *NDI1* and *ACH1* was significantly lower for Yrr1^Y^ than for Yrr1^S^ in the presence of 4NQO, because *NDI1* and *ACH1* were significantly upregulated for Yrr1^S^ but not for Yrr1^Y^ in response to 4NQO (Figure 1). Overexpression of *NDI1* is known to increase the accumulation of ROS (Li *et al.* 2006). Given that metabolic reduction of 4NQO generates ROS, such an expression pattern of *NDI1* may result in less accumulation of ROS, or change oxidative phosphorylation in the cell and decrease the reduction of 4NQO, thus conferring higher 4NQO resistance in cells carrying Yrr1^Y^ (Gallagher *et al.* 2014). In contrast to *NDI1*, deletion of *ACH1* was reported to decrease resistance to oxidative stress caused by 3 mM hydrogen peroxide (Brown *et al.* 2006), suggesting that higher levels of *ACH1* may lead to higher resistance to oxidative stress. Interestingly, our data suggests an association of higher levels of *ACH1* with lower resistance to oxidative stress: cells carrying Yrr1^S^, where *ACH1* expression is higher than in cells carrying Yrr1^Y^, are less resistant to 4NQO.

### Nucleotide biosynthetic genes

The genes involved in purine nucleotide biosynthetic processes showcased interesting patterns of differential expression, both in response to 4NQO and among Yrr1 alleles (Figure 1B and Table 1). Two subgroups, *ADE* genes and ribonucleotide-diphosphate reductase (*RNR*) genes, displayed relatively consistent patterns within each subgroup but distinct patterns from each other (Figure 1B and Table 1). In addition, null mutations of some genes from the two subgroups have opposite effects on resistance to oxidative stress, as described later.

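The *ADE* genes of *de novo* purine synthesis fell in 4NQO while the *RNR* genes, which make deoxynucleotides, rose. Of 11 *ADE* genes, 10 fell with Yrr1 S, 10 with Yrr1 Y and 4 with Yrr1 IE (10, 10 and 4 adjusted over the list alone), with median log2 fold changes of -2.01, -2.40 and -0.34. All 4 *RNR* genes rose with each allele, with median log2 fold changes of 2.74, 2.79 and 2.61. For the *ADE* genes camera gave adjusted p = 2.60e-26, 9.54e-55 and 0.0629 with Yrr1 S, Yrr1 Y and Yrr1 IE (with an estimated correlation, adjusted p = 0.00703, 4.85e-04 and 0.432). The count of *ADE* genes with Yrr1 IE was 2 without S12 and 2 without S5. Genes of purine salvage and GMP synthesis fell as well: 11 of 14 with Yrr1 S, 6 with Yrr1 Y and 9 with Yrr1 IE (11, 6 and 9 adjusted over the list alone), while 1 rose with Yrr1 S.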

Ade proteins catalyze the *de novo* purine biosynthetic steps from 5-phospho-ribosyl-pyrophosphate to inosine monophosphate (IMP) (Ade1, Ade2, Ade3, Ade4, Ade5,7, Ade6, Ade8, Ade16, and Ade17) and from IMP to adenosine monophosphate (Ade12 and Ade13). 

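*ADE17*, which carries out the last steps to IMP, fell most among the *ADE* genes in 4NQO with Yrr1 S and Yrr1 Y, and its paralog *ADE16* did not pass the test. *ADE17* went from 3947 ± 793 to 464 ± 103 CPM with Yrr1 S (SD, n = 2). The log2 fold change was -3.09 (standard error 0.16, adjusted p = 2.72e-15) with Yrr1 S and -4.53 (standard error 0.18, adjusted p = 1.19e-17) with Yrr1 Y by edgeR's quasi-likelihood test, and with Yrr1 IE 0.17 (adjusted p = 0.498). *ADE16* (YLR028C, chromosome XII from 199540 to 201315) had log2 fold changes of 0.29 (adjusted p = 0.0954), -0.02 (adjusted p = 0.921) and 0.31 (adjusted p = 0.0868) with Yrr1 S, Yrr1 Y and Yrr1 IE. *ADE2*, phosphoribosylaminoimidazole carboxylase, had -1.86 with Yrr1 S, -2.57 with Yrr1 Y and 0.34 (adjusted p = 0.189) with Yrr1 IE from edgeR, and *ADE12*, of AMP synthesis, -1.36, -1.5 and -0.76. The 4NQO response of *ADE17* differed by 3.26 between Yrr1 IE and Yrr1 S (adjusted p = 1.60e-11 from the edgeR interaction contrast).

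**Figure D2:**
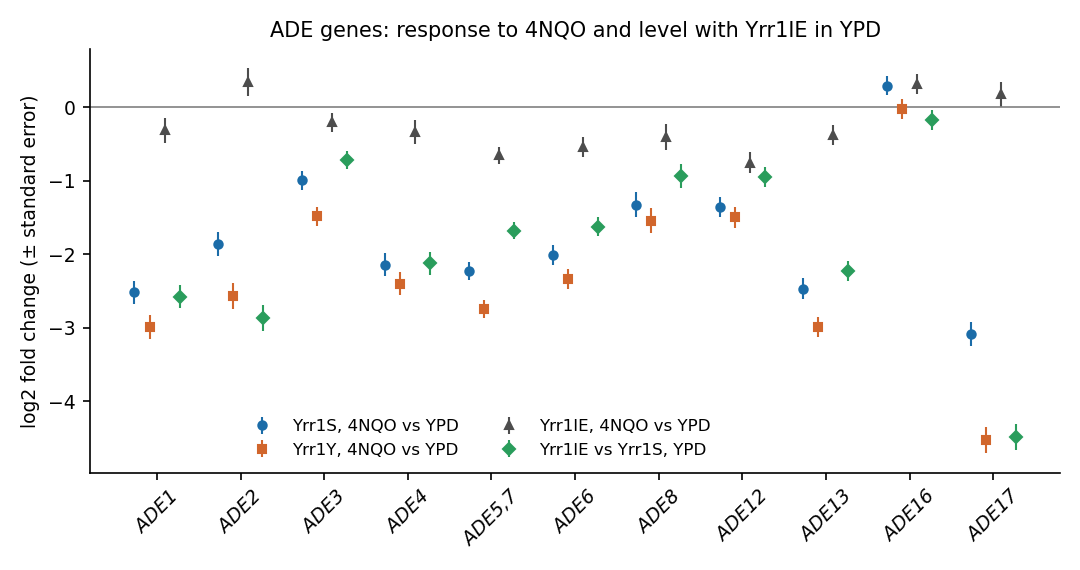
Log2 fold changes (vertical axis, with standard errors) of the 11 *ADE* genes in 4NQO over YPD for the 3 alleles, and of Yrr1 IE over Yrr1 S in YPD. *ADE17* reaches -4.53 with Yrr1 Y in 4NQO, and *ADE16* lies near 0.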

All the *ADE* genes except *ADE16* were significantly downregulated in response to 4NQO for Yrr1^S^ and Yrr1^Y^, and significantly lower for Yrr1^IE^ than Yrr1^S^ and Yrr1^Y^ in YPD (Figure 1B). Both Ade16 and Ade17 have 5-aminoimidazole-4-carboxamide ribonucleotide transformylase and IMP cyclohydrolase activities (Tibbetts and Appling 1997, 2000). *ADE16* is a paralog of *ADE17* with overlapping roles; the expression change of *ADE17* alone may be sufficient for achieving the necessary changes in metabolic activities catalyzed by both *ADE16* and *ADE17*. Like the protein-folding genes discussed above, the expression pattern of *ADE* genes for Yrr1^IE^ in YPD mimicked those of Yrr1^S^ and Yrr1^Y^ in 4NQO. 

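In YPD, without 4NQO, 10 of 11 *ADE* genes were lower with Yrr1 IE than with Yrr1 S, and 10 were lower than with Yrr1 Y (10 and 11 adjusted over the list alone). The median log2 fold changes were -1.68 and -1.87 (camera, adjusted p = 1.20e-47, and adjusted p = 0.00136 with an estimated correlation for the first). *ADE1* had -2.57 and -2.69, *ADE13* -2.23 and -2.59, and *ADE17* -4.48 (adjusted p = 8.89e-18 from edgeR's quasi-likelihood test) and -4.89. *ADE16* had -0.17 (adjusted p = 0.466) against Yrr1 S and -0.31 (adjusted p = 0.124) against Yrr1 Y from edgeR. *SHM2*, the serine hydroxymethyltransferase that feeds purine synthesis, was lower as well (-2.28 and -2.70), and it fell in 4NQO with Yrr1 S (-2.51) and Yrr1 Y (-3.37). Of 45 chaperone genes in YPD with Yrr1 IE, 18 were higher and 2 lower (20 higher and 5 lower adjusted over the list alone) against Yrr1 S, with a median log2 fold change of 0.12, and 18 were higher and 2 lower (19 higher and 4 lower adjusted over the list alone) against Yrr1 Y, with 0.26; the rest did not pass the test. Camera gave these adjusted p = 1.91e-11 and 4.53e-12 (with an estimated correlation, adjusted p = 0.0239 and 0.021). *HSP26* had 5.22 and 4.32, and the Hsp90 gene *HSP82* 2.51 and 2.56. In 4NQO the chaperone counts were 19 higher and 11 lower (22 higher and 14 lower adjusted over the list alone) with Yrr1 S and 20 higher and 9 lower (23 higher and 10 lower adjusted over the list alone) with Yrr1 Y, the last 19 without S7 and 18 without S1. *SNF1* had no count in either Yrr1 IE library in YPD, at least 180-fold below Yrr1 S with 3 counts over the group as the floor.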

Single null mutations of *ADE1*, *ADE3*, *ADE4*, *ADE5*, *ADE7*, and *ADE8* were shown to increase resistance to oxidative stress caused by 3 mM hydrogen peroxide (Brown *et al.* 2006). The downregulation of *ADE* genes in response to 4NQO, as shown in our data, may increase resistance to oxidative stress caused by 4NQO.

The RNR complex catalyzes the formation of dNDP from NDP, a rate-limiting step in dNTP synthesis. All four *RNR* genes were significantly upregulated in response to 4NQO for all three Yrr1 alleles (Figure 1B). This is consistent with a previous finding that the mRNA levels of *RNR1* and *RNR3* increase upon treatment with 4NQO, which likely facilitates DNA repair during replication (Elledge and Davis 1990). 

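*RNR3*, the inducible large subunit, had the largest rise of the 4 *RNR* genes in 4NQO, and *RNR1*, the main large subunit, the smallest. *RNR3* (YIL066C, chromosome IX from 238099 to 240708) had log2 fold changes of 4.05 (standard error 0.24, adjusted p = 4.00e-14) with Yrr1 S, 4.09 with Yrr1 Y and 4.01 with Yrr1 IE by edgeR's quasi-likelihood test. *RNR2*, the small subunit, had 2.86, 2.85 and 2.50, and *RNR4* 2.63, 2.74 and 2.72. *RNR1* (YER070W, chromosome V from 298950 to 301616) went from 564 ± 4.56 to 1749 ± 60.3 CPM with Yrr1 S (SD, n = 2) and had 1.63, 1.62 and 1.26. Both 4NQO libraries lay above both YPD libraries for each of these genes and alleles. In 4NQO *RNR1* was lower with Yrr1 IE than with Yrr1 Y (-0.51 (adjusted p = 0.0227) from edgeR), a call whose adjusted p was 0.0681 without S11, 0.22 without S12 and 0.248 without S8.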

Deletion of *RNR1* was shown to decrease resistance to oxidative stress caused by 2 mM hydrogen peroxide, 0.5 mM paraquat, and 100% oxygen atmosphere (Outten and Culotta 2005). It is possible that upregulation of *RNR* genes copes with the oxidative stress caused by 4NQO.

### Identification of ChIP-Seq peaks with high confidence of being functional binding sites of Yrr1

In order to investigate binding of Yrr1 to DNA as a transcription factor in association with its impact on gene expression, the published ChIP-Seq data of Yrr1 (Gallagher *et al.* 2014) were reexamined together with the RNA-Seq data in this study (Table S3). In *S. cerevisiae*, transcription factors bind to specific recognition sequences upstream of genes, known as upstream activation or repression sequences (Phillips and Hoopes 2008; Hahn and Young 2011). No transcription factor is known to have recognition sequences within gene bodies. However, 1083 out of 1136 narrow peak regions (defined in the *Materials and Methods* and supplemental material) of Yrr1 ChIP enrichment identified by CisGenome and MACS2 overlap with annotated genes in the published S288c genome. False-positive ChIP peaks have been previously identified within highly expressed genes, *i.e.*, “hyper-ChIPable” regions (Teytelman *et al.* 2013). Therefore, to examine whether hyper-ChIPability exists in our Yrr1 ChIP-Seq data, expression levels of loci overlapping with narrow peak regions of Yrr1 ChIP were compared to those of all the loci in the RNA-Seq data (Figure S1 in File S1 and Table S1). A considerable number of Yrr1 peaks identified by CisGenome and MACS2 overlap with highly expressed loci, and are possibly false positives due to hyper-ChIPability. Another reason for concern over false positives is the frequent occurrence of negative peaks (enrichment in input over ChIP). Given the concerns, an extra screening procedure is necessary to exclude false-positive peaks from downstream analyses. Therefore, an *in silico* method was developed in this study in an attempt to identify high-confidence peaks.

Based on their shape metrics, three high-confidence regions were identified in the ChIP data set as binding sites for Yrr1 alleles (Subsection “Determine the confidence in ChIP-Seq peaks based on peak shape metrics,” Figures S2–S4, and Tables S5–S7 in File S1, Table S3, and Table S4). These three ChIP regions were represented using ChIP minus input (Figure S1 in File S1) and log_2_(fold change) (Figure S4 in File S1). Two DNA motifs at potential Yrr1-binding sites were predicted using the three high-confidence regions (Figure S5 in File S1 and Table 2). Motif 1 shared the consensus sequence “CGGA” (or “TCCG” as reverse complement) with potential Yrr1-binding motifs identified in previous studies (Le Crom *et al.* 2002; Morozov and Siggia 2007; Badis *et al.* 2008; Zhao *et al.* 2009; Zhu *et al.* 2009; de Boer and Hughes 2011). Motif 2 did not share a consensus sequence with any previously reported Yrr1-binding motif.

**Table 2:** Three consolidated peak regions with highest confidence of containing functional binding sites of Yrr1

Consolidated Peak Region			Motif 1		Motif 2	
Identifier	Chromosome	Coordinates	Sequence	Coordinates (Strand)	Sequence	Coordinates (Strand)
201	IV	454940–465905	TAAACGGAAATGGG	465396–465409 (−)	ATATAAAACAAAT	465506–465518 (+)
659	X	606408–607949	TCATCGGAATTGAG	607293–607306 (+)	AAATACGCGGAAT	607347–607359 (+)
527	VII	893849–894948	TACACGGAAATAGG	894482–894495 (+)	AAATAACGAAAAT	894586–894598 (+)

### Correlation between high-confidence ChIP peaks and the expression of their nearby genes in 4NQO

Regulation of genes by the binding of a transcription factor is assumed by the mere presence of the transcription factor. The expression of genes downstream of Yrr1 was further investigated. Pearson’s test was performed to investigate the correlation between the ChIP peak strengths in the three high-confidence regions (201, 659, and 527) and the expression levels (represented by FPKM values) of their nearby genes *SNQ2*, *RPL43B*, *SNG1*, and *YPP1* (Table 3 and Table 4). 

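In the deposited FPKM values, *SNQ2* stood at 64.8 ± 4.88 in YPD and 144 ± 9.33 in 4NQO with Yrr1 S, 83.5 ± 0.707 and 199 ± 29.1 with Yrr1 Y, and 77.8 ± 3.39 and 178 ± 20.9 with Yrr1 IE (mean ± SD, n = 2). Every 4NQO library had a higher *SNQ2* FPKM than every YPD library. *SNQ2* FPKM was set against the paper's summit heights of the Yrr1 ChIP peak in region 201 (Table 3) over the 6 conditions, as 1 of 4 such relations. For *SNQ2* Pearson's r was 0.78 (exact permutation test, two-sided p = 0.101, adjusted p = 0.203) and Spearman's rho 0.886 (exact permutation test, p = 0.0333, adjusted p = 0.133). Without the 2 conditions farthest from the median summit height, Yrr1 IE and Yrr1 Y in 4NQO, r was -0.0106, and with the pileup log2 fold change of Table 3 in place of the summit height, over all 6, r was 0.281 and rho 0.486, so the relation rests on those conditions and on the measure of binding. YPD and 4NQO alone hold 3 conditions each, too few for a correlation within a medium.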

Expression of *SNQ2* (FPKM values) increased significantly, and Yrr1 binding upstream of *SNQ2* (summit height of ChIP peaks in region 201) increased in response to 4NQO for all the three alleles Yrr1^S^, Yrr1^IE^, and Yrr1^Y^ (Figure 2A, Table 3, and Table S1). In addition, *SNQ2* expression in 4NQO was significantly higher for Yrr1^Y^ than for Yrr1^S^, but less when comparing yeast grown in YPD with the Yrr1^IE^ allele to yeast grown in 4NQO with the Yrr1^Y^ allele (Figure 2D, Table 3, and Table S1). This indicated that the I775E mutation was not sufficient to maximize the expression of *SNQ2* on its own. 

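In 4NQO *SNQ2* had a log2 fold change of 0.51 (standard error 0.14, adjusted p = 0.354) for Yrr1 Y over Yrr1 S by edgeR's quasi-likelihood test, which did not pass the test over all genes, and DESeq2 gave 0.52 (adjusted p = 0.0474). *SNQ2* was lower with Yrr1 IE in YPD than with Yrr1 Y in 4NQO, with a log2 fold change of -1.26 (standard error 0.14, adjusted p = 2.94e-08). Between Yrr1 IE and the other alleles in 4NQO, *SNQ2* had 0.25 (adjusted p = 0.389) against Yrr1 S and -0.27 (adjusted p = 0.348) against Yrr1 Y from edgeR. In YPD the log2 fold change was 0.36 (adjusted p = 0.296) for Yrr1 Y over Yrr1 S and 0.24 (adjusted p = 0.313) for Yrr1 IE over Yrr1 S. Counts in the 4NQO libraries were 1407 and 1883 with Yrr1 S, 1710 and 2306 with Yrr1 Y, and 1285 and 1375 with Yrr1 IE.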

Although the Yrr1^IE^ allele could phenocopy Yrr1^Y^ in response to 4NQO, the mutated allele was not the same as the Yrr1^Y^ or Yrr1^S^ allele. There were other variable residues in Yrr1 that were subject to regulation in response to 4NQO, as indicated by the expression of *SNQ2* by the Yrr1^Y^ allele in 4NQO being higher than Yrr1^IE^ in YPD.

**Table 3:** ChIP peak metrics of the three high-confidence regions and expression of their downstream genes for different conditions (combinations of Yrr1 allele and growth medium)

Consolidated Peak Region ID	Value Type	S96, 4NQO	S96, YPD	S96-I775E, 4NQO	S96-I775E, YPD	YJM789, 4NQO	YJM789, YPD
201	Summit height*^a^*	177.3	167.7	242.6	177.2	238.7	208.8
	Pileup log2fc*^a^*	0.900	0.756	1.084	0.991	1.012	1.167
	*SNQ2* FPKM*^b^*	144.5	64.8	177.6	77.8	199.0	83.5
659	Summit height	267.8	330.4	132.0	100.6	260.2	232.0
	Pileup log2fc	1.542	1.940	0.751	0.694	1.308	1.610
	*RPL43B* FPKM	1599	2071	2254	2143	1914	1931
527	Summit height	84.47	111.6	65.97	65.53	150.4	82.12
	Pileup log2fc	0.509	0.553	0.582	0.570	1.042	0.556
	*SNG1* FPKM	27.0	22.8	34.5	26.6	34.2	28.3
	*YPP1* FPKM	37.8	36.8	33.8	29.8	45.6	39.2

a Summit height and pileup log2fc: mean summit height and mean pileup log_2_(fold change) of three biologcial replicates using two model building options, respectively (*Materials and Methods*). ID, identifier; 4NQO, 4-nitroquinoline-1-oxide; YPD, Yeast Peptone Dextrose.

b FPKM: mean fragments per kilobase of transcript length per million mapped reads of two biological replicates, determined from Rsubread counts of reads.

**Table 4:** Pearson’s correlation test results on ChIP peak metrics of the three high-confidence regions and expression of their downstream genes for different combinations of *Yrr1* allele and growth medium

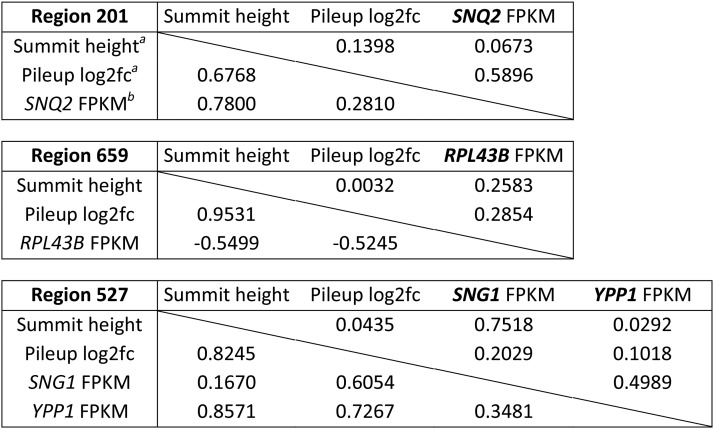

a Summit height and pileup log2fc: mean summit height and mean pileup log_2_(fold change) of three biological replicates using two model building options (Materials and Methods)

b FPKM: mean Fragments Per Kilobase of transcript length per Million mapped reads of two biological replicates, determined from Rsubread counts of reads

**Figure 2:**
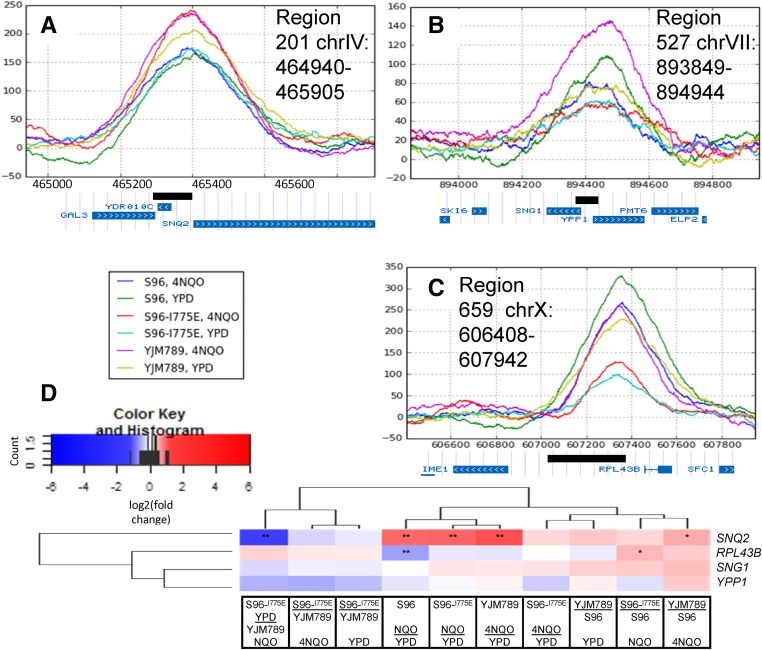
ChIP peaks shown as ChIP minus input within the three high-confidence regions and corresponding mRNA expression. (A) *SNQ2* (peak 201), (B) *SNG1* and *YPP1* (peak 659), and (C) *RPL36B* (peak 527). The plotted data were mean pileup values of normalized ChIP minus input generated by MACS2, using two model-building options for three biological replicates per combination of the *YRR1* allele and growth medium (*Materials and Methods*). Each plotted region is represented as a black box together with nearby genes shown in the University of California, Santa Cruz Genome Browser (http://genome.ucsc.edu) (Kent *et al.* 2002). (D) Heatmap showing differential RNA expression for genes *SNQ2*, *RPL43B*, *SNG1*, and *YPP1* near the three regions (201, 659, and 527) with high confidence of containing functional binding sites for Yrr1, among different conditions. Log_2_(fold change of FPKM) values calculated by DESeq2 are represented in blue and red. Significant differential expression instances are highlighted based on *q*-values, where “*” represents between 0.005 and 0.05, and “**” for < 0.005. ChIP, chromatin immunoprecipitation; Chr, chromosome; FPKM, fragments per kilobase gene per million mapped fragments.

ChIP region 527 is located upstream of two divergent genes, *SNG1* and *YPP1*. The protein structure of Sng1 has not yet been well characterized, but transformation of *SNG1* into *S. cerevisiae* via a multicopy vector conferred resistance to 4NQO (Servos *et al.* 1993). In addition, a gain-of-function Yrr1 mutant increased expression of *SNG1*, and Yrr1 directly binds the *SNG1* promoter *in vitro* (Le Crom *et al.* 2002). Our data connected the contribution of *SNG1* to 4NQO resistance and the regulation of *SNG1* by Yrr1 by showing increased Yrr1 ChIP peak strength in region 527. The correlation between Yrr1 ChIP peak strength (Table 3) and *SNG1* expression was positive but weak in this study (Table 4). 

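*SNG1*, next to region 527 (YGR197C, chromosome VII from 892497 to 894140), had log2 fold changes in 4NQO of 0.07 (adjusted p = 0.837) with Yrr1 S, 0.17 (adjusted p = 0.599) with Yrr1 Y and 0.19 (adjusted p = 0.521) with Yrr1 IE from edgeR's quasi-likelihood test. Its deposited FPKM was 22.8 ± 0.99 in YPD and 27.0 ± 1.70 in 4NQO with Yrr1 S, 28.3 ± 0.99 and 34.2 ± 9.19 with Yrr1 Y, and 26.6 ± 0.141 and 34.5 ± 0.566 with Yrr1 IE (mean ± SD, n = 2). *SNG1* FPKM against the paper's summit heights over 6 conditions gave no relation past the test. For *SNG1* Pearson's r was 0.167 (exact permutation test, two-sided p = 0.796, adjusted p = 0.796) and Spearman's rho -0.0286 (exact permutation test, p = 1, adjusted p = 1), with 4 relations in the family. Without Yrr1 S in YPD and Yrr1 Y in 4NQO, the conditions farthest from the median summit height, r was -0.452, and without library S8 of Yrr1 Y in 4NQO it was -0.396. With the pileup log2 fold change of Table 3 in place of the summit height, *SNG1* had r = 0.605 and rho = 0.657 over the 6 conditions (exact permutation tests, p = 0.231 and 0.175).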

The other gene for which ChIP region 527 is upstream, *YPP1*, is essential to *S. cerevisiae* and encodes a vesicle-trafficking protein involved in vacuole-targeted endocytosis (Flower *et al.* 2007). *YPP1* has not been reported to contribute to 4NQO responses or to be regulated by Yrr1. There were no significant changes of *YPP1* expression in response to 4NQO or among alleles (Figure 2D).

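*YPP1*, an essential gene of vesicle traffic (YGR198W, chromosome VII from 894693 to 897146), did not pass the test in 4NQO with any allele. Its log2 fold changes from YPD were -0.12 (adjusted p = 0.657) with Yrr1 S, 0.11 (adjusted p = 0.724) with Yrr1 Y and -0.02 (adjusted p = 0.959) with Yrr1 IE by edgeR's quasi-likelihood test. Between alleles in 4NQO it had 0.32 (adjusted p = 0.805) for Yrr1 Y over Yrr1 S and -0.22 (adjusted p = 0.599) for Yrr1 IE over Yrr1 S. Levels ran from 96 ± 15.7 CPM in YPD to 88.3 ± 10.0 CPM in 4NQO with Yrr1 S (SD, n = 2). The comparison of Yrr1 IE in YPD with Yrr1 Y in 4NQO called it at -0.52 (adjusted p = 0.025) from edgeR, and its adjusted p was 0.115 without S5, 0.161 without S6, 0.12 without S7 and 0.109 without S8. For *YPP1* FPKM and summit height Pearson's r was 0.856 (exact permutation test, two-sided p = 0.0347, adjusted p = 0.139) and Spearman's rho 0.771 (exact permutation test, p = 0.103, adjusted p = 0.206). Without the 2 conditions farthest from the median summit height r was 0.903, and without library S4 of Yrr1 S in YPD it was 0.906 (exact permutation test, adjusted p = 0.0389). With the pileup log2 fold change of Table 3 *YPP1* had r = 0.727 and rho = 0.0857.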

ChIP region 659 is located upstream of *RPL43B*, which encodes L43B, a protein of the ribosomal 60S subunit. Yrr1^S^ bound the strongest in YPD upstream of *RPL43B* and Yrr1^IE^ bound the weakest in YPD (Figure 2C). The Yrr1^S^ binding decreased in 4NQO compared to YPD, while Yrr1^IE^ binding decreased in YPD compared to 4NQO. The binding of Yrr1^IE^ was lowest of all the alleles. There was a modest binding increase when yeast were grown in 4NQO. Yrr1 is not known to regulate *RPL43B*. RNA levels of *RPL43B* decreased modestly in response to 4NQO for all three alleles (Figure 2D and Table 3). 

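*RPL43B*, a gene of the large ribosomal subunit (YJR094W-A, chromosome X from 608305 to 608858), fell in 4NQO with Yrr1 S and did not pass the test with Yrr1 Y or Yrr1 IE. Its log2 fold change was -0.55 (standard error 0.14, adjusted p = 0.00385) with Yrr1 S, -0.12 (adjusted p = 0.609) with Yrr1 Y and -0.11 (adjusted p = 0.616) with Yrr1 IE by edgeR's quasi-likelihood test. The deposited FPKM was 2071 ± 153 in YPD and 1599.5 ± 126 in 4NQO with Yrr1 S, 1931 ± 212 and 1914 ± 275 with Yrr1 Y, and 2143 ± 298 and 2254 ± 62.1 with Yrr1 IE (mean ± SD, n = 2). The call with Yrr1 S stood at -0.45 (adjusted p = 0.0673) without S4, and the near-identical copy *RPL43A*, which can share reads with it, did not pass the expression filter. Of 134 cytosolic ribosomal protein genes, 126 fell in 4NQO with Yrr1 S, 59 with Yrr1 Y and 40 with Yrr1 IE (129, 74 and 45 adjusted over the list alone). Median log2 fold changes were -0.73, -0.36 and -0.28, with a camera adjusted p = 4.65e-34 for Yrr1 S, and with an estimated correlation adjusted p = 0.114, 0.344 and 0.432 for Yrr1 S, Yrr1 Y and Yrr1 IE. The count for Yrr1 Y was 32 without S8 and 34 without S2, and for Yrr1 IE 16 without S12 and 18 without S6.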

When all the conditions were included in one test, weak negative correlation was observed with binding and expression; however, the expression of *RPL43B* aligned with the comparisons of the growth of yeast in different conditions (Table 4). For example, growth of yeast with Yrr1^S^ was strongly inhibited in 4NQO compared to YPD (Gallagher *et al.* 2014). It should be noted that expression of *RPL43B* decreased the most when Yrr1^S^ was expressed in yeast grown in 4NQO compared to YPD (Figure 2D).

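For *RPL43B* FPKM and the paper's summit heights of region 659 over 6 conditions, Pearson's r was -0.549 (exact permutation test, two-sided p = 0.269, adjusted p = 0.359) and Spearman's rho -0.6 (exact permutation test, p = 0.242, adjusted p = 0.322). Without both conditions of Yrr1 IE, which lay farthest from the median summit height, r was 0.401, so the sign of the *RPL43B* relation rests on Yrr1 IE. With the pileup log2 fold change of Table 3 in place of the summit height, r was -0.526.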

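The 4NQO response of *RPL43B* with Yrr1 Y differed from that with Yrr1 S by 0.43 (adjusted p = 0.448), and that with Yrr1 IE differed from Yrr1 S by 0.44 (adjusted p = 0.266), on the log2 scale by edgeR's interaction contrasts. In CPM, *RPL43B* was at 425 ± 41.4 in 4NQO and 621 ± 82.1 in YPD with Yrr1 S (SD, n = 2).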

### Impact of overexpression of differentially expressed genes on yeast growth in 4NQO

Several genes showed increased expression levels in yeast expressing Yrr1^Y^ when grown in 4NQO. To assess whether overexpression can bypass the Yrr1^S^ 4NQO sensitivity, genes from Figure 1A were overexpressed in yeast along with the different alleles of Yrr1 or a *yrr1* knockout. Overexpression plasmids encoding *SNQ2* and the related ABC transporter *PDR5* were transformed into yeast carrying four alleles of Yrr1 including Yrr1^EG^, which is 4NQO-sensitive. In every instance, *SNQ2*, but not *PDR5*, overexpression could rescue growth in the presence of 4NQO, even more than yeast carrying Yrr1 4NQO-resistant alleles (Figure 3). A selection of diverse genes was placed under a *GAL* promoter to drive overexpression, but only *SNQ2* overexpression could rescue yeast growth on 4NQO (Figure S9 in File S1). While this does not rule out other proteins that may contribute to the 4NQO response, this indicates that higher *SNQ2* expression in 4NQO is the major contributor to higher resistance to 4NQO. The effect of the T775 site in Yrr1 was not sufficient to be the sole regulator of a well-known target of regulation such as *SNQ2*, in contrast to the growth of yeast in different conditions. Transcriptomics and ChIP-Seq are more quantitative and show that the regulation is much more complicated than a simple growth assay previously revealed.

**Figure 3:**
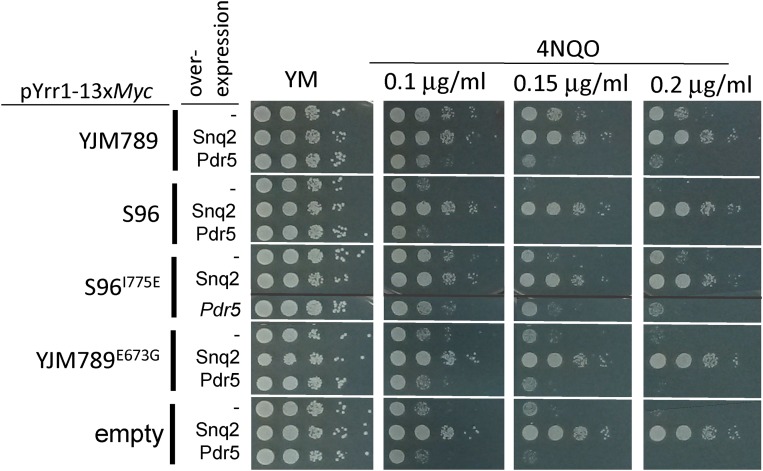
Growth assays of yeast overexpressing ABC transporters. S288c (FY3 *yrr1*Δ) yeast with different alleles of Yrr1 were transformed with either an empty plasmid (-), or a plasmid overexpressing *SNQ2* or *PDR5*. Ten-fold serial dilutions of yeast grown in selective media to maintain both plasmids were spotted onto increasing amounts of 4NQO. Plates were incubated for 3 d and photographed. 4NQO, 4-nitroquinoline-1-oxide; ABC, ATP-binding cassette; YM, Yeast Minimal.

### Impact of Yrr1 on phenotypic expression in nonfermentable carbon sources

4NQO resistance is linked to poor growth in nonfermentable carbon sources (Gallagher *et al.* 2014). To metabolize carbon sources such as these, yeast shift from fermentation to respiration in the mitochondria. 

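RNA-Seq was also made from cells of the same 3 strains grown for 10 h with 3% glycerol as the carbon source, with 2 libraries for each allele, and compared with the YPD libraries. The YPD cells were grown for 2.5 h, and the glycerol cells were washed and diluted into glycerol. Effects of carbon source, time and handling therefore cannot be told apart in glycerol over YPD. The total counts in genes were 2023975 and 2147374 for Yrr1 S (libraries S15 and S16), 2354741 and 2403354 for Yrr1 Y (S13 and S14) and 1475372 and 2056672 for Yrr1 IE (S17 and S18). Alignment, counting, filter and test were those of the 4NQO libraries, all 18 libraries sharing 1 model. Between the libraries of a condition, r of log2 CPM across genes was 0.98 for Yrr1 S, 0.982 for Yrr1 Y and 0.962 for Yrr1 IE. The 10 genes with the most counts took 26.0 to 27.3% of the counts with Yrr1 IE in glycerol, and 12.6 to 17.2% in the other conditions. In data simulated on Yrr1 IE over Yrr1 S in glycerol, the test found 35.8% of genes changed 1.5-fold and 73.1% of those changed 2-fold. *YRR1* was at 234 ± 27.5, 168 ± 21.7 and 118 ± 28.5 CPM in glycerol with Yrr1 S, Yrr1 Y and Yrr1 IE (SD, n = 2). *SNF1* (YDR477W, chromosome IV from 1412373 to 1414274), which derepresses genes for growth without glucose, had 1 and 0 counts with Yrr1 IE in glycerol, 387-fold below Yrr1 S (95% counting interval 69.1 to 15317, with each count taken as independent) and 353-fold below Yrr1 Y (63.0 to 13956).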

To understand how alleles of Yrr1 change gene expression when yeast are grown in media that requires respiration, mRNA levels were compared between yeast with Yrr1^Y^, Yrr1^S^, or Yrr1^IE^ alleles (Table S8). Overall levels of mRNAs from yeast expressing Yrr1^Y^ and Yrr1^S^ were more similar to each other than mRNAs from yeast expressing Yrr1^IE^ when shifted to glycerol (Figure 4, A and B). 

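*ADH2* and *JEN1* rose in glycerol, far more with Yrr1 S and Yrr1 Y than with Yrr1 IE. *ADH2*, the alcohol dehydrogenase that consumes ethanol, had a log2 fold change from YPD of 10.73 with Yrr1 S, 9.48 with Yrr1 Y and 1.05 with Yrr1 IE, and *JEN1*, the lactate permease, 10.32, 8.40 and 4.18. The glucose transporter gene *HXT3* fell with all 3 (-5.73, -5.67 and -3.81). Across genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.932 between Yrr1 S and Yrr1 Y, 0.768 between Yrr1 S and Yrr1 IE and 0.734 between Yrr1 Y and Yrr1 IE. By edgeR's quasi-likelihood test, 1678 genes rose and 1649 fell with Yrr1 S, 1645 rose and 1559 fell with Yrr1 Y, and 1915 rose and 1863 fell with Yrr1 IE. With DESeq2 the larger direction turned for Yrr1 S (1548 and 1608) and Yrr1 Y (1526 and 1529). The change itself differed between Yrr1 Y and Yrr1 S for 36 genes, between Yrr1 IE and Yrr1 S for 1810 and between Yrr1 IE and Yrr1 Y for 1884 (edgeR interaction contrasts). The first of these counts was 95 without S15, 7 without S16, 6 without S4, 17 without S13, 13 without S14 and 8 without S2. The *ADH2* value with Yrr1 IE was 0.79 (adjusted p = 0.0552) without S17 and 0.71 (adjusted p = 0.0904) without S5 by edgeR. *ADH2* was 1 of the genes that differed between Yrr1 IE and Yrr1 S (by -9.68 (adjusted p = 1.56e-15)), with *SNF1* at 1 count over both Yrr1 IE libraries.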

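In glycerol, *ATO3* was lower with Yrr1 Y than with Yrr1 S, and *AAH1*, *HXT7* and the cytochrome *c* oxidase genes that the study names were higher. *ATO3* had a log2 fold change of -0.67 (standard error 0.13, adjusted p = 0.00259) and *AAH1*, adenine deaminase (YNL141W, chromosome XIV from 359596 to 360639), 1.03 (standard error 0.21, adjusted p = 0.00347), by edgeR's quasi-likelihood test. *HXT6* had 1.99 and *HXT7*, its near-identical copy, 1.52, which may be 1 signal since they can share reads, and *VID24*, of the breakdown of gluconeogenic enzymes, 1.49. All 5 cytochrome *c* oxidase genes that the study names passed the test, a list it chose on these samples and so not independent evidence: *COX5A* 0.53, *COX5B* 1.10, *COX6* 0.56, *COX8* 0.61 and *COX9* 0.60 (5 adjusted over the list alone). Camera gave the list adjusted p = 9.35e-07, and adjusted p = 0.0708 with an estimated correlation. The list's count was 1 without S15, 1 without S16, 0 without S13 and 1 without S14, and the adjusted p was 0.0896 without S15, 0.136 without S16, 0.121 without S13 and 0.128 without S14 for *COX6*, 0.329 without S16, 0.0694 without S13 and 0.336 without S14 for *COX8* and 0.085 without S15, 0.088 without S16, 0.117 without S13 and 0.0967 without S14 for *COX9*. *COX5A* had adjusted p values of 0.0721 without S15, 0.0867 without S16, 0.0712 without S13 and 0.136 without S14 and *COX5B* of 0.152 without S15 and 0.121 without S13 from edgeR. *ATO3* stood at -0.59 (adjusted p = 0.0563) without S16 and -0.65 (adjusted p = 0.0536) without S13, and *AAH1* at 0.57 (adjusted p = 0.175) without S16 and 0.94 (adjusted p = 0.0738) without S14. In total 172 genes were higher and 44 lower, and the 216 became 79 without S16, 91 without S13 and 45 without S14.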

Between Yrr1^Y^ and Yrr1 ^S^ yeast, 18 mRNAs were downregulated in glycerol, including *ATO3*, and 87 genes were upregulated, including *AAH1* and a subset of components of the ETC (*COX5A*, *COX5B*, *COX6*, *COX8*, *COX9*). 

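With Yrr1 IE in glycerol, genes of gluconeogenesis, respiration and the ribosome were lower than with Yrr1 S and with Yrr1 Y, and glycolytic genes were higher. All 23 genes of gluconeogenesis, the glyoxylate cycle and the use of glycerol, acetate or lactate were lower than with Yrr1 S, and all 23 than with Yrr1 Y (23 and 23 adjusted over the list alone), with medians of -3.79 and -2.71 on the log2 scale (camera, adjusted p = 8.31e-76, and adjusted p = 2.99e-04 with an estimated correlation against Yrr1 S). *FBP1*, a key enzyme of gluconeogenesis (YLR377C, chromosome XII from 873746 to 874792), was at 37.1 ± 7.37 CPM with Yrr1 IE and 1795 ± 222 CPM with Yrr1 S (SD, n = 2), a log2 fold change of -5.61 (standard error 0.17, adjusted p = 5.76e-21) by edgeR's quasi-likelihood test. Of 134 ribosomal protein genes, 127 were lower than with Yrr1 S (median -1.18; adjusted p = 5.23e-33 by camera and adjusted p = 0.14 with an estimated correlation), and 128 lower than with Yrr1 Y. Of 116 ribosome biogenesis genes, 1 was higher and 99 lower (1 higher and 103 lower adjusted over the list alone) against Yrr1 S, with adjusted p = 0.206 with an estimated correlation. Of 41 nuclear genes of the respiratory chain and ATP synthase, 2 were higher and 34 lower (the same numbers adjusted over the list alone) against Yrr1 S, with adjusted p = 1.05e-06 by camera and adjusted p = 0.206 with an estimated correlation. *ATP1* had -0.99 and *CYC7*, an isoform of cytochrome *c* made in low oxygen, 3.45. Among 19 glycolytic genes, 16 were higher and 1 lower (17 higher and 1 lower adjusted over the list alone) (camera, adjusted p = 5.14e-21, and adjusted p = 0.00521 with an estimated correlation), with *TDH1* at 3.92. *SNF1* had at most 1 count in each Yrr1 IE library in glycerol.

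**Figure D3:**
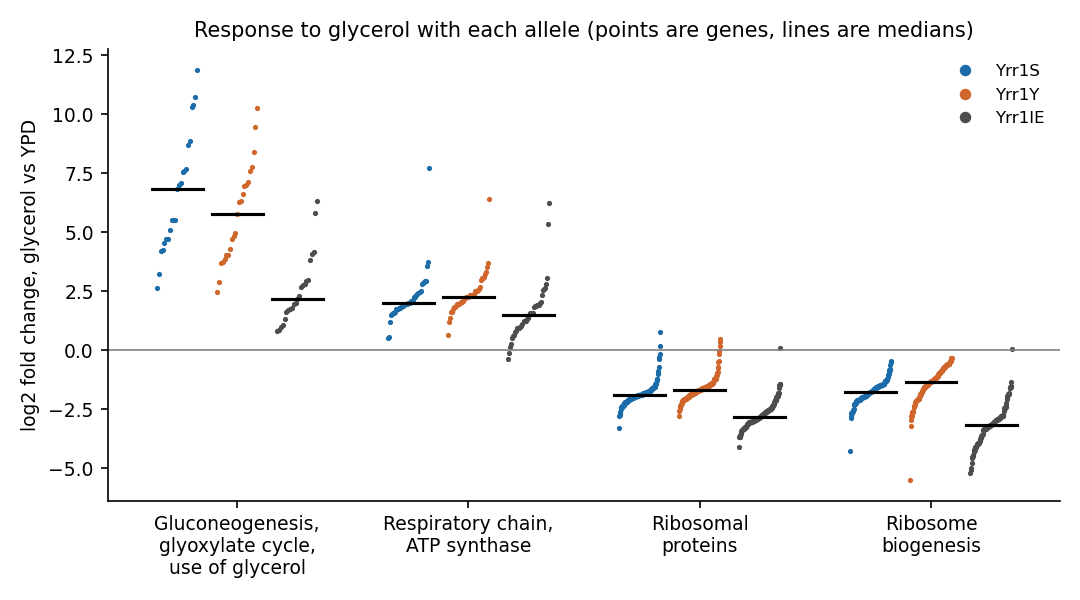
Log2 fold changes from YPD to glycerol (vertical axis) of the members of gene lists with Yrr1 S, Yrr1 Y and Yrr1 IE, with a point for each gene and a line at the median. The lists are gluconeogenesis, the glyoxylate cycle and use of glycerol, nuclear respiratory chain and ATP synthase genes, ribosomal proteins, and ribosome biogenesis.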

Yrr1^IE^ mRNA expression was very different when comparing Yrr1^Y^ and Yrr1^S^ yeast, with 497 genes decreased in expression, including ribosomal protein-encoding genes, ribosome biogenesis genes, and ETC and ATPase genes, as compared to z-score of log2(fold) change in expression comparing mRNA expression between yeast carrying different alleles of Yrr1 grown in YPglyc (Table S8). Only 14 genes decreased in the comparison between Yrr1^S^ and Yrr1^IE^, and 55 genes were downregulated specifically in Yrr1^IE^ compared to Yrr1^Y^.

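*ADH2* and *ADY2*, of ethanol and acetate use, were lower with Yrr1 IE than with either other allele, with log2 fold changes of -8.56 and -8.08 against Yrr1 S and -8.09 and -7.50 against Yrr1 Y. By edgeR's quasi-likelihood test, 1267 genes were lower with Yrr1 IE than with both other alleles in glycerol, 327 were lower than with Yrr1 S alone and 236 lower than with Yrr1 Y alone. The count of 327 was 171 without S15, 175 without S16, 598 without S13 and 542 without S14, and the count of 236 was 409, 411, 93 and 101 without these libraries. A gene lower than with Yrr1 Y alone passed the test in 1 comparison and not in the other, which does not show that the 2 comparisons differ. The 2 comparisons share the Yrr1 IE libraries, and r of their log2 fold changes was 0.926, against 0.539 in simulated data without any effect (covariance 1.02 against 0.0498). *IMD4* was among the genes lower against Yrr1 Y alone (-0.89 (adjusted p = 0.00119) from edgeR), and it had -0.09 (adjusted p = 0.773) against Yrr1 S. Against Yrr1 Y *IMD4* stood at -0.59 (adjusted p = 0.0781) without S13, and its value against Yrr1 S was 0.60 (adjusted p = 0.0254) without S15 and -0.48 (adjusted p = 0.0471) without S16.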

**Figure 4:**
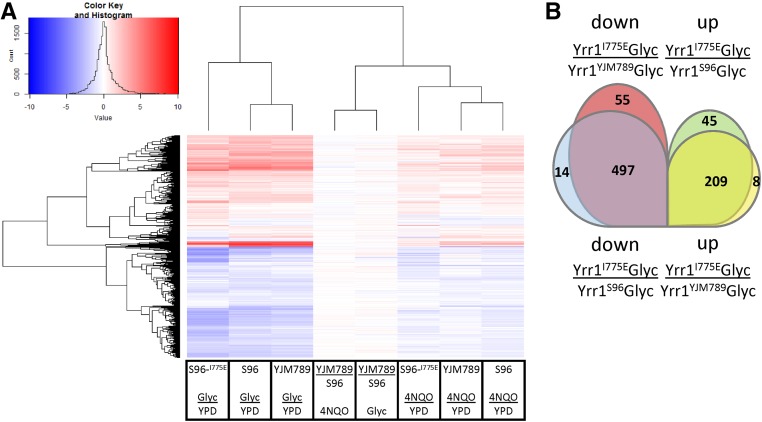
Venn diagrams of mRNAs that increase and decrease between strains with different Yrr1 alleles grown in YPD or Glyc. (A) Expression of genes that decrease when cells are shifted to Glyc with different alleles of Yrr1. (B) Comparisons of genes that decrease or increased between yeast carrying different alleles of Yrr1 when grown in glycerol. 4NQO, 4-nitroquinoline-1-oxide; Glyc, glycerol; YPD, Yeast Peptone Dextrose medium.

When comparing mRNAs across strains grown in glycerol, Yrr1^S^ and Yrr1^Y^ were quite similar. The expression of 418 genes that increased in unison across strains was independent of differences between Yrr1 alleles, including mRNAs encoding components of the ATPase (*ATP1*, *ATP2*, *ATP3*, *ATP4*, *ATP5*, *ATP7*, *ATP10*, *ATP15*, *ATP16*, *ATP17* and *TIM11*) and ETC [*COR1*, *CYT1*, (*QCR2*, *QCR7*, *QCR8*, *QCR9*, *QCR10*), *RIP1*, *SDH1*, *SDH2*, *SDH3*, *SDH4*, *SHH4*, and *COX1*, *COX3*, *COX4*, *COX5A*, *COX6* and *COX15*.]. 

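ATP synthase and respiratory chain genes rose in glycerol with all 3 alleles. Of the 11 ATP synthase genes that the study names, 11 rose with Yrr1 S, 10 with Yrr1 Y and 11 with Yrr1 IE, and of its 19 electron transport genes 17, 17 and 19. Adjusted over the list alone the counts were 11, 10 and 11, and 17, 17 and 19, and since the study chose both lists on these samples they are not independent evidence. *ATP1*, of the ATP synthase head, had log2 fold changes of 1.74 (standard error 0.13, adjusted p = 6.62e-13) with Yrr1 S, 1.63 with Yrr1 Y and 1.03 with Yrr1 IE by edgeR's quasi-likelihood test. *SDH2*, of succinate dehydrogenase, had 3.74, 3.69 and 3.05, and *COX4* 2.08, 2.26 and 1.89. *ATP10*, an assembly factor, had 0.03 (adjusted p = 0.952) with Yrr1 Y, 0.91 (adjusted p = 0.0418) with Yrr1 S, which became 0.58 (adjusted p = 0.316) without S15 and 0.37 (adjusted p = 0.518) without S4, and 1.19 (adjusted p = 0.015) with Yrr1 IE, which became 0.50 (adjusted p = 0.397) without S17 and 0.99 (adjusted p = 0.11) without S6. *TIM11* had 0.79 (adjusted p = 0.0046) with Yrr1 IE, and 0.08 (adjusted p = 0.811) without S18. *COX1* and *COX3* lie in the mitochondrial genome, passed the test with Yrr1 IE alone, and had adjusted p values of 0.0958 without S17 and 0.296 without S17, that library holding 986 mitochondrial counts. In a textbook list, 40 of 41 nuclear genes of the respiratory chain and ATP synthase rose with Yrr1 S, 41 with Yrr1 Y and 37 with Yrr1 IE (40, 41 and 37 adjusted over the list alone; with an estimated correlation, adjusted p = 0.021, 0.00927 and 0.109). Over all genes tested, 1107 rose with all 3 alleles, against 159 for independent lists.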

In comparing the Yrr1^IE^ allele to the wild-type alleles grown in glycerol, many genes were upregulated in the mutant. Nonetheless, Yrr1^IE^ was more similar to Yrr1^Y^ than Yrr1^S^ among genes that were upregulated. 

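By edgeR's quasi-likelihood test, 1191 genes were higher with Yrr1 IE than with Yrr1 S in glycerol and 985 were higher than with Yrr1 Y. Of these, 845 were higher than with both, 346 higher than with Yrr1 S alone and 140 higher than with Yrr1 Y alone. Higher in both were *ADH1* and *ADH5*: *ADH1*, the main alcohol dehydrogenase of fermentation, had log2 fold changes of 3.14 against Yrr1 S and 2.82 against Yrr1 Y, and *ADH5* 3.83 and 3.41. *SNF1* stood at 1 and 0 counts in these Yrr1 IE libraries.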

The 209 shared genes that were upregulated in the mutant had diverse functions. 

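Glycolytic genes were a group among those higher with Yrr1 IE than with both other alleles in glycerol, with 15 higher and 1 lower (the same numbers adjusted over the list alone) of 19 against Yrr1 Y (camera, adjusted p = 0.00641 with an estimated correlation). *PGK1*, phosphoglycerate kinase, had log2 fold changes of 2.02 against Yrr1 S and 1.94 against Yrr1 Y, and *ENO2*, an enolase, 2.25 and 2.16 by edgeR's quasi-likelihood test. Of 15 hypoxic and anaerobic genes, 8 were higher and 3 lower than with Yrr1 S (the same adjusted over the list alone), and 7 higher and 3 lower than with Yrr1 Y (8 and 3 adjusted over the list alone, and in all 6 without S17), with adjusted p = 0.206 and 0.391 by camera with an estimated correlation. *COX5B* had 2.83 (standard error 0.23, adjusted p = 2.48e-11) against Yrr1 S, and *CYC7* had 2.27 against Yrr1 Y. Both Yrr1 IE libraries in glycerol held at most 1 count of *SNF1*.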

In a similar analysis of downregulated genes in the mutant compared to the wild-type alleles, 497 genes of diverse functions were downregulated Yrr1^IE^. However, Yrr1^IE^ was more similar to Yrr1^S^ than Yrr1^Y^ when comparing downregulated genes.

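Genes that bring acetate and other carbon compounds into gluconeogenesis were among the lowest with Yrr1 IE in glycerol. *MLS1*, malate synthase of the glyoxylate cycle, had log2 fold changes of -6.13 against Yrr1 S and -5.95 against Yrr1 Y, *ICL1*, isocitrate lyase, -3.79 and -3.41, and *SFC1*, a mitochondrial succinate carrier, -6.47 and -5.92. *PCK1*, of gluconeogenesis (YKR097W, chromosome XI from 631152 to 632801), was at 82.9 ± 12.4 CPM with Yrr1 IE and 1819.9 ± 38.2 CPM with Yrr1 Y (SD, n = 2), a log2 fold change of -4.47 (standard error 0.15, adjusted p = 9.51e-20) by edgeR's quasi-likelihood test. In the tricarboxylic acid cycle, 13 of 14 genes were lower than with Yrr1 S and 14 than with Yrr1 Y (14 and 14 adjusted over the list alone; with an estimated correlation, adjusted p = 0.0283 and 0.0124 by camera). The phosphate transporter gene *PHO89* was lower as well (-5.50 and -5.96). These are the libraries in which *SNF1* was at 1 and 0 counts.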

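Counted by direction, 1594 genes were lower with Yrr1 IE than with Yrr1 S in glycerol and 1503 lower than with Yrr1 Y by edgeR's quasi-likelihood test, beside 1191 and 985 higher. The excess of lower genes was smaller in a fit of the 4 libraries compared, with 1235 and 1236 higher and lower against Yrr1 S and 1068 and 1172 against Yrr1 Y, and without S18 (1146 and 1196, and 995 and 1156). *SOD2*, the mitochondrial superoxide dismutase, was among those lower against both (-0.85 and -0.99), as was *IMD3*, an IMP dehydrogenase (-1.09 and -1.42). The median log2 fold change of the gluconeogenesis list was farther from 0 against Yrr1 S, and that of the nuclear respiratory genes was -0.79 against Yrr1 S and -1.13 against Yrr1 Y.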

Direct comparisons of transcription and translation between S288c (specifically S96) and YJM789 yeast have consistently found increased expression of YJM789 mRNAs encoding genes involved in respiration (Sun *et al.* 2016), and relative protein levels between the two strains were also higher when YJM789 yeast were grown in the presence of dextrose (Rong-Mullins *et al.* 2017). These lines of evidence indicate that YJM789 yeast constitutively upregulates respiration mRNAs and proteins in comparison to S96, regardless of metabolic state, even when cells are grown in dextrose. YJM789 yeast grow slower on nonfermentable carbon sources (Gallagher *et al.* 2014) and have a lower electron gradient across the mitochondrial membrane than S96 yeast (discussed below). *Cox5B* expression occurs during anaerobic growth (hypoxic), as compared to its paralog *Cox5A*, which is expressed during aerobic growth (Burke *et al.* 1997). 

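*COX5B* (YIL111W, chromosome IX from 155222 to 155765) was higher with Yrr1 Y and with Yrr1 IE than with Yrr1 S in glycerol, and *COX5A* (YNL052W, chromosome XIV from 531725 to 532186) was lower with Yrr1 IE than with either other allele. *COX5B* was at 30.3 ± 10.5, 65.2 ± 11.8 and 215 ± 38.5 CPM with Yrr1 S, Yrr1 Y and Yrr1 IE (SD, n = 2). The log2 fold change of *COX5A* was -0.76 (standard error 0.13, adjusted p = 1.70e-05) for Yrr1 IE over Yrr1 S and -1.29 (standard error 0.13, adjusted p = 2.17e-09) for Yrr1 IE over Yrr1 Y by edgeR's quasi-likelihood test. For Yrr1 Y over Yrr1 S, *COX5B* stood at 0.79 (adjusted p = 0.152) without S15 and 0.89 (adjusted p = 0.121) without S13 by edgeR. From YPD to glycerol, *COX5A* rose by a log2 fold change of 1.89 with Yrr1 S, 2.33 with Yrr1 Y and 1.52 with Yrr1 IE, and *COX5B* had 0.53 (adjusted p = 0.107), 1.22 (adjusted p = 1.48e-04) and 2.04 (adjusted p = 1.30e-09) from edgeR. Without S15 the *COX5B* value with Yrr1 S was 0.84 (adjusted p = 0.0231).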

*COX5B* was increased in yeast expressing Yrr1^IE^ and Yrr1^Y^ compared to Yrr1^S^ when grown in glycerol, while *COX5A* was decreased between Yrr1^IE^ when compared to Yrr1^S^. Over half of the 452 genes that were downregulated in response to growth on glycerol were involved in ribosome biogenesis, structural ribosomal proteins, and translation (Warner 1999; Woolford and Baserga 2013). 

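Genes of ribosome assembly and translation fell in glycerol with every allele. Of 268 genes of ribosomal proteins, ribosome biogenesis and aminoacyl-tRNA synthetases tested, 249 fell with all 3 alleles. In all, 1111 genes fell with all 3, so these 249 were 22.4% of them. At least 2-fold, 559 genes fell with all 3, and 215 of these, 38.5%, were among the 268. The 268 genes are too few to be most of either total, so these shares cannot decide whether most falling genes were of this kind. All 18 aminoacyl-tRNA synthetase genes fell with each allele (18, 18 and 18 adjusted over the list alone). *NSR1*, a nucleolar protein of pre-rRNA processing, had log2 fold changes of -1.88, -0.68 and -4.56 with Yrr1 S, Yrr1 Y and Yrr1 IE, and *SAM1*, S-adenosylmethionine synthetase, -5.22, -4.71 and -4.02 by edgeR's quasi-likelihood test.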

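Ribosomal protein genes fell in glycerol with each allele, 129 of 134 with Yrr1 S, 129 with Yrr1 Y and 132 with Yrr1 IE (129, 129 and 132 adjusted over the list alone). Their median log2 fold change was -1.89 with Yrr1 S, -1.68 with Yrr1 Y and -2.84 with Yrr1 IE. Camera gave adjusted p = 6.59e-47, 2.84e-44 and 6.24e-75 (with an estimated correlation, adjusted p = 0.0619, 0.0707 and 0.0395). *RPL43B* had log2 fold changes of -1.38, -1.07 and -2.74 by edgeR's quasi-likelihood test. Between Yrr1 Y and Yrr1 S in glycerol the median of the list was 0.06, with adjusted p = 0.524 by camera and adjusted p = 0.927 with an estimated correlation. With Yrr1 IE, *SNF1* had at most 1 count per library in glycerol.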

Ribosomal mRNAs decreased the most between yeast expressing Yrr1^Y^, which grow poorly in this condition. Ribosome biogenesis is a costly process, and it is quickly reduced when yeast growth slows (Warner 1999; Woolford and Baserga 2013).

### Expression of purine de novo biosynthetic pathway during respiration

Another mRNA that was differentially expressed in yeast expressing Yrr1^IE^ compared to Yrr1^S^ and Yrr1^Y^ was *AAH1*. Expression of *AAH1* in Yrr1^IE^ yeast grown in glycerol compared to YPD decreased 4 log_2_(fold) compared to yeast expressing other alleles [log_2_(fold) decrease]. 

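*AAH1*, adenine deaminase of purine salvage, fell in glycerol with every allele, and most with Yrr1 IE. It went from 379 ± 16.1 to 9.25 ± 3.61 CPM with Yrr1 IE, from 369.8 ± 0.0853 to 48.2 ± 24.3 CPM with Yrr1 S and from 262 ± 8.65 to 98.0 ± 8.11 CPM with Yrr1 Y (SD, n = 2). The log2 fold change was -5.40 (standard error 0.27, adjusted p = 4.67e-17) with Yrr1 IE, -2.94 with Yrr1 S and -1.42 with Yrr1 Y by edgeR's quasi-likelihood test. With Yrr1 IE the change differed from that with Yrr1 S by -2.46 (adjusted p = 4.71e-06) and from that with Yrr1 Y by -3.98 (adjusted p = 3.35e-10) by edgeR's interaction contrasts. In glycerol the log2 fold change of *AAH1* was -2.42 for Yrr1 IE over Yrr1 S and -3.45 for Yrr1 IE over Yrr1 Y, in libraries with at most 1 count of *SNF1*.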

Aah1 is an enzyme that converts adenine to hypoxathanine in the purine salvage pathway (Woods *et al.* 1984). 

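*IMD3* (YLR432W, chromosome XII from 1002557 to 1004128) and *IMD4* (YML056C, chromosome XIII from 162194 to 164176), similar genes of IMP dehydrogenase that can share reads, both fell in glycerol with all 3 alleles. *IMD3* had log2 fold changes of -2.13 (standard error 0.14, adjusted p = 2.08e-14) with Yrr1 S, -1.93 with Yrr1 Y and -3.34 with Yrr1 IE by edgeR's quasi-likelihood test, and *IMD4* -3.88, -2.80 and -4.22. *IMD4* went from 1316 ± 52.3 to 89.7 ± 48.4 CPM with Yrr1 S (SD, n = 2). Of 11 *ADE* genes, 10 fell in glycerol with Yrr1 S, 10 with Yrr1 Y and 7 with Yrr1 IE (10, 10 and 7 adjusted over the list alone; with an estimated correlation, adjusted p = 0.021, 0.00759 and 0.398 by camera). In glycerol *ADE17* had -4.65 with Yrr1 S, -4.73 with Yrr1 Y and -0.35 (adjusted p = 0.0834) with Yrr1 IE, the last becoming -0.60 (adjusted p = 0.0119) without S17 and -0.52 (adjusted p = 0.039) without S6. Of 14 genes of purine salvage and GMP synthesis, 1 was higher and 11 lower (the same numbers adjusted over the list alone) with Yrr1 S, 1 higher and 10 lower (the same numbers adjusted over the list alone) with Yrr1 Y and 2 higher and 11 lower (the same numbers adjusted over the list alone) with Yrr1 IE.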

While all strains irrespective of the allele of Yrr1 downregulated many genes in the purine *de novo* biosynthetic pathway in both 4NQO and glycerol, these yeast also downregulated *IMD3*, while *IMD4* increased, in glycerol, genes which encode other proteins in the purine salvage pathway (Table S1 and Table S8). Evidence from other systems suggests that the purine salvage pathway can generate purine-based antioxidants in the mitochondria (Becker 1993; Kristal *et al.* 1999). Respiration is the primary source of endogenous ROS in yeast, and catalase (*CTT1*) and mitochondrial superoxide dismutase (*SOD2*) levels were also increased in yeast grown in glycerol.

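*CTT1* and *SOD2* (YHR008C, chromosome VIII from 122889 to 123590) rose in glycerol with each allele. *CTT1* had log2 fold changes of 5.62, 5.26 and 6.83 with Yrr1 S, Yrr1 Y and Yrr1 IE, and *SOD2* 2.44 (standard error 0.14, adjusted p = 7.99e-16), 2.11 and 1.47 by edgeR's quasi-likelihood test. *SOD2* was at 1063 ± 109.7, 1168 ± 124 and 589.7 ± 7.62 CPM in glycerol with Yrr1 S, Yrr1 Y and Yrr1 IE (SD, n = 2). With Yrr1 IE the rise of *CTT1* differed from that with Yrr1 S by 1.21 (adjusted p = 0.00924), 0.98 (adjusted p = 0.101) without S3, and that of *SOD2* by -0.97 (adjusted p = 1.56e-04), by edgeR's interaction contrasts. Of 36 antioxidant genes, 23 were higher and 5 lower (23 higher and 6 lower adjusted over the list alone) with Yrr1 S, 25 higher and 6 lower (26 higher and 6 lower adjusted over the list alone) with Yrr1 Y and 26 higher and 6 lower (the same numbers adjusted over the list alone) with Yrr1 IE, where *SNF1* was nearly without counts.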

Shifting yeast to different environmental conditions changed the expression of hundreds of mRNAs. To gain perspective on the role of different alleles of Yrr1, GO term analysis was carried out (Table S9). Changes for each allele were compared between yeast grown in 4NQO or glycerol, and compared to the yeast carrying the same allele of Yrr1 grown in YPD. Representative pathways were graphically represented using the −log of the *p*-value. Yeast containing Yrr1^IE^ had the fewest GO terms change in either condition (Figure S10 in File S1). Because the Yrr1^IE^ allele is thought to be in part a constitutively active allele, these changes may reflect the phosphorylated state of Yrr1^Y^. Pathways required for active growth, such as ribosome biogenesis, were consistently downregulated (by strain-specific extents). 

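Of 116 ribosome biogenesis genes, 84 fell in 4NQO with Yrr1 S, 31 with Yrr1 Y (19 without S8 and 16 without S1) and 104 with Yrr1 IE, and 114, 105 and 115 fell in glycerol (89, 34 and 109, and 114, 108 and 115 adjusted over the list alone). In 4NQO their median log2 fold change was -0.75 with Yrr1 S, -0.29 with Yrr1 Y and -0.91 with Yrr1 IE, and in glycerol -1.76, -1.32 and -3.15. Between Yrr1 Y and Yrr1 S in YPD the median was already -0.36, with 4 genes lower (adjusted p = 0.114 by camera with an estimated correlation). In 4NQO it was 0.04, with no gene called, so the smaller fall with Yrr1 Y started from a lower level in YPD. Camera with an estimated correlation gave adjusted p = 0.0975 with Yrr1 S, 0.347 with Yrr1 Y and 0.0486 with Yrr1 IE in 4NQO, and 0.0519, 0.0896 and 0.0395 with Yrr1 S, Yrr1 Y and Yrr1 IE in glycerol. *NOP1*, the rRNA methyltransferase fibrillarin, had log2 fold changes of -1.16 (adjusted p = 8.47e-08), -0.81 (adjusted p = 4.90e-05) and -1.04 (adjusted p = 1.18e-06) in 4NQO by edgeR's quasi-likelihood test.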

Yrr1^IE^ downregulated a similar number of genes in the ribosome biogenesis pathway across both conditions, while Yrr1^Y^ showed less downregulation of this pathway by comparing the number of genes in each GO term. 

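Of 116 ribosome biogenesis genes, 104 fell in 4NQO and 115 in glycerol with Yrr1 IE, while 31 and 105 fell with Yrr1 Y and 114 in glycerol with Yrr1 S. Adjusted over the list alone, 109 and 115 fell with Yrr1 IE and 34 and 108 with Yrr1 Y. For Yrr1 IE over Yrr1 Y the list's median was 0.37 in YPD, with 28 genes higher, and -0.24 in 4NQO, with 6 lower. Camera with an estimated correlation gave the list adjusted p = 0.605 in YPD and 0.358 in 4NQO, so neither difference passed that test. Going by these medians alone, the difference in the fall came in part from the levels in YPD. *NSR1* in 4NQO had log2 fold changes of -1.47 (adjusted p = 2.57e-07) with Yrr1 IE and -0.16 (adjusted p = 0.568) with Yrr1 Y by edgeR's quasi-likelihood test, and the changes differed by -1.31 (adjusted p = 7.75e-04) (edgeR interaction contrast). *NOP58*, of the snoRNP core, had -0.93 with Yrr1 IE and -0.75 with Yrr1 Y in 4NQO. The 4NQO count with Yrr1 Y was 19 without S8 and 16 without S1.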

Purine biosynthesis, amino acid activation, and IMP biosynthesis were more downregulated in Yrr1^Y^ compared to Yrr1^S^, while Yrr1^IE^ showed no change. 

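In 4NQO, 18 of 18 aminoacyl-tRNA synthetase genes, which charge tRNAs with amino acids, fell with Yrr1 S, 15 with Yrr1 Y and 11 with Yrr1 IE (18, 17 and 11 adjusted over the list alone). Their median log2 fold changes were -0.63, -0.54 and -0.36, with adjusted p = 0.0845, 0.0967 and 0.245 by camera with an estimated correlation. The count with Yrr1 IE was 5 without S6. For IMP synthesis, *ADE4*, the first enzyme of the pathway, had log2 fold changes of -2.14 (adjusted p = 3.98e-12) with Yrr1 S, -2.40 (adjusted p = 6.87e-13) with Yrr1 Y and -0.34 (adjusted p = 0.146) with Yrr1 IE by edgeR's quasi-likelihood test, and the change of *ADE4* differed between Yrr1 IE and Yrr1 S by 1.8 (adjusted p = 1.41e-06) (edgeR interaction contrast). Between Yrr1 Y and Yrr1 S the 4NQO change of *ADE4* differed by -0.26 (adjusted p = 0.727). In glycerol the change of *ADE2* was -2.58 with Yrr1 S, -2.66 with Yrr1 Y and 0.09 (adjusted p = 0.699) with Yrr1 IE. *SNF1* was at 2 counts or fewer in the Yrr1 IE libraries.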

There were also predictive patterns in pathways that were upregulated compared to YPD. By comparing the number of genes in each GO term, yeast carrying the Yrr1^S^ allele had more genes involved in cellular respiration upregulated in both 4NQO and glycerol than Yrr1^Y^ and Yrr1^IE^.

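Respiratory genes rose in 4NQO in larger number with Yrr1 S: 29 of 41 nuclear genes of the respiratory chain and ATP synthase, against 17 with Yrr1 Y and 16 with Yrr1 IE (34, 20 and 18 adjusted over the list alone). Genes of the tricarboxylic acid cycle rose as well, 14 of 14 with Yrr1 S, 10 with Yrr1 Y and 10 with Yrr1 IE (14, 11 and 13 adjusted over the list alone), and in glycerol 14, 14 and 14 did. *CIT1*, citrate synthase, had log2 fold changes in 4NQO of 1.81 (standard error 0.14, adjusted p = 1.84e-11) with Yrr1 S, 1.02 with Yrr1 Y and 1.28 with Yrr1 IE by edgeR's quasi-likelihood test, and in glycerol 3.87, 3.55 and 2.18. Camera with an estimated correlation gave the respiratory list adjusted p = 0.114, 0.344 and 0.245 in 4NQO, and the tricarboxylic acid cycle adjusted p = 0.0116, 0.0865 and 0.0146. The difference in number between alleles was not tested, and the respiratory counts in 4NQO were 17 without S9 and 18 without S4 for Yrr1 S, 9 without S7 and 5 without S1 for Yrr1 Y and 8 without S11 and 9 without S6 for Yrr1 IE.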

### Yrr1 regulation of metabolism and growth under nonfermentable carbon sources

Because of the differences in the growth of YJM789 and S96 in glycerol, we assessed the function of the mitochondria from both strains. Glycerol is a nonfermentable carbon source that requires respiration by the mitochondria to metabolize the glycerol. We examined the function of mitochondria using vital stains. Mitotracker stains the mitochondria based on the electron potential across the membrane, and mitochondria from YJM789 were lightly stained compared to those from S96 (Figure 5). In contrast, Rhodamine B hexyl ester, which stains the lipids of the mitochondria, equally stained YJM789 and S96. Taken together with the altered growth on glycerol, this suggested that YJM789 cells have less oxidative phosphorylation and consequently less respiration. The mitochondrial DNA contents of these cells are the same, and although there are SNPs between these strains in the mitochondrial genome, swapping the mitochondria does not change growth on glycerol (Sun *et al.* 2016).

**Figure 5:**
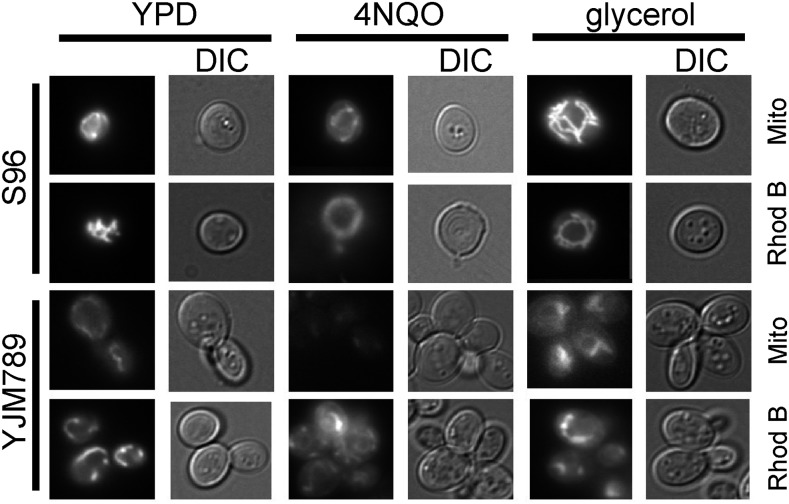
Live mitochondrial staining of S96 and YJM789 yeast grown in YPD, 4NQO, and glycerol with Mitotracker and Rhodamine B hexyl ester. 4NQO, 4-nitroquinoline-1-oxide; DIC, differential interference contrast; YPD, Yeast Peptone Dextrose medium.

The ability to respire might also affect the 4NQO toxicity. We tested the 4NQO response in cells that contain mitochondria that cannot respire (petite) by removing the mitochondrial genome. Strains were made respiration deficient (ρ^0^) and, when plated on 4NQO, they grew better than grande yeast (ρ^+^), which were respiration-proficient strains (Figure 6, top row). Here, we tested both wild-type alleles of Yrr1, Yrr1^IE^, and Yrr1^TE^ (T775E mutation in the Yrr1 allele from YJM789). We found that more 4HAQO was required to slow the growth of such yeast, which was consistent with our hypothesis that 4NQO toxicity was related to its metabolism and the resultant production of ROS. 4NQO toxicity was indeed mediated through the mitochondria, because the resistance of yeast to 4NQO was decreased in the nonfermentable carbon source where respiration was required (Figure 6, bottom row). To confirm that respiration was generating free radicals from 4NQO metabolism, the antioxidant glutathione (GSH) rescued the enhanced 4NQO toxicity in glycerol media (Figure 6, bottom row). The potentiation of 4NQO generated free radicals that were quenched by the addition of GSH. 4HAQO toxicity was not rescued by antioxidants, further supporting the importance of respiration-induced ROS in 4NQO toxicity. Consistent with the parent strains, the *yrr1*Δ yeast expressing mutant alleles of Yrr1 with glutamic acid at 775 were more resistant than wild-type parental alleles (Figure 6). All strains could be rescued from 4NQO by GSH in YPD and were more sensitive to 4NQO when grown on glycerol. Isogenic yeast expressing different alleles were also sensitive to 4HAQO, which could not be rescued by the addition of GSH. Previous studies in cell lysates have found that 4NQO conversion to 4HAQO is stimulated by oxygen, and that metabolic activation increases when reducing compounds are available (Blaglow *et al.* 1977). In human cell culture, adding GSH increases the viability of cells treated with 4NQO and decreases the production of 4HAQO (Arima *et al.* 2006). Altering levels in the purine salvage pathway may also change the metabolism of 4NQO, as 4HAQO-purine adducts form (Kitani *et al.* 1983; Loret *et al.* 2007). Yrr1 has additional roles to play in the 4NQO response because the *yrr1*Δ yeast from both resistant and sensitive yeast has hindered growth compared to the respective wild-type parents.

**Figure 6:**
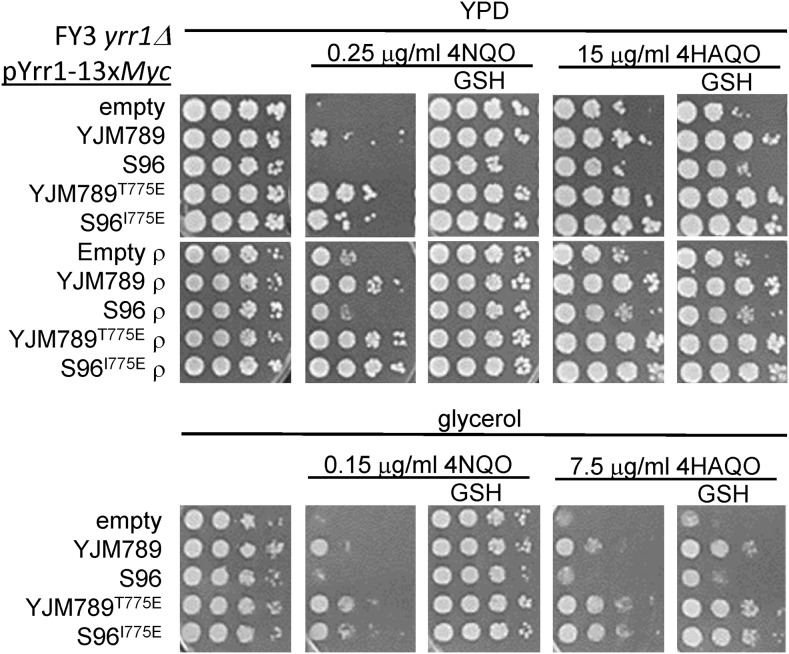
Growth assays of grande and petite (ρ) yeast (FY3 *yrr1*::*URA3*) expressing different alleles of Yrr1 on different combinations of carbon source and derivatives of 4NQO. All yeast contained the pYrr1-13x*Myc* plasmid, and strain labels indicate the allele of *YRR1* encoded on the plasmid. Ten-fold serial dilutions of FY3 *yrr1*Δ yeast grown in YPD or glycerol media with 4NQO or 4HAQO supplemented with the antioxidants GSH. Plates were incubated for 3 d and photographed. 4HAQO, 4-hydroxyaminoquinoline-1-oxide; 4NQO, 4-nitroquinoline-1-oxide; GSH, glutathione; YPD, Yeast Peptone Dextrose medium.

To pinpoint which stage of the ETC may be working to increase 4NQO toxicity, drugs that block specific steps were tested in conjunction with 4NQO. Concentrations of drugs that interfere at various steps of respiration were optimized to inhibit growth on glycerol, yet permit growth on YPD. In this case, when grown in the presence of these drugs, yeast were unable to respire and were functionally petite, but the ETC was stopped at different steps based on the target of each drug. If these chemical respiration blockers work at the same step as 4NQO, then no decreased growth inhibition would be seen. Antimycin A blocks the transfer of electrons between cytochrome b and cytochrome c, and decreases oxygen consumption, which occurs at complex IV. Myxothiazol inhibits cytochrome bc1 by competing with ubiquinol, and the effect of myxothiazol binding induces a red-shift to the visible absorption spectrum of reduced heme bl. Oligomycin A is an inhibitor of ATP synthase and blocks proton flow. FCCP breaks the proton gradient because it permeablizes the mitochondrial membrane and allows electrons to flow around the ATP synthase. Because this occurs after Complex IV and possibly as the cells try to compensate for decreased ATP, the oxygen consumption of FCCP-treated cells increases (Schnellmann 2013). There was no change in growth with antimycin A, myxothiazol, or oligomycin A with 4NQO, but FCCP exacerbated sensitivity to 4NQO (Figure 7). Blocking the ETC causes electrons to back up, which we posit radicalizes oxygen, increasing the damage from 4NQO treatment. Nevertheless, the addition of GSH rescues all growth inhibition.

**Figure 7:**
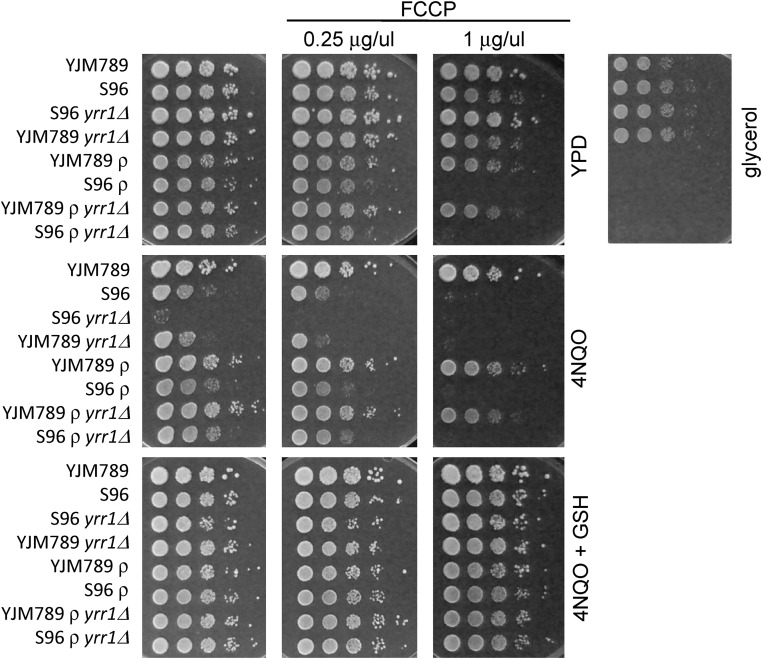
Growth assays of YJM789 or S96 yeast and different combinations of wild-type or *yrr1*Δ mutants, and grande or petite (ρ) with FCCP. Ten-fold serial dilutions of yeast grown YPD with 4NQO supplemented with antioxidants GSH. Plates were incubated for 3 d and photographed. 4NQO, 4-nitroquinoline-1-oxide; FCCP, Carbonyl cyanide-*4*-(trifluoromethoxy)phenylhydrazone; GSH, glutathione; YPD, Yeast Peptone Dextrose medium

### Gene expression patterns in 4NQO and nonfermentable carbon sources

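The rise of *SNQ2* RNA in 4NQO was tested for a difference between alleles. It differed by 0.15 between Yrr1 Y and Yrr1 S (standard error 0.20, adjusted p = 0.832 from edgeR's interaction contrast) and by 0.01 (adjusted p = 0.992) between Yrr1 IE and Yrr1 S, on the log2 scale. Per library in 4NQO, *SNQ2* was at 794 and 972 CPM with Yrr1 Y and at 599 and 640.0 CPM with Yrr1 S, so both Yrr1 Y libraries lay above both Yrr1 S libraries.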

In the presence of 4NQO, the expression of *SNQ2* was significantly higher in yeast with the Yrr1^Y^ allele than with the Yrr1^S^ allele. 

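In glycerol *SNQ2* was at 227 ± 10.5, 379 ± 19.5 and 336 ± 81.7 CPM with Yrr1 S, Yrr1 Y and Yrr1 IE (SD, n = 2). From YPD to glycerol it fell with Yrr1 S, with a log2 fold change of -0.46 (standard error 0.14, adjusted p = 0.0066) by edgeR's quasi-likelihood test. With Yrr1 Y the log2 fold change was -0.08 (adjusted p = 0.665) and with Yrr1 IE -0.14 (adjusted p = 0.402), which did not pass the test. The value with Yrr1 IE was -0.40 (adjusted p = 0.0249) without S17. *PDR5*, the related transporter gene, had -1.72 (adjusted p = 5.64e-13), -1.64 (adjusted p = 1.87e-12) and -1.63 (adjusted p = 1.44e-12) from edgeR.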

For all three alleles, *SNQ2* expression was not significantly lower when the yeast cells utilized glycerol when compared to yeast carrying those alleles grown with dextrose as the carbon source. 

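In glycerol *SNQ2* was higher with Yrr1 Y than with Yrr1 S, by a log2 fold change of 0.74 (standard error 0.14, adjusted p = 0.00218) from edgeR's quasi-likelihood test, and higher with Yrr1 IE than with Yrr1 S (0.56 (adjusted p = 0.00202)). The first of these stood at 0.69 (adjusted p = 0.0541) without S14, and the second at 0.30 (adjusted p = 0.123) without S17. *SNG1* and *YPP1*, the genes beside region 527, were higher with Yrr1 Y than with Yrr1 S in glycerol as well (0.65 and 0.67). Their adjusted p was 0.225 without S15, 0.0556 without S16, 0.0764 without S13 and 0.189 without S14 for *SNG1*, and 0.383 without S16, 0.0661 without S13 and 0.273 without S14 for *YPP1*. From the better growth of Yrr1 Y cells in 4NQO and their weaker growth in glycerol, the paper proposes that higher *SNQ2* expression is associated with resistance to 4NQO and with inhibited growth in glycerol.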

Because cells containing Yrr1^Y^ grow better than those containing Yrr1^S^ in 4NQO (but grew less in YPglyc media), higher expression of *SNQ2* can be associated with higher resistance to 4NQO and with inhibited growth in glycerol media.

### Conclusions

The role of Yrr1 in 4NQO toxicity may represent the connection between the cell’s responses to various sources of stress, such as nutrient availability (carbon source) and xenobiotics (4NQO), leading us to propose a metabolic model for 4NQO mechanism (Figure 8). In yeast that actively respire, 4NQO is more toxic because of the production of both 4HAQO and ROS, and growth can be rescued by the addition of GSH, which quenches the ROS but not the 4HAQO effects. GSH reduces ROS, and can be directly conjugated to 4NQO products (Peklak-Scott *et al.* 2005) and then transported out of the cell by Snq2. The addition of 20 times more 4HAQO was required to inhibit yeast growth to the same extent as 4NQO, so most of 4NQO’s toxicity can be traced to the process of conversion, not the 4HAQO metabolite itself. Petite yeast cannot respire and hence were more resistant to 4NQO because 4NQO was not converted. Conversely, forcing yeast to respire increased the toxicity of 4NQO. The unexpected relative resistance to 4NQO of petite yeast illustrated that shifting the carbon metabolism and by proxy the redox state of yeast altered 4NQO response. In other words, repressing respiration increased 4NQO resistance, whether that was by actively preventing respiration in petite cells or expressing alleles of Yrr1 that cause yeast to respire less. Because petite 4NQO-resistant yeast could not grow on a nonfermentable carbon source, it is a most extreme example of reduced growth on a nonfermentable carbon source compared to the only slowed growth of Yrr1^Y^-carrying yeast in similar conditions. The variation in gene expression among yeast with different Yrr1 alleles was a combination of direct regulation and indirect change. The indirect change in gene expression involved general pathways, which were downregulated in response to stress.

**Figure 8:**
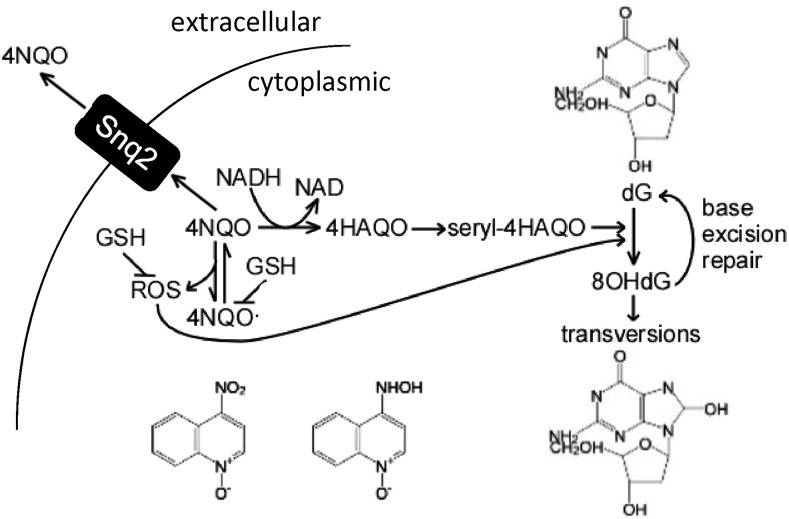
Model 4NQO metabolism in yeast. 4QNO is reduced into 4HAQO while also generating ROS. The ROS byproducts of 4NQO metabolism can be quenched by GSH. Metabolism of 4HAQO does not produce ROS, and so 4HAQO growth inhibition could be mitigated by the addition of GSH. 4HAQO is conjugated to a seryl and oxidized guanine (dG) into 8OHdG. Oxidized nucleotides in DNA are typically repaired by base excision. Snq2 localized to the cell membrane exports 4NQO. Increased expression of Snq2 decreases the growth inhibition by 4NQO. 4HAQO, 4-hydroxyaminoquinoline-1-oxide; 4NQO, 4-nitroquinoline-1-oxide; 8OHdG, 8-Oxo-2’-deoxyguanosine; GSH, glutathione; ROS, reactive oxygen species.

In an effort to correlate ChIP-Seq and transcriptomics in a variety of environmental conditions, we assessed changes in gene expression induced by different alleles of a single transcription factor. While a single polymorphism can flip a 4NQO-sensitive allele to a 4NQO-resistant allele by inducing the transcription of Snq2, the simplicity of this model did not translate well to the growth of yeast in glycerol. The expression of Yrr1^Y^ conferred a productive transcriptional response to 4NQO, but slowed the growth of yeast in nonfermentable carbon sources. The Yrr1^IE^ allele increased the 4NQO resistance more than either wild-type allele; however, examination of the transcriptomic data revealed significant differences in genome-wide expression between the Yrr1^IE^ and Yrr1^Y^ alleles, despite similar phenotypes in 4NQO. There are likely additional modes of Yrr1 regulation, in particular when cells are grown in glycerol, which precluded the correlation of ChIP-Seq of a single transcription factor and changes in the transcriptome. The changes in the transcriptome between three different conditions with the different alleles of Yrr1 combine not only inputs from Yrr1, but also regulators that respond to these conditions. The transcriptomic data set produced here can be further used for the analysis of expression variation in different carbon sources due to genetic variation in a single transcription factor.

## 

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.117.300138/-/DC1.

# Supplementary material for: Transcriptional Profiling of Saccharomyces cerevisiae Reveals the Impact of Variation of a Single Transcription Factor on Differential Gene Expression in 4NQO, Fermentable, and Nonfermentable Carbon Sources
**Source:** G3 (Bethesda). 2017 Dec 5;8(2):607–19. doi: 10.1534/g3.117.300138
**Supplement:** Supplementary file 7

# Supporting text Rong-Mullins 2017

**Determine confidence in ChIP-Seq peaks based on peak shape metrics**

The loci showing zero-FPKM by Rsubread under all the tested conditions (combinations of Yrr1 allele and growth medium) were not considered because they were probably either (1) rRNA or tRNA genes whose reads were filtered out for RNA-Seq to reduce bias in FPKM calculation or (2) dubious ORFs unlikely to encode functional proteins. After this exclusion, 6620 loci showed nonzero FPKM values under at least one condition, and 933 loci overlapped with 888 narrow peak regions of the Yrr1 ChIP. The modes of the FPKM distributions of all the 6620 loci were < 2^5^ (32) (Figure S1C). In contrast, the modes of loci overlapping with peak regions shifted up between 2^5^ (32) and 2^10^ (1024) had modes around 2^10^ (depending on condition). There were 819 consolidated peak regions containing negative peaks compared to 1136 consolidated peak regions containing positive peaks (enrichment in ChIP over input). Thus, there may be a considerable number of false positive peaks that occurred from the same causes as negative peaks (i.e. uneven sequencing coverage unrelated to ChIP enrichment).

Previously ChIP-seq was acquired and reanalyzed [1]. The bedGraph pileup data generated by MACS2 via option --bdg was used to examine the shapes of peaks identified by CisGenome and MACS2. The pileup data was normalized so that every sample, whether ChIP or input, had a genome-wide sum pileup of 7.5^e^8, approximately equivalent to a mean coverage of 62.5X when the genome size is assumed to be 12^e^6 bp. The normalized pileup values of input were subtracted from those of ChIP for the same condition (combination of *YRR1* allele and growth medium) at each nucleotide position, to generate the raw ‘ChIP minus input’ (**Cmi**) pileup data. Rolling means in windows of 200 bp were calculated for each raw Cmi pileup dataset. Only the pileup data within the consolidated peak regions (1136 in total, see manuscript Materials and Methods for how they were generated) was used in the following procedure. For each consolidated peak region, the chromosomal coordinates (X_i_) were found corresponding to the following extrema (Y_i_) on the rolling mean curve of Cmi: the global maximum (X_gmax_ corresponding to Y_gmax_), then the local minima (X_lmin1_ and X_lmin2_ respectively corresponding to Y_lmin1_ and Y_lmin2_) and the local maximum (X_lmax_ corresponding to Y_lmax_) closest to X_gmax_ but at least 20 bp away from X_gmax_ (Figure S2 A, D). In raw Cmi (not rolling mean), the global maximum pileup value (Y_gmax_raw_) was termed **summit height**; the pileup value at X_lmax_ was termed **2^nd^ summit height**, then the difference between summit height and 2^nd^ summit height was termed **rise from 2^nd^ summit**; the mean pileup value throughout the peak region excluding the region between X_lmin1_ and X_lmin2_ was termed **background mean**; then the difference between summit height and background mean was termed **rise from background mean** (Figure S2 B, E). The normalized pileup values of ChIP and input were also plotted as two curves in the same graph (Figure S2 C, F); the difference between the global maximal pileup values of ChIP and input curve was termed **summit difference**; the difference between the chromosomal coordinates of the two maxima was termed **summit distance**. The peak region initially identified by MACS2 for the respective sample (not yet consolidated with overlapping peaks in other samples) was shown as **MACS2 peak region** (Figure S2 C, F); peaks identified by CisGenome were not shown because the pileup data used here was generated by MACS2 instead of CisGenome.

The term **peak instance** means the occurrence of a peak within a certain consolidated peak region in a pileup dataset (for how consolidated peak regions were generated, see manuscript Materials and Methods). A pileup dataset represents a combination of Yrr1 allele, growth medium, replicate and peak-calling option. There were three alleles (Yrr1^S^, Yrr1^Y^ and Yrr1^IE^) and two growth media (YPD without 4NQO and YPD with 4NQO), therefore six conditions; there are three replicates for each condition; for each replicate, peak calling by MACS2 was done using two options (-m 2,30 and --nomodel). In total there are 36 pileup datasets for the ChIP-Seq experiment thus 36 peak instances for each consolidated peak region.

For each consolidated peak region, the mean X_lmin1_ and X_lmin2_ values of all the applicable peak instances were respectively used as the **left** and **right bounds** of this consolidated peak region. The region between the left and right bounds is termed the **narrow peak region** of the consolidated peak region. When a left or right bound is not available (no X_lmin1_ or X_lmin2_ was available for any peak instance), the start or end of the consolidated peak region is used as the left or right bound, respectively, to delineate the narrow peak region. The length of a narrow peak region is also the length of the peak instance in this consolidated peak region. A narrow peak region is meant to be more focused on the risen (i.e. peak) part of the consolidated peak region and to exclude most of the background parts. Narrow peak regions are primarily used to (1) evaluate overlapping of ChIP peaks with genetic features such as gene or telomere and (2) determine the log_2_(fold change) between ChIP and input using cumulative pileup values (areas under the curves). Inherently, there is one narrow peak region for each consolidated peak region. Two sets of thresholds for peak metrics were used to select peaks with high priority of consideration (Table S6).

There are 8 consolidated peak regions that showed totally 92 peak instances passing threshold Set 1 (Table S7). Regions 201, 659 (e.g. Figure S2) and 527 (e.g. Figure S4) accounted for 66 of those instances, which overlapped with lowly expressed genes (FPKM <= 60) or no genetic feature, therefore are not very likely false positives due to hyper-ChIPability. One other instance was in Region 305 and overlapped with a tRNA gene tS(UGA)I which is probably highly expressed, therefore this instance is likely a hyper-ChIPable false positive. Four consolidated peak regions accounted for the rest of the instances and they all overlapped with telomeres. Telomeres contain repetitive regions where mapping qualities of reads are low, i.e. reads are mapped to multiple regions across the genome. This introduces uncertainty about whether the reads counted as mapped to each telomere region actually originated from this specific region, instead of other regions with similar sequences (probably other telomeres); it also introduces the possibility of inflated read counts over actual local coverage. Therefore, peak instances overlapping with telomeres cannot be confidently considered as true binding sites of Yrr1.

In addition to the 8 regions with instances passing threshold Set 1, 15 consolidated peak regions showed 22 instances that passed threshold Set 2 (Table S7). Region 1064 is upstream of *YRR1* and Yrr1 has been shown to auto-regulate by binding upstream of its own gene (Zhang *et al*. 2001). However, input samples showed pronounced peaks overlapping with peaks in ChIP samples in Region 1064 (Table S4, e.g. Figure S7), which reduced the confidence that the peak instances in Region 1064 are true binding sites instead of sequence enrichment unrelated to Yrr1 binding. The instances in 10 other regions that passed Set 2 overlapped with telomeres or highly expressed genes (FPKM > 100), therefore are likely false positives. The rest 4 regions overlapped with lowly expressed genes or no feature. However, the peak shape metrics in those regions were inconsistent among replicates. Specifically, though one replicate showed a peak instance passing threshold Set 2, at least one other replicate of the same allele, growth medium and peak calling option showed much lower values of shape metrics and much farther from passing threshold Set 2 (Table S4, e.g. Figure S8 A, B, C). In contrast, the peak instances in Region 201, 659 and 527 that passed threshold Set 1 showed much more consistent values among replicates (Table S4, e.g. Figure S8).

Overall, compared to threshold Set 1, the more relaxed Set 2 discovered few additional consolidated peak regions that likely contain true binding sites of Yrr1. It is consequently assumed that further relaxing thresholds are not very likely to discover more potential binding sites with high confidence. Therefore, Regions 201, 659 and 527 are assigned with highest confidence of containing true binding sites. All these three regions were discovered via threshold Set 1 and accounts for majority of the instances passing the thresholds (66 of 92 for Set 1, 77 of 114 for Set 2).

When ChIP and input were flipped to identify regions enriched in input over ChIP (negative peaks), there are 8 consolidated peak regions showing a total of 25 negative peak instances passing threshold Set 1 (Table S4). Since there are 8 consolidated peak regions showing 92 positive peak instances passing threshold Set 1, the false discovery rate for threshold Set 1 was 25 / (92 + 25) = 21.4%. Prior to application of any threshold, there were 4751 positive and 6313 negative peak instances identified by MACS2, giving a false discovery rate of 6313 / (4751 + 6313) = 57.1%. This shows that threshold Set 1 considerably reduced the false discovery rate measured by occurrence of negative peaks. The causes of negative peaks need to be explored to prevent false discovery of protein-DNA interaction based on enrichment in ChIP due to the same causes as enrichment in input. One possible cause is the local biases of sequence coverage introduced during library preparation and sequencing for ChIP-Seq. In addition, the negative peak instances showed different shape characteristics than positive instances in Regions 201, 659 and 527, which can help differentiate between them: (1) some negative instances showed inconsistence occurrence among treatments, i.e. pronounced peaks were only observed in one treatments and hardly in any other treatment, while those positive instances were similarly pronounced across all treatments (Table S4); (2) the other negative instances showed pronounced secondary peaks near the highest peaks within the consolidated peak regions (Table S4, e.g. Figure S3 D, E, F), while there were none to substantially-lower secondary peaks in Regions 201, 659 and 527 (Table S4, e.g. Figure S2, S8).

# Supporting tables

Table S1

**File S1 Rong_2015_SI_tableS1_rna.xlsx**

**Table S1**. Read counts and differential expression of all genes from All RNA-Seq comparing alleles and growth media YPD, 4NQO, YPGlycerol. In each comparison for differential expression in the format of ‘condition/condition_B’, condition_A is the denominator and condition_B is the numerator when calculating fold change. This table contains the following worksheets:

- **Rsubread_count_table**: count table generated by Rsubread package, used for differential expression analysis by DESeq2 package
- **Rsubread_FPKM**: fragment counts per kilobase gene per million mapped fragments (FPKM) data calculated based on ‘**Rsubread_count_table**’
- **DESeq**: differential expression data generated by DESeq2 package

Table S2

**File S2 Rong_2015_SI_tableS2_hm.xlsx**

**Table S2**. Differential expression of genes that were significantly different from RNA-Seq, analyzed using DESeq2 for all the tested loci and comparisons among alleles and growth media YPD, 4NQO. In each comparison ‘condition_A…condition_B’, condition_A is the denominator and condition_B is the numerator when calculating fold change. This table contains the following worksheets:

- **log2fc**: Log_2_(fold change) values. The genes (rows) are arranged according to the heatmap shown in Figure S1.
- **significant**: significant differential gene expression highlighted based on *p*-values adjusted for multi-testing (*q*-values), where ‘*’ represents *q*-value between 0.005 and 0.05, and ‘**’ represents less than 0.005
- **row_dendrogram**: row dendrogram for the heatmap showing clustering patterns of all the tested genes

Table S3

**File S3 Rong_2015_SI_tableS3_chip1.xlsx**

**Table S3**. All the peaks identified by CisGenome and MACS2 from the ChIP-Seq data. This table contains the following worksheets:

- **CisGenome**: positive peaks (enrichment in ChIP over input) identified by CisGenome
- **MACS2_positive**: positive peaks identified by MACS2
- **MACS2_negative**: negative peaks (enrichment in input over ChIP) identified by MACS2

The columns in worksheet **CisGenome** are explained below:

- **MasterID**: simple sequential numeric ID for each identified peak
- **alnshift2bar_prm**: CisGenome parameter -s for function alnshiftbar, two options 0 and 100 were used.
- **seqpeak_prm**: CisGenome parameters –b -w 1 -e 150 -c 3 for function seqpeak, two options 10 and 50 were used for –b.
- **condition** represents combination of allele and growth medium (shown as … in figures):
  - **T1**: Yrr1^Y^, YPD without 4NQO (YJM789, YPD)
  - **T2**: Yrr1^Y^, YPD with 4NQO (YJM789, 4NQO)
  - **T3**: Yrr1^S^, YPD without 4NQO (S96, YPD)
  - **T4**: Yrr1^S^, YPD with 4NQO (S96, 4NQO)
  - **T5**: Yrr1^IE^, YPD without 4NQO (S96-I775E, YPD)
  - **T6**: Yrr1^IE^, YPD with 4NQO (S96-I775E, 4NQO)
- The rest of the columns were directly from CisGenome output, explained in <http://www.biostat.jhsph.edu/~hji/cisgenome/index_files/outputformat_seqpeak.txt>

The columns in worksheets **MACS2_positive** and **MACS2_negative** were directly from MACS2 output, explained in <https://github.com/taoliu/MACS>, except that:

- **m*** in column **name** represents the MACS2 option used to call peaks:
  - **mn**: --nomodel
  - **m2**: -m 2,30

Table S4

**File S4 Rong_2015_SI_tableS4_chip2.xlsx**

**Table S4**. Shape metrics of all the ChIP-Seq peak instances in all the consolidated peak regions in all the pileup dataset. This table contains the following worksheets:

- **mC1_ct_wd_mi_posi_w200c10**: positive peak instances, representing enrichment in ChIP over input
- **mC1_ct_wd_mi_nega_w200c10**: negative peak instances, representing enrichment in input over ChIP

The columns in the table are explained below:

- **op_id** in the format of ‘m*_T*_ChIP*’ (‘*’ means a variable character), represents the identity of a Cmi pileup dataset as well as the ChIP and input datasets associated with it.
  - **m*** represents the MACS2 option used to call peaks:
    - **mn**: --nomodel
    - **m2**: -m 2,30
  - **T*** represents combination of allele and growth medium (shown as … in figures):
    - **T1**: Yrr1^Y^, YPD without 4NQO (YJM789, YPD)
    - **T2**: Yrr1^Y^, YPD with 4NQO (YJM789, 4NQO)
    - **T3**: Yrr1^S^, YPD without 4NQO (S96, YPD)
    - **T4**: Yrr1^S^, YPD with 4NQO (S96, 4NQO)
    - **T5**: Yrr1^IE^, YPD without 4NQO (S96-I775E, YPD)
    - **T6**: Yrr1^IE^, YPD with 4NQO (S96-I775E, 4NQO)
  - **ChIP*** represents one of three replicates, possible values are ChIP1, ChIP2, ChIP3
- **peak_id**: identity of consolidated peak region (please see manuscript Materials and Methods for how consolidated peak regions were generated)
- **chrom**: chromosome
- **chromStart**: start of consolidated peak region
- **chromEnd**: end of consolidated peak region
- **region_length**: length of consolidated peak region
- **cp_Lbound**: X_lmin1_, representing the left bound of a peak instance (narrow peak region)
- **cp_Rbound**: X_lmin2_, representing the right bound of a peak instance (narrow peak region)
- **cp_length**: X_lmin2_ - X_lmin1_, the length of a peak instance (narrow peak region)
- **climaxPos**: chromosome coordinate of the global maximum on raw (not rolling mean) curve of pileup dataset
- **climax_diff**: summit difference
- **climax_dist**: summit distance
- **climax_dV**: summit height
- **background_mean**: background mean
- **c2b_rise**: rise from background mean
- **xtrm_2max_pos**: X_lmax_, chromosome coordinate of the 2^nd^ highest local maximum across the consolidated peak region
- **xtrm_2max_ori_dV**: 2^nd^ summit height
- **c22_rise**: rise from 2^nd^ summit
- **xtrm_1max_pos**: X_gmax_, chromosome coordinate of the global maximum on rolling mean curve of pileup dataset
- **xtrm_1max_ori_dV**: pileup value at X_gmax_

Table S5

**Table S5**. Examples of peak instances with various confidence levels of being high confident binding sites of Yrr1. All peak instances were for allele Yrr1^IE^ and called by MACS2 using option --nomodel; replicate 3 of growth medium YPD with 4NQO (mn_T6_ChIP3) was used for consolidated peak Regions 201 and 659, replicate 2 of growth medium YPD without 4NQO (mn_T5_ChIP2) was used for Regions 25 and 1314. Relatively lower values of shape metrics were highlighted by underlining.

| **Instance ID** | **Obser-vation^a^** | **Consolidated peak region ID** | **MACS2 peak region** | **Shape metrics** | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **Summit height** | **Summit difference** | **Summit distance (bp)** | **Rise from background mean** | **Rise from 2^nd^ summit** |
| 30998 | Upstream of *SNQ2* | 201 | chrIV:465175-465685 | 257.9 | 198.4 | 212 | 235.3 | 250.2 |
| 31456 | Pronounced peak | 659 | chrX: 607186-607520 | 161.3 | 132.4 | 459 | 155.4 | 128.4 |
| 32533 | Hyper-ChIPable | 25 | chrI:142832-143070 | 63.8 | 27 | 645 | 51.0 | 25.7 |
| 33822 | Negative peak | 1314 | chrMito:13785-23783 | 382.3 | 228.9 | 30 | 111.0 | 8.7 |

^a^ Consolidated peak Region 201 was upstream of gene *SNQ2*, known for higher expression induced by Yrr1 in response to 4NQO (Cui *et al*. 1998; Le Crom *et al*. 2002; Onda *et al*. 2004), therefore peak instances within Region 201 are likely to represent true binding sites of Yrr1 for transcription activation of *SNQ2*. Region 201 showed pronounced peaks with high values for all the five-shape metrics (Table S4; an example is shown in Table S5 and Figure S2 A, B, C). Similarly, peak instances within Region 659 also showed high values for peak shape metrics (Table S4; an example is shown in Table S5 and Figure S2 D, E, F), therefore may represent true binding sites as well. Region 659 was upstream of gene *RPL43B*, not previously known to be regulated by Yrr1 or involved in 4NQO responses, therefore may be a novel finding based on peak shape metrics similar to Region 201. In addition, all the tested parameter sets of CisGenome and MACS2 identified peaks within Region 201 and 659 for most of the six conditions (combination of *YRR1* allele and growth medium) (Table S3). This further supports that peak instances within these two regions are likely to represent true binding sites. On the other hand, two regions that are less likely to represent true binding sites were also shown to contrast. Peak instances in Region 25 (e.g. Figure S3 A, B, C) overlap with a highly expressed gene *EFB1*, which encodes translation elongation factor 1 beta and showed FPKM 1076-1803 across all the conditions examined in RNA-Seq in this study. Therefore, peak instances within Region 25 are probably false positives due to hyper-ChIPability (Teytelman *et al*. 2013). Negative peak instances (regions enriched in input compared to ChIP) were identified within Region 1314 (e.g. Figure S3 D, E, F), and the shape metrics of an example negative peak instance calculated by flipping ChIP and input was shown. Some shape metrics of peak instances in Regions 25 and 1314 showed considerably lower values (highlighted by underlining) than those in Regions 201 and 659. Based on the assumption that lower values of the five shape metrics are linked to false positive peak instances, two sets of thresholds (Table S6) were used to select peak instances more likely to represent true binding sites because they show more pronounced shapes like those in Region 201 and 659.

Table S6

**Table S6**. Sets of thresholds used to select peaks with high confidence of being true binding sites of Yrr1. Peak instances must show greater values than the thresholds for all the five shape metrics to pass the set of thresholds.

| **Set of thresholds (minima)** | **Summit height** | **Summit difference** | **Summit distance (bp)** | **Rise from background mean** | **Rise from 2^nd^ summit** |
| --- | --- | --- | --- | --- | --- |
| Set 1 | 120 | 80 | 150 | 100 | 80 |
| Set 2 | 100 | 60 | 120 | 80 | 60 |

Table S7

**Table S7**. Consolidated peak regions with peak instances passing threshold set 1 and 2, as well as the genetic features overlapping with corresponding narrow peak regions.

| **Consolidated peak region** | |  | **Number of instances passing threshold set** | |  | **Overlapping feature** | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **ID** | **Coordinates** |  | **Set 1** | **Set 2** |  | **Name** | **FPKM range^a^** |
| 201 | chrIV:454940-465905 |  | 33 | 34 |  | *YDR010C* | 0-60 |
| 659 | chrX:606408-607949 |  | 28 | 32 |  | None | - |
| 527 | chrVII:893849-894948 |  | 5 | 11 |  | *SNG1, YPP1* | 30-49, 31-57 |
| 305 | chrIX:248423-249499 |  | 1 | 3 |  | *tS(UGA)I* | Likely high |
| 118 | chrIII:1-1187 |  | 11 | 13 |  | *TEL03L* | Telomere |
| 728 | chrXII:10953-11969 |  | 6 | 11 |  | *TEL12L* | Telomere |
| 1005 | chrXIV:783435-784407 |  | 4 | 6 |  | *TEL14R* | Telomere |
| 414 | chrVI:4432-5365 |  | 4 | 4 |  | *TEL05L* | Telomere |
| 595 | chrVIII:556144-557249 |  | 0 | 4 |  | *TEL08R* | Telomere |
| 727 | chrXI:666053-666899 |  | 0 | 2 |  | *TEL11R* | Telomere |
| 772 | chrXII:488797-489549 |  | 0 | 2 |  | *RDN5-6* | Likely high |
| 70 | chrII:300064-301549 |  | 0 | 1 |  | *RPL4A* | 1248-1913 |
| 357 | chrV:191894-192768 |  | 0 | 1 |  | *SPC25* | 44-61 |
| 494 | chrVII:609707-610256 |  | 0 | 1 |  | None | - |
| 526 | chrVII:882500-883857 |  | 0 | 1 |  | *TDH3* | 26692-35198 |
| 669 | chrX:702018-702894 |  | 0 | 1 |  | *RPS4A* | 1224-1789 |
| 716 | chrXI:519459-520723 |  | 0 | 1 |  | *UTH1* | 2486-3313 |
| 754 | chrXII:341016-341941 |  | 0 | 1 |  | *MIM2* | 140-375 |
| 770 | chrXII:485176-486011 |  | 0 | 1 |  | *RDN5-5* | Likely high |
| 1007 | chrXV:28429-29364 |  | 0 | 1 |  | *HPF1* | 30-104 |
| 1033 | chrXV:274082-275272 |  | 0 | 1 |  | *tS(GCU)O* | Likely high |
| 1064 | chrXV:642006-642721 |  | 0 | 1 |  | None | - |
| 1116 | chrXVI:296884-297456 |  | 0 | 1 |  | None | - |

^a^ FPKM range across all the combination of alleles and media in RNA-Seq. FPKM values are not available for rRNA (*RDN5-5*) and tRNA genes (*tS(UGA)I*, *tS(GCU)O*) since reads matched to those genes were excluded from RNA-Seq analysis. However, those genes are likely to have high FPKM had their reads not been excluded, due to the high cellular abundance of those RNAs. FPKM values were not calculated for telomeres because they are not transcribed.

Table S8

**File S8 Rong_2016_SI_TableS8_YPglyc_rna.xlsx**

**Table S8**. Differential expression data from RNA-Seq, analyzed using DESeq2 for all the tested loci and comparisons among alleles and growth media YPD and YPglycerol. In each comparison ‘condition_A/condition_B’, condition_A is the denominator and condition_B is the numerator when calculating fold change. Values of log2(fold) change for genes that were significant as determined by the z-score.

Table S9

**File S9 Rong_2016_SI_TableS9_all_GO_terms.xlsx**

**Table S9** GO term enrichment across yeast with different alleles of Yrr1 in 4NQO and glycerol compared to YPD.

# Supporting Figures mentioned in supporting text

**
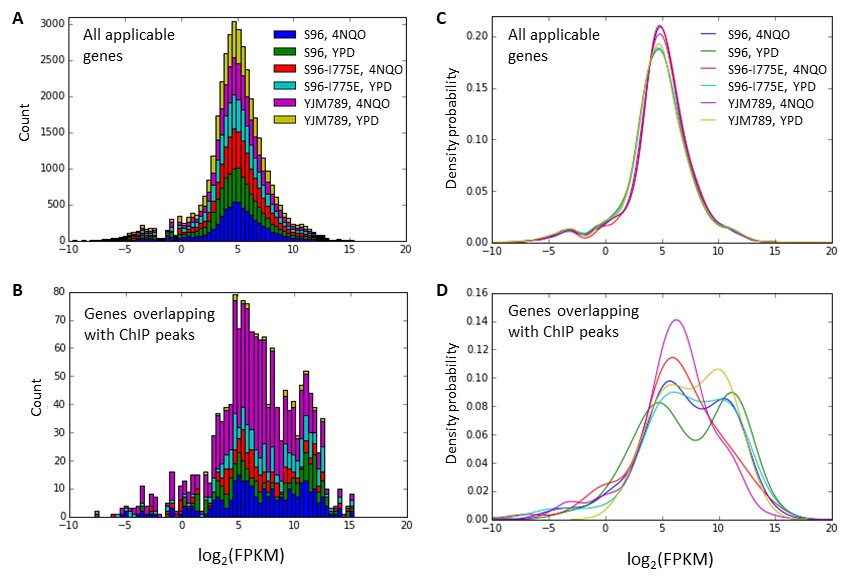
Figure S1**. Loci that overlap with narrow peak regions (defined in Materials and Methods and Supporting Information) of Yrr1 ChIP tend to show higher expression levels. For plotting as log_2_-transformed values, zero-FPKM values were adjusted to random numbers between 0 and 0.1 (or -3.32 as log_2_ value) sampled from normal distribution, since minimum non-0 FPKM value in the whole RNA-Seq dataset was 0.1. Only loci showing non-0 FPKM before adjustment under at least one condition (combination of *YRR1* allele and growth medium) were plotted in attempt to exclude rRNA, tRNA and dubious open reading frames. **A**, **B**: histograms stacked by conditions showing counts of loci. **C**, **D**: fitted curves for histograms via Gaussian Kernel Density Estimation showing approximate fraction of loci for each condition. **A**, **C**: all the 6620 applicable loci. **B**, **D**: 933 loci that overlap with 888 narrow peak regions in Yrr1 ChIP identified by CisGenome and/or MACS2 (out of 1136 narrow peak regions in total). The color codes are the same between **A** and **C** and between **B** and **D**, respectively.

**
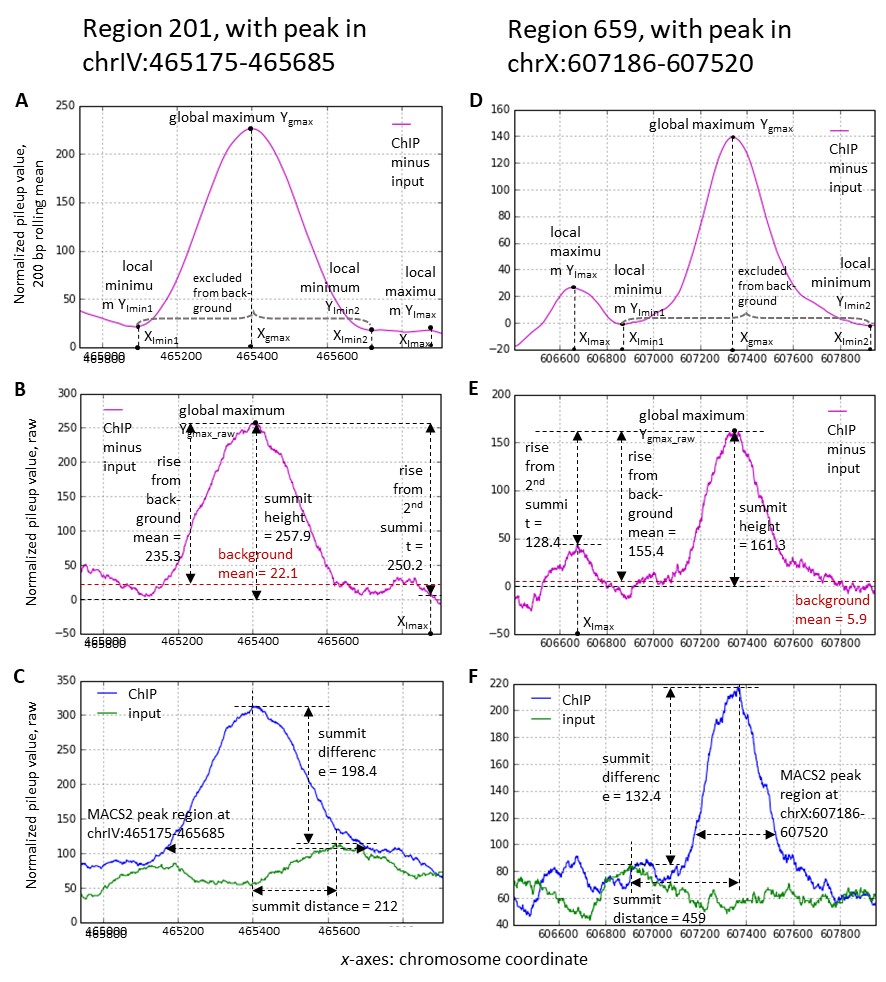
Figure S2**. Illustration of peak shape metrics on peak instances within consolidated peak regions 201 and 659, also as examples of peak instances likely to represent functional binding sites of Yrr1. Plotted are bedGraph pileup data generated by MACS2 using option --nomodel from ChIP replicate 3 and input of Yrr1^S96-I775E^ in 4NQO (mn_T6_ChIP3). **A**, **B**, **C**, region 201. **D**, **E**, **F**, region 659. **A**, **D**, rolling means per 200-bp window of normalized pileup values of ChIP minus input. **B**, **E**, normalized pileup values of ChIP minus input. **C**, **F**, normalized pileup values of ChIP and input.

**
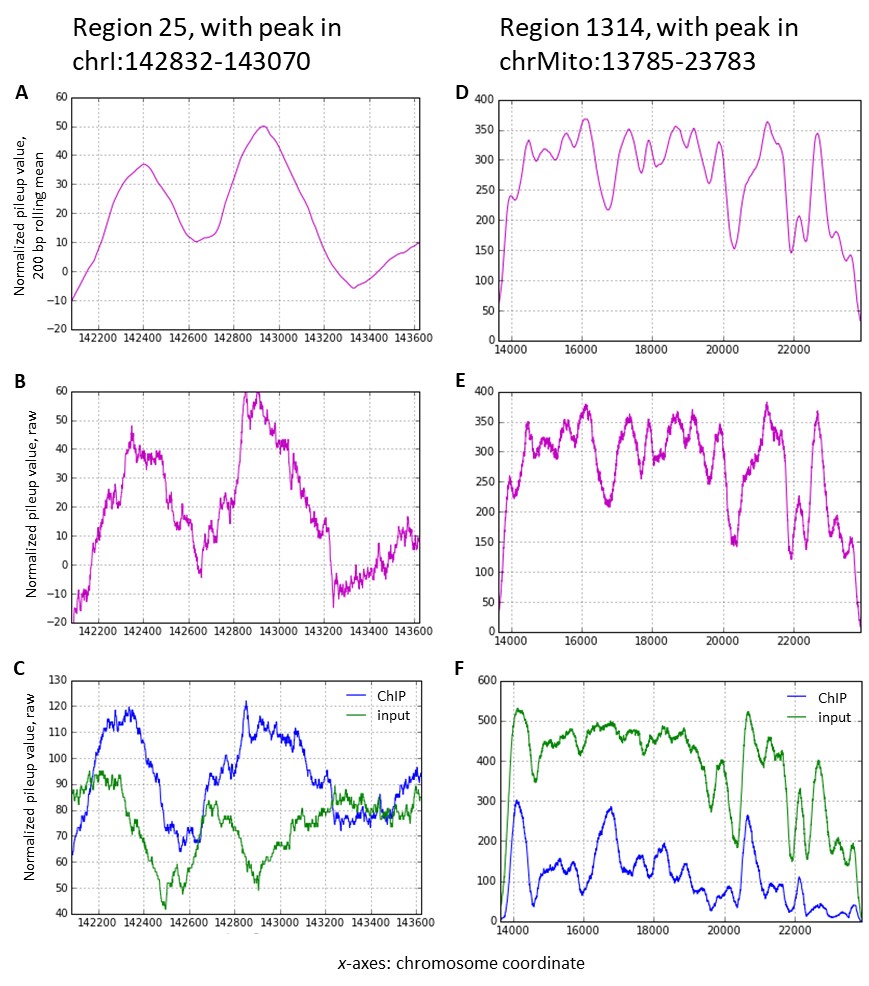
Figure S3**. Examples of peak instances unlikely to represent functional binding sites of Yrr1, within consolidated peak regions 25 and 1314. Plotted are bedGraph pileup data generated by MACS2 using option --nomodel from ChIP replicate 2 and input of Yrr1^S96-I775E^ in YPD (mn_T5_ChIP2). **A**, **B**, **C**, region 25. **D**, **E**, **F**, region 1314. **A**, **D**, rolling means per 200-bp window of normalized pileup values of ChIP minus input. **B**, **E**, normalized pileup values of ChIP minus input. **C**, **F**, normalized pileup values of ChIP and input.

**
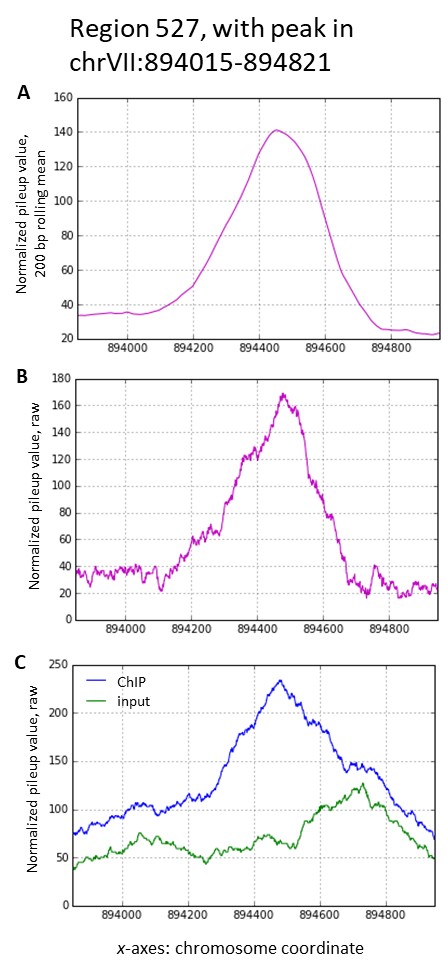
**

**Figure S4.** An example of the peak instances within consolidate peak region 527, identified as likely to represent functional binding sites of Yrr1 based on peak shape metrics. Plotted are bedGraph pileup data generated by MACS2 using option --nomodel from ChIP replicate 2 and input of Yrr1^YJM789^ in 4NQO (mn_T2_ChIP2). **A**, rolling means per 200-bp window of normalized pileup values of ChIP minus input. **B**, normalized pileup values of ChIP minus input. **C**, normalized pileup values of ChIP and input.

**
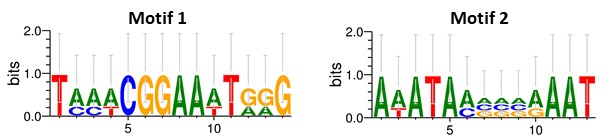
**

**Figure S5.** Two DNA motifs from the three high-confidence regions (Table 2) representing potential binding sites of Yrr1. The height of each nucleotide letter represents the posterior mean relative entropy and the error bars represent Bayesian 95% confidence intervals.

**
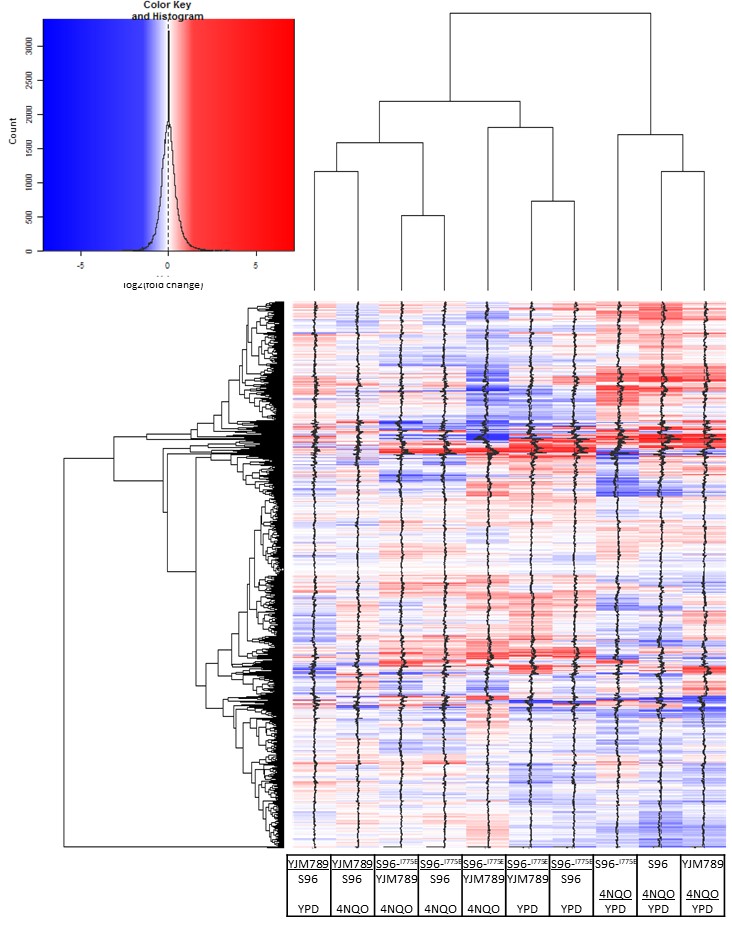
Figure S6**. Heatmap showing differential expression of all the tested loci and comparisons as outputs by DESeq2.

**
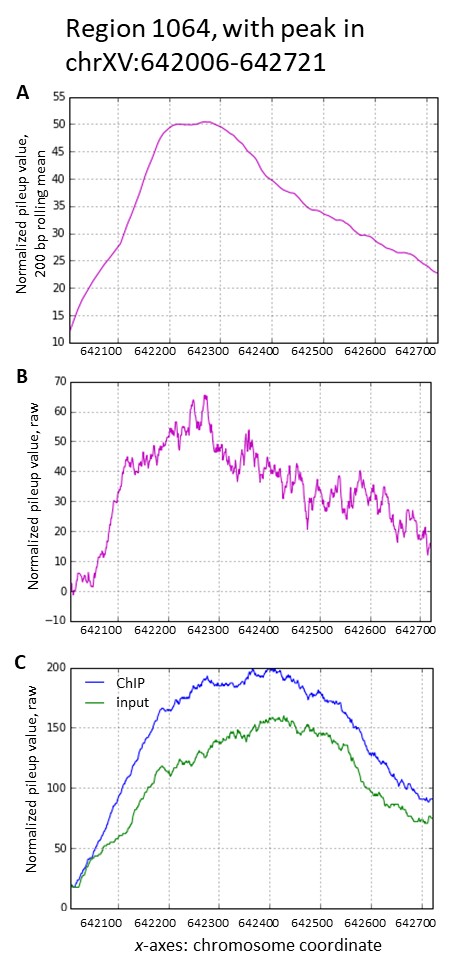
**

**Figure S7**. An example of the peak instances with notable input enrichment over nearby regions, within consolidate peak region 1064, upstream of *YRR1*. Plotted are bedGraph pileup data generated by MACS2 using option --nomodel from ChIP replicate 1 and input of Yrr1^S96^ in YPD (mn_T3_ChIP1). **A**, rolling means per 200-bp window of normalized pileup values of ChIP minus input. **B**, normalized pileup values of ChIP minus input. **C**, normalized pileup values of ChIP and input.

**
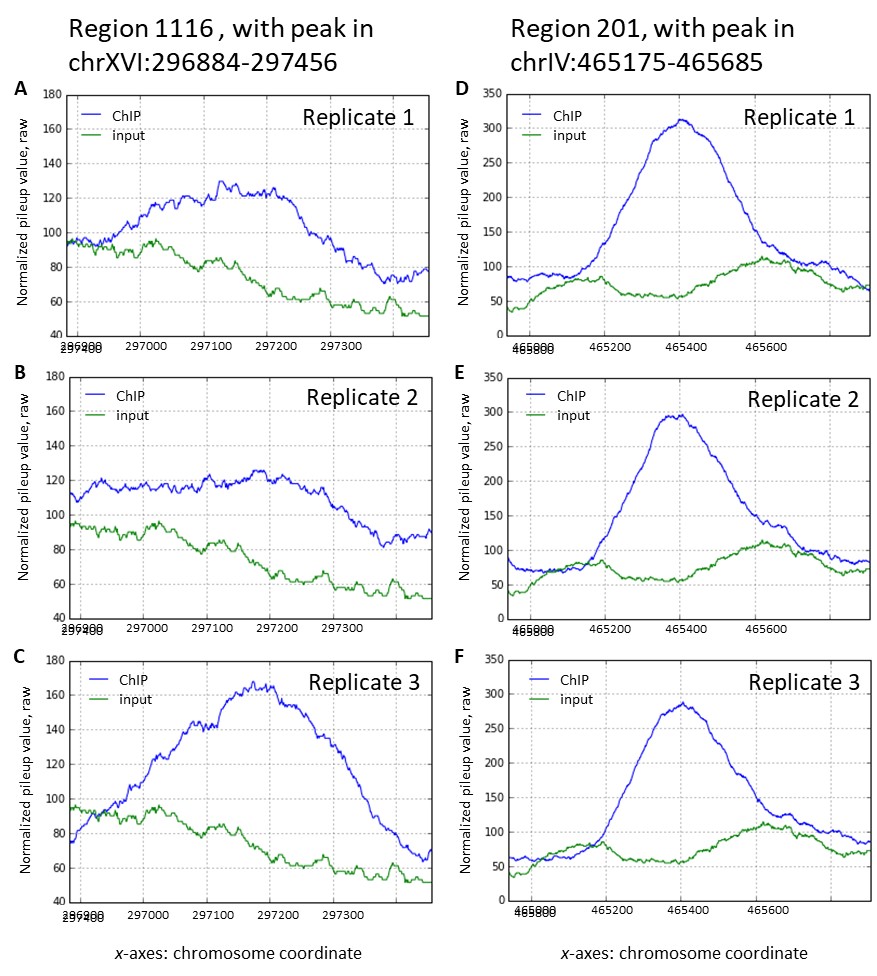
Figure S8**. Examples of different levels of variation in ChIP enrichment over input among replicates. Plotted are bedGraph normalized pileup data generated by MACS2 using option --nomodel for ChIP and input of Yrr1^S96-I775E^ in 4NQO (mn_T6). **A**, **B**, **C**, region 1116 as an example of high variation (inconsistency) among replicates. **D**, **E**, **F**, region 201 as an example of low variation (consistency) among replicates. **A**, **D**, ChIP replicates 1. **B**, **E**, ChIP replicates 2. **C**, **F**, ChIP replicates 3.

**
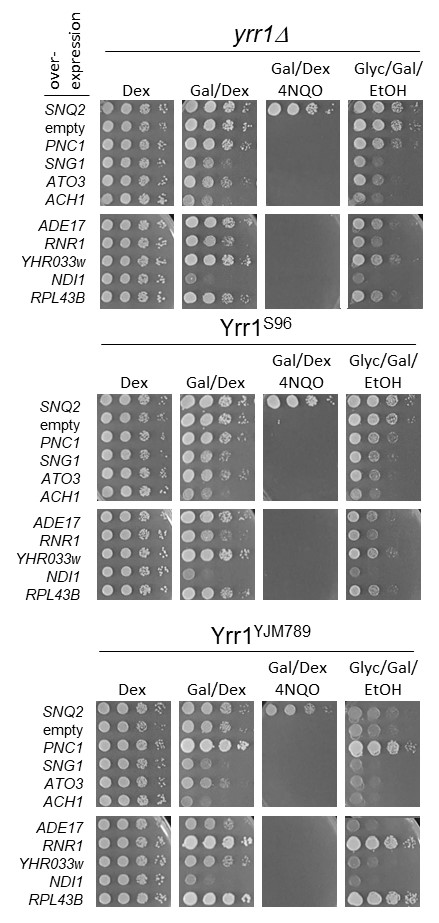
**

**Figure S9**. Growth assays of yeast overexpressing various gene. S288c (FY3 *yrr1Δ*) will different alleles of Yrr1 were transformed with either an empty plasmid (*yrr1*), or plasmids over-expressing genes under the control of the GAL promoter*.* Ten-fold serial dilutions of yeast grown in selective media to maintain both plasmids were spotted selective media for overexpression plasmids (pMORF) and plasmid driven Yrr1. Plates were incubated for three days and photographed.

**
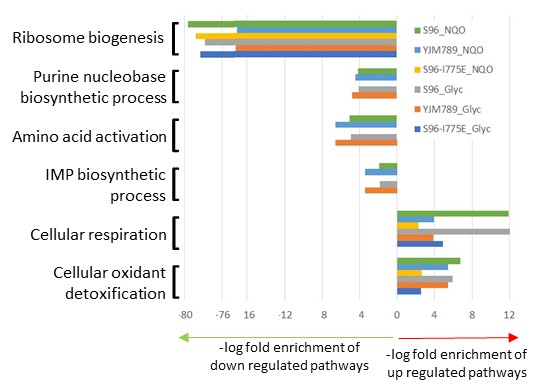
**

**Figure S10**. GO term enrichment comparison across different alleles of Yrr1 in YPD, 4NQO, Glyc. The -log of the p-value are graphed. GO:0098869 cellular oxidant detoxification, GO:0045333 cellular respiration, GO:0006188 IMP biosynthetic process, GO:0043038 amino acid activation, GO:0009113 purine nucleobase biosynthetic process, GO:0042254 ribosome biogenesis.

# End

How the deposited data were processed for this re-analysis (not part of the article)

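RNA-Seq libraries were made from total RNA of S96 yeast with *YRR1* deleted and carrying on a plasmid Yrr1 S, Yrr1 Y or Yrr1 IE and grown in YPD, in YPD with 0.25 µg/ml 4NQO for 2.5 h, or with 3% glycerol for 10 h, doses and times being those of the paper. There were 9 conditions with 2 libraries each, 18 in all. Cells in YPD were grown for 2.5 h, so carbon source, time and the wash into glycerol cannot be told apart in glycerol over YPD. The paper describes duplicated cultures divided into subcultures, and the labels do not say which libraries share a culture, so libraries were taken as independent and no block was used. Conditions were taken from the sample titles and from the column names of the tables, which hold the same library numbers (S1 to S18). The growth medium given in the labels of the glycerol samples names all 3 media, and their titles name glycerol, which was used. The libraries were unstranded (TruSeq v2) and sequenced on a MiSeq.

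The authors called bases with CASAVA 1.7, set aside reads of ribosomal and transfer RNA genes, aligned the rest to the S288c genome with TopHat 2.0.12 and counted reads per gene of the R64-1-1 annotation with Rsubread. The deposited count table gives counts per gene as whole numbers for 6713 loci with systematic names of open reading frames, without normalization. The deposited FPKM table lists 7126 loci, of which 6713 have values, and its FPKM values use the totals of the count table and were rounded by the authors to 1 decimal. The authors' table of tests holds, from DESeq2 1.8.1, a log2 fold change with its standard error, a score (the Wald statistic), a p-value and an adjusted p-value for each gene and comparison. The deposited log2 fold changes and p-values were used as an alternative and for comparison, and the deposited score was not used. The files were compared with the R64 reference annotation by systematic name for coordinates.

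Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. filterByExpr over the 9 conditions kept 5766 loci, TMM factors were computed, and a quasi-likelihood model with 1 coefficient per condition was fitted over all 18 libraries (common dispersion 0.0122, prior degrees of freedom 19.9). Each comparison was tested with glmQLFTest, two-sided, with Benjamini-Hochberg adjustment within the comparison, and called at an adjusted p under 0.05 with no fold threshold. Differences between alleles in the response to a medium were tested as contrasts of contrasts in the same model. The 2 libraries per condition leave few degrees of freedom, so every test borrows its estimate of the spread from all conditions. CPM uses the TMM-scaled totals, and SD is over 2 libraries.

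Lists of genes of known function, of chromosomal origin and of cell type (35 lists) were written out, with the comparisons, the test, the named-gene rule and the alternatives, before the data were examined. For each list the called members were counted, also with p-values adjusted over the list alone, and lists with at least 5 tested members were tested with camera at the preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. Similarity between comparisons was measured by Pearson's r across genes, beside data simulated without any effect where the comparisons share libraries. FPKM was correlated with the summit heights of the paper's Table 3 over 6 conditions by exact permutation, adjusted over 4 relations, in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

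Genes were named by a rule: those the paper names for a comparison, the 10 with the largest positive and the 10 with the largest negative log2 fold change among called genes with a mean of at least 20 CPM and no overlap between the libraries of the conditions, 2 to 4 members per list (called members by size, otherwise those with the most counts), and *YRR1* in every library. No marker of the authors was added after its values were seen, and the values in the paper's tables and figures had been seen before. *SNF1* was singled out after its counts were seen.

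Total counts per library ran from 1475372 to 2826771. Some totals exceed the read pairs that the paper gives per sample, so the counts cannot all be separate read pairs, and counting intervals, which take each count as independent, are too narrow where both mates of a pair were counted. The method was tested on simulated data with the depth and spread of the real libraries: for Yrr1 Y over Yrr1 S in 4NQO, 25.4%, 70.1% and 90.9% of genes changed 1.5-, 2- and 4-fold were called, with 6 false calls among 5766 genes, and for Yrr1 IE over Yrr1 S in glycerol 35.8%, 73.1% and 93.9%, with 8. Without any simulated change no gene was called, and when the members of 1 list were lowered, camera called that list and none of the other 30 tested. Genes were simulated independently of each other, so this could not show whether camera calls lists wrongly when their genes are correlated. Folds against a group with no counts are given as bounds from a floor of 3 counts over the group, and folds against 1 to 3 counts with a 95% counting interval.

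The alternatives were DESeq2's size factors in edgeR, the Wald test of DESeq2 1.42.0, no low-count filter, fits of only the 4 libraries compared or of the 12 libraries in YPD and 4NQO, the authors' p-values adjusted over the tested genes, a fold threshold of 2 in glycerol, and leaving out each library in turn. For correlations they were Spearman's rho, genes of at least 20 CPM, fold changes from DESeq2, log2 FPKM, CPM and the pileup values of Table 3. A fit without S12 and S17 was added after their reads from the mitochondrial genome were seen. The ChIP-Seq, growth and mitochondrial assays of the paper were not analysed here. The results of some genes are not reported here.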

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

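The interaction contrasts in this part were planned, while the tests of explanations for *SNF1*, for the gluconeogenesis list and for the mitochondrial reads were chosen only after the results were seen.

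A signal in a gene the paper does not discuss: in 6 of 6 Yrr1 IE libraries *SNF1*, which codes for the kinase that lets yeast use carbon sources other than glucose, had 2 counts or fewer, against 179 to 297 in the 12 libraries of the other alleles. Low depth is argued against, since the Yrr1 IE library with the fewest would hold 153 counts at the share *SNF1* has with the other alleles. Reads counted on the neighbours *YDR476C* and *SNM1* are argued against too, as their summed rise made up at most -18.3% of the fall of *SNF1* in any medium. A strain that lacks *SNF1* and an effect of the allele cannot be told apart, because all 6 libraries of this allele and no others lack its counts. Differences between Yrr1 IE and the other alleles may therefore come from *SNF1*.

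A difference between alleles in glycerol: all 23 genes of gluconeogenesis, the glyoxylate cycle and the use of glycerol, acetate or lactate were lower with Yrr1 IE than with either other allele, with medians of -3.79 against Yrr1 S and -2.71 against Yrr1 Y on the log2 scale. With totals that leave out the 10 largest genes of each library (16 genes), the medians of the 19 members left were -2.89 and -2.29, which argues against a few genes taking most of the counts. A slower response of all genes would leave ribosomal protein genes, which fall in glycerol, higher with Yrr1 IE, and their median was -1.18 in the comparison nearest 0. In YPD the list's median was 0.15 for Yrr1 IE over Yrr1 S (4 genes higher and 2 lower) and -0.24 over Yrr1 Y (5 lower). A loss that shows mainly without glucose, as of *SNF1*, may therefore account for the pattern. Against Yrr1 Y, however, some genes of the list were lower with glucose too. An effect of *SNF1* and an effect of the allele cannot be told apart, since both follow the same libraries.

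A sample far from the others: the Yrr1 IE libraries S12 (4NQO) and S17 (glycerol) held 734 and 986 counts on the 28 loci of the mitochondrial genome, against 2 to 84 in the other 16 libraries. Depth is argued against, as S17 has the lowest total of the 18 libraries (1475372 counts). Carry-over of RNA without a poly(A) tail may account for it: open reading frames in the ribosomal DNA were 19.5 times higher in S17 than in S18 and 25.6 times higher in S12 than in S11. No biological explanation was tested, and the other library of each condition held 13 and 84 mitochondrial counts.

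The 4NQO response differed between Yrr1 Y and Yrr1 S for 50 genes by edgeR's interaction contrast, a count of 21 without S10, 11 without S9, 33 without S3, 8 without S4, 9 without S7, 24 without S8, 28 without S1 and 6 without S2. Among the genes of Fig. 1A the differences (Yrr1 Y minus Yrr1 S) were -0.89 for *PST1*, 1.22 for *ATO3*, -0.80 for *ACH1*, -1.19 for *NDI1*, -1.59 for *PIR3* and -1.44 for *ADE17* on the log2 scale. *PST1* had adjusted p = 0.179 without S9, 0.324 without S4, 0.233 without S7, 0.0617 without S8 and 0.189 without S2. *ATO3* had adjusted p = 0.0788 without S4 and 0.0655 without S2. *ACH1* had adjusted p = 0.222 without S10, 0.188 without S9, 0.147 without S3, 0.324 without S4, 0.257 without S7, 0.153 without S8, 0.125 without S1 and 0.246 without S2. *NDI1* had adjusted p = 0.0524 without S9, 0.137 without S4, 0.0825 without S7 and 0.0655 without S2. *PIR3* had adjusted p = 0.105 without S9, 0.254 without S4, 0.0795 without S7, 0.0506 without S8, 0.125 without S1 and 0.0655 without S2. Between Yrr1 IE and Yrr1 S the 4NQO response differed for 292 genes (170 without S9, 184 without S4 and 179 without S5), among them by -1.2 for *PCL5*, -0.64 for *FLP1*, -1.15 for *PST1*, 1.38 for *ATO3*, -1.94 for *PIR3* and -1.2 for *YHR033W*. The *ADE* genes differed by 3.26 for *ADE17*, 2.20 for *ADE1*, 2.20 for *ADE2*, 0.79 for *ADE3*, 1.8 for *ADE4*, 1.57 for *ADE5,7*, 1.47 for *ADE6*, 0.92 for *ADE8* and 2.09 for *ADE13*. *FLP1* had adjusted p = 0.0986 without S9, 0.0887 without S4, 0.0592 without S12 and 0.0898 without S6; *ADE3* had adjusted p = 0.0523 without S4. *ADE8* had adjusted p = 0.0897 without S10, 0.0547 without S9, 0.128 without S4, 0.289 without S11, 0.0846 without S5 and 0.0531 without S6. Between Yrr1 IE and Yrr1 Y it differed for 370 genes (236 without S12, 225 without S5, 228 without S6, 202 without S7 and 227 without S2), among them by -1.65 for *PCL5*, 1.19 for *NDI1* and -0.94 for *YHR033W*. The *ADE* genes differed there by 4.70 for *ADE17*, 2.67 for *ADE1*, 2.91 for *ADE2*, 1.28 for *ADE3*, 2.06 for *ADE4*, 2.09 for *ADE5,7*, 1.8 for *ADE6*, 1.14 for *ADE8*, 2.61 for *ADE13* and 0.74 for *ADE12*. *YHR033W* had adjusted p = 0.122 without S12, 0.124 without S5, 0.0769 without S6, 0.0551 without S7, 0.0887 without S8 and 0.155 without S2. *ADE8* had adjusted p = 0.105 without S11. *ADE12* had adjusted p = 0.0965 without S12, 0.148 without S6, 0.101 without S7, 0.0596 without S8 and 0.148 without S2. All Yrr1 IE values stand beside 2 or fewer counts of *SNF1* per library.

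In glycerol the response differed between Yrr1 Y and Yrr1 S for 36 genes (95 without S15, 7 without S16, 6 without S4, 17 without S13, 13 without S14 and 8 without S2), with *AAH1* at 1.52 (adjusted p = 0.00316) and at 1.09 (adjusted p = 0.0582) without S16. Between Yrr1 IE and Yrr1 S it differed for 1810 genes, among them by -2.46 for *AAH1*, 1.51 for *COX5B*, -2.08 for *ATO3*, 1.21 for *CTT1*, -0.97 for *SOD2* and -1.21 for *IMD3*, and for *CTT1* the adjusted p was 0.101 without S3. Between Yrr1 IE and Yrr1 Y it differed for 1884 genes, among them by -3.98 for *AAH1*, -0.81 for *COX5A*, -1.52 for *ATO3*, 1.57 for *CTT1*, -0.64 for *SOD2*, -1.41 for *IMD3* and -1.42 for *IMD4*, and for *SOD2* the adjusted p was 0.0551 without S6, 0.0881 without S14 and 0.0746 without S1.

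A difference in genes outside those the paper discusses: of 43 genes of amino acid synthesis controlled by Gcn4, 26 were higher with Yrr1 IE than with Yrr1 S in YPD and 25 were higher than with Yrr1 Y, while 2 were lower than with Yrr1 Y.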

How the results depend on the processing

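The fit without S12 and S17 was chosen only after their mitochondrial reads were seen, and the other settings were planned. No paired analysis was possible because the labels do not say which libraries came from the same culture, so a block for culture was not run, and neither was a fit with noncoding loci, since the count table holds only loci with systematic names of open reading frames. Where 1 library of a condition is left out, the library that remains is assumed to vary like those of the other conditions. Apart from settings that leave out 1 library, 111 of 123 counts of genes stayed within 1.5 times the value given, 2113 of 2240 counts of list members did so, and 12307 of 12586 values of named genes kept their direction and their side of the threshold (130 lost a call and 149 gained one). With 1 library left out, 64 of 112 counts of genes, 1711 of 2240 counts of list members and 15925 of 17160 values of named genes did, while 1096 named values lost a call and 138 gained one. The only reversed value, *IMD4* for Yrr1 IE over Yrr1 S in glycerol, was 0.60 without S15 (adjusted p = 0.0254) and -0.48 without S16 (adjusted p = 0.0471), against -0.09 with all libraries (not called), and the cause was not tested. DESeq2's size factors in edgeR and a fit without the low-count filter moved no count of genes by more than 1.5 times.

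The comparison of Yrr1 Y with Yrr1 S in 4NQO gave 3 genes by edgeR. DESeq2 called 12 there (58.3% higher, against 33.3%), with its adjustment over 1742 genes in place of 5766, a fit of the 12 libraries in YPD and 4NQO called 5, and the authors' p-values adjusted over the tested genes called 5 (20.0% higher). The 12-library fit also gave 399 genes for Yrr1 IE over Yrr1 S in 4NQO (260) and 104 for Yrr1 Y over Yrr1 S in YPD (51). DESeq2 gave 67 genes whose response to glycerol differs between Yrr1 Y and Yrr1 S (36). The fit without S12 and S17 gave 149 genes for Yrr1 IE over Yrr1 Y in 4NQO (234), where 1 library fewer was used. A fit of the 4 libraries compared gave 164 genes for Yrr1 Y over Yrr1 S in glycerol (67.1% higher, against 79.6%). Beyond the smaller number of genes or libraries, the cause was not tested. A fold threshold of 2, which can only remove genes, left 2057 in glycerol with Yrr1 S, 1922 with Yrr1 Y, 44 for Yrr1 Y over Yrr1 S (61.4% higher), 1361 for Yrr1 IE over Yrr1 S and 1202 for Yrr1 IE over Yrr1 Y. It left 735 genes higher and 559 lower in glycerol with all 3 alleles, 310 higher and 670 lower with Yrr1 IE than with both others, 190 lower than with Yrr1 S alone and 150 lower than with Yrr1 Y alone.

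With each library left out in turn, the counts for 4NQO over YPD were 1242 to 1480 (1800 with all libraries) with Yrr1 S, 760 to 927 (1163 with all libraries) with Yrr1 Y and 962 to 1126 (1494 with all libraries) with Yrr1 IE. In 4NQO they were 1 to 6 (3 with all libraries) for Yrr1 Y over Yrr1 S, 135 to 169 (260 with all libraries) for Yrr1 IE over Yrr1 S and 97 to 133 (234 with all libraries) for Yrr1 IE over Yrr1 Y. In YPD they were 5 to 42 (51 with all libraries) for Yrr1 Y over Yrr1 S, 375 to 488 (674 with all libraries) for Yrr1 IE over Yrr1 S and 473 to 521 (816 with all libraries) for Yrr1 IE over Yrr1 Y, and 923 to 1092 (1402 with all libraries) for Yrr1 IE in YPD over Yrr1 Y in 4NQO. For glycerol over YPD they were 2916 to 3064 (3327 with all libraries) with Yrr1 S, 2811 to 2870 (3204 with all libraries) with Yrr1 Y and 3367 to 3443 (3778 with all libraries) with Yrr1 IE. In glycerol they were 45 to 178 (216 with all libraries) for Yrr1 Y over Yrr1 S, 2223 to 2445 (2785 with all libraries) for Yrr1 IE over Yrr1 S and 1955 to 2151 (2488 with all libraries) for Yrr1 IE over Yrr1 Y. Differing responses to 4NQO numbered 6 to 33 (50 with all libraries) between Yrr1 Y and Yrr1 S, 170 to 236 (292 with all libraries) between Yrr1 IE and Yrr1 S and 202 to 340 (370 with all libraries) between Yrr1 IE and Yrr1 Y, and to glycerol 6 to 95 (36 with all libraries), 1482 to 1684 (1810 with all libraries) and 1555 to 1787 (1884 with all libraries). Genes lower with Yrr1 IE than with Yrr1 S alone in glycerol ranged from 171 to 598 (327) and than with Yrr1 Y alone from 93 to 411 (236).

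Correlations of log2 fold changes were higher among genes of at least 20 CPM: 0.455 between Yrr1 IE over Yrr1 S in YPD and the 4NQO response with Yrr1 Y (0.374 over all genes), 0.837, 0.676 and 0.552 between the 4NQO responses with Yrr1 S and Yrr1 Y, Yrr1 S and Yrr1 IE, and Yrr1 Y and Yrr1 IE (0.717, 0.53 and 0.347). Among these genes they were 0.964, 0.812 and 0.798 for the same pairs in glycerol (0.932, 0.768 and 0.734), and 0.839 between the YPD comparisons of Yrr1 IE with Yrr1 S and with Yrr1 Y (0.757). By rank the first was 0.327, Yrr1 IE over Yrr1 Y in YPD with the 4NQO response of Yrr1 S was 0.072 (0.191), the 4NQO pairs were 0.653, 0.596 and 0.422, and the pairs of Yrr1 S with Yrr1 Y and of Yrr1 Y with Yrr1 IE in glycerol were 0.908 and 0.762. The comparisons of Yrr1 IE with Yrr1 S and with Yrr1 Y had rank correlations of 0.904 in glycerol (0.926), 0.687 in 4NQO (0.832) and 0.697 in YPD. The correlation of *YPP1* FPKM with summit height ranged from 0.664 to 0.906 with 1 library left out, and passed the test at 0.906 without S4 (exact permutation, adjusted p = 0.0389). That of *SNG1*, 0.167 and not called, was -0.396 without S8, and 0.605 with pileup in place of summit height, which gave 0.281 for *SNQ2* (0.78), none called. At this depth and with 2 libraries per condition, in data simulated on Yrr1 Y over Yrr1 S in 4NQO, 25.4% of genes changed 1.5-fold and 90.9% of those changed 4-fold were called, with 6 false calls among 5766 genes.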

Differences from the paper's values

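None of the settings below was chosen after its result was seen. At the paper's threshold, an adjusted p under 0.05 with no fold threshold, the paper counts 6 genes higher and 6 lower with Yrr1 Y than with Yrr1 S in 4NQO, and edgeR called 1 and 2 here. Of the alternatives set before the data were examined, the number of higher genes came within 1.5 times the paper's under DESeq2 (7) and leaving out S9 (5), and under no other. The number of lower genes did so under DESeq2 (5) and the authors' p-values adjusted over the tested genes (4), and under no other. Of the 12 genes in Fig. 1A, those called by DESeq2 include *PCL5*, *GPD2*, *FLP1*, *PST1*, *ATO3*, *SNQ2*, *ACH1*, *PIR3*, *YHR033W* and *ADE17*, and it also called *CSR1*. The authors' p-values adjusted over the tested genes called *PST1*, *ATO3*, *ACH1*, *PIR3* and *ADE17*, and the fit of the 12 libraries called *PST1*, *ATO3*, *PIR3*, *ADE17* and *HXT2*. The fit of the 4 libraries called *ATO3*, *PIR3*, *ADE17* and *TDH1*. Leaving out S9 called *ATO3* and *ADE17* of the 12, and *SPI1*, *FRE1*, *YNR014W* and *FRE7*, which are not among them. The number of higher genes thus came near the paper's there mostly with other genes. *NDI1* was called under none of the settings run, with adjusted p values from 0.0672 (DESeq2) to 1.

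The paper ties its glycerol lists to a z-score of the log2 fold change, at a threshold it does not state, and the counts here are by adjusted p, so the criteria of the counts in this paragraph differ. For Yrr1 Y over Yrr1 S in glycerol the paper gives 87 genes higher and 18 lower, and edgeR called 172 and 44. The higher count came within 1.5 times the paper's under a fit of the 4 libraries compared (110), leaving out S16 (60) and leaving out S13 (77), and the lower count under leaving out S16 (19), leaving out S13 (14) and a fold threshold of 2 (17), and neither did under the other alternatives set beforehand. The paper gives 418 genes higher and 452 lower in glycerol with all 3 alleles, against 1107 and 1111 here. A fold threshold of 2 gave 559 lower, within 1.5 times the paper's 452, and no alternative set beforehand did so for the higher genes (735 at a fold threshold of 2). With Yrr1 IE against both other alleles in glycerol, the paper gives 209 genes higher and 497 lower, and here there were 845 and 1267. Both came within 1.5 times the paper's values at a fold threshold of 2 (310 and 670), and under no other alternative set beforehand. The paper gives 14 genes lower than with Yrr1 S alone and 55 lower than with Yrr1 Y alone, against 327 and 236 here, and no alternative set beforehand came within 1.5 times of either (lowest 171 and 93).

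In this paragraph a log2 fold change counts as differing from the paper's when the gap, before rounding, is larger than the standard error in the main edgeR fit. The paper's text gives *AAH1* a fall in glycerol larger by 4 on the log2 scale with Yrr1 IE than with other alleles, and here it was 3.98 larger than with Yrr1 Y and 2.46 larger than with Yrr1 S, from 1.83 to 2.87 over the alternatives set beforehand, each of which still differs. Table S8 of the paper gives *AAH1* log2 fold changes from YPD to glycerol of -2.39 with Yrr1 S, -1.21 with Yrr1 Y and -21.4 with Yrr1 IE, and the values here were -2.94, -1.42 and -5.40. For Yrr1 Y over Yrr1 S in glycerol the paper's *AAH1* value is 0.69 and the value here 1.03, with leaving out S16 (0.57) alone no farther from it than the standard error. For *IMD3* the paper's Table S8 gives -2.35 with Yrr1 S and -1.79 with Yrr1 Y, against -2.13 and -1.93 here. The first no longer differs on leaving out S15 (-2.36) and leaving out S3 (-2.29), and the last with a fit of the 4 libraries compared (-1.92). For *IMD4* the paper's are -3.28 with Yrr1 S and -2.40 with Yrr1 Y, against -3.88 and -2.80. For *CTT1* the paper's are 5.78 with Yrr1 Y and 7.14 with Yrr1 IE, against 5.26 and 6.83. For *SOD2* the paper's are 2.31 with Yrr1 S and 1.91 with Yrr1 IE, against 2.44 and 1.47, the first no longer differing under edgeR with DESeq2's size factors (2.42), DESeq2 (2.42), leaving out S16 (2.22), leaving out S3 (2.39) and leaving out S4 (2.26). For *COX5A* in glycerol the paper's are -0.53 for Yrr1 IE over Yrr1 S and 0.31 for Yrr1 Y over Yrr1 S, against -0.76 and 0.53. Every other alternative run for these Table S8 values still differs. Table S8 labels its columns as log2 fold changes, and they run from -23.9 to 27.9, which is more than a ratio of counts can reach in libraries of at most 2826771 counts. For a correlation with the values here, genes not tested were left out, as were Table S8 values of 0 or over 10 in size. The names left numbered 908, 917 and 918 for glycerol over YPD with Yrr1 Y, Yrr1 S and Yrr1 IE. Values over 10 in size numbered 39, 29 and 26 there. Pearson's r was 0.981, 0.982 and 0.983 for these comparisons, and 0.739 for Yrr1 Y over Yrr1 S in glycerol (945 names). *COX5B*, *COX8*, *COX9* and *SNQ2* are not among the 997 names of Table S8.

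The paper states that *NDI1* and *ACH1* were lower with Yrr1 Y than with Yrr1 S in 4NQO; here the log2 fold changes were -0.55 (adjusted p = 0.354) and -0.60 (adjusted p = 0.0995) by edgeR. *ACH1* passed with DESeq2 (adjusted p = 0.0106) and with the authors' p-values (0.0322), and its adjusted p ranged up to 0.843 over the settings run. It states that *SNQ2* was higher with Yrr1 Y than with Yrr1 S in 4NQO, where edgeR gave 0.51 (adjusted p = 0.354), DESeq2 0.52 (adjusted p = 0.0474), and the other settings adjusted p values from 0.0591 to 0.874. It states that *RPL43B* fell in 4NQO with each allele, and here it passed the test with Yrr1 S (-0.55; -0.45 (adjusted p = 0.0673) without S4) and not with Yrr1 Y (-0.12 (adjusted p = 0.609)) or Yrr1 IE (-0.11 (adjusted p = 0.616)). Among genes it states to have fallen in 4NQO are DNA replication genes, and of 35 on a list of these 4, 4 and 8 rose and 1, 1 and 0 fell with Yrr1 S, Yrr1 Y and Yrr1 IE (in all 2 without S9, 2 without S3 and 3 without S4 with Yrr1 S, 2 without S7, 3 without S8 and 2 without S1 with Yrr1 Y, and 3 without S11, 4 without S12, 4 without S5 and 2 without S6 with Yrr1 IE); of 10 histone genes 8, 3 and 7 fell. The paper's statement on DNA replication and histone genes concerns its set of DNA damage response genes, unlike the lists of 35 and 10. The paper states that *SNQ2* was not significantly lower in glycerol than in YPD with any allele, and here it passed the test with Yrr1 S (-0.46 (adjusted p = 0.0066) by edgeR). It states that *IMD4* rose in glycerol, and here *IMD4* fell with each allele (-3.88, -2.80 and -4.22), as in its Table S8.

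The paper states that ribosomal mRNAs fell most in glycerol with Yrr1 Y, and the median log2 fold change of 134 ribosomal protein genes was -1.89 with Yrr1 S, -1.68 with Yrr1 Y and -2.84 with Yrr1 IE. It also states that most genes that fell in glycerol were of ribosomes or translation. On the lists and threshold used here, such genes made up 22.4% of the 1111 that fell with all 3 alleles. At a fold threshold of 2 they made up 38.5% of 559. The lists hold 268 tested genes, too few to be most of either total, so these shares cannot decide the paper's statement. Of the 268, 249 fell with all 3 alleles. Such totals as 1594 genes lower with Yrr1 IE than with Yrr1 S in glycerol, and 1503 lower than with Yrr1 Y, also depend on the spread of the libraries compared. Which allele was closer was not tested. The paper states that Yrr1 IE was closer to Yrr1 S than to Yrr1 Y among these lower genes. It states that amino acid activation fell more with Yrr1 Y than with Yrr1 S and did not change with Yrr1 IE, and here 18, 15 and 11 of 18 aminoacyl-tRNA synthetase genes fell in 4NQO with Yrr1 S, Yrr1 Y and Yrr1 IE (the last 5 without S6), and all 18 in glycerol with each. It states that more respiration genes rose with Yrr1 S than with the other alleles in both media, and of 41 nuclear respiratory genes 29, 17 and 16 rose in 4NQO with Yrr1 S (17 without S9 and 18 without S4), Yrr1 Y (9 without S7 and 5 without S1) and Yrr1 IE (8 without S11 and 9 without S6), and 40, 41 and 37 in glycerol. It states that *COX1* and *COX3* rose in glycerol with all alleles, and here both passed the test with Yrr1 IE alone, and not without S17 (adjusted p = 0.0958 and 0.296) or with DESeq2.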

Other observations

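The groups in this part were picked from the 35 lists after their results were seen, and all of its tests were planned. With Yrr1 IE in YPD, genes of amino acid synthesis controlled by Gcn4 were higher than with Yrr1 S (26 of 43, and 31 adjusted over the list alone) and than with Yrr1 Y (25, and 30 adjusted over the list alone). The ornithine carbamoyltransferase gene *ARG3* had log2 fold changes of 3.56 (standard error 0.33, adjusted p = 1.38e-09) against Yrr1 S and 3.09 against Yrr1 Y by edgeR, and *CPA1*, of carbamoyl phosphate synthetase, 1.79 against Yrr1 S. Camera gave the list adjusted p = 1.95e-22 against Yrr1 S (adjusted p = 0.021 with an estimated correlation) and 8.21e-18 against Yrr1 Y (0.0213). In 4NQO 26 of these genes fell with Yrr1 IE (median -0.49; adjusted p = 0.0779 with an estimated correlation), and in glycerol 27 were higher and 5 lower than with Yrr1 S, *ARG4* by 2.71 and *ARG7* by 2.14. *SNF1* had at most 2 counts in each of these Yrr1 IE libraries.

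Genes of 1-carbon metabolism that feed purine synthesis fell with the *ADE* genes in 4NQO: 8 of 10 with Yrr1 S and 8 with Yrr1 Y, with 1 higher in each, and 4 with Yrr1 IE (2 without S12 and 2 without S5). *MTD1*, a methylenetetrahydrofolate dehydrogenase gene, had -1.69 with Yrr1 S and -2.46 with Yrr1 Y, and -2.49 (standard error 0.20, adjusted p = 7.35e-11) for Yrr1 IE over Yrr1 S in YPD by edgeR. In YPD 7 of the 10 were lower with Yrr1 IE than with Yrr1 S and 1 higher, and 5 without S4 passed the test in all, with adjusted p = 0.0266 for the list by camera with an estimated correlation. Of 18 iron uptake genes, 13 rose in 4NQO with Yrr1 S (8 without S9 and 8 without S4), 7 with Yrr1 Y and 12 with Yrr1 IE (7 without S11 and 5 without S5), and the list did not pass by camera with an estimated correlation (adjusted p = 0.152, 0.328 and 0.176). In glycerol 11 of these were lower and 2 higher with Yrr1 IE than with Yrr1 S, the siderophore transporter gene *SIT1* by -3.69 and the mannoprotein gene *FIT2* by -2.97. The 4 *RNR* genes were lower in glycerol with Yrr1 IE than with Yrr1 S: *RNR1* by -2.36, *RNR2* by -2.03, *RNR3* by -1.39 and *RNR4* by -1.92. Of 6 genes of the **a** mating type, 5 fell in glycerol with each allele and 5 were higher with Yrr1 IE than with Yrr1 S, and the pheromone receptor gene *STE2* had -4.28, -4.42 and -2.28 with Yrr1 S, Yrr1 Y and Yrr1 IE.

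The authors' adjusted p-values call 1648 of the tested genes for Yrr1 S in 4NQO over YPD, of which 1610 are among the 1800 called by edgeR, and for Yrr1 Y over Yrr1 S in 4NQO they call 11, of which 3 are among the 3. In glycerol over YPD with Yrr1 IE they call 3564, of which 3562 are among the 3778 called by edgeR.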
